# Gene expression changes occurring at bolting time are associated with leaf senescence in Arabidopsis

**DOI:** 10.1002/pld3.279

**Published:** 2020-11-08

**Authors:** Will E. Hinckley, Judy A. Brusslan

**Keywords:** Arabidopsis trithorax, bolting, flowering time, gene regulatory networks, leaf senescence, transcriptomics

## Abstract

In plants, the vegetative to reproductive phase transition (termed bolting in Arabidopsis) generally precedes age‐dependent leaf senescence (LS). Many studies describe a temporal link between bolting time and LS, as plants that bolt early, senesce early, and plants that bolt late, senesce late. The molecular mechanisms underlying this relationship are unknown and are potentially agriculturally important, as they may allow for the development of crops that can overcome early LS caused by stress‐related early‐phase transition. We hypothesized that leaf gene expression changes occurring in synchrony with bolting were regulating LS. *ARABIDOPSIS TRITHORAX (ATX)* enzymes are general methyltransferases that regulate the adult vegetative to reproductive phase transition. We generated an *atx1, atx3, and atx4* (*atx1,3,4*) triple T‐DNA insertion mutant that displays both early bolting and early LS. This mutant was used in an RNA‐seq time‐series experiment to identify gene expression changes in rosette leaves that are likely associated with bolting. By comparing the early bolting mutant to vegetative WT plants of the same age, we were able to generate a list of differentially expressed genes (DEGs) that change expression with bolting as the plants age. We trimmed the list by intersection with publicly available WT datasets, which removed genes from our DEG list that were *atx1,3,4* specific. The resulting 398 bolting‐associated genes (BAGs) are differentially expressed in a mature rosette leaf at bolting. The BAG list contains many well‐characterized LS regulators (*ORE1, WRKY45, NAP, WRKY28*), and GO analysis revealed enrichment for LS and LS‐related processes. These bolting‐associated LS regulators may contribute to the temporal coupling of bolting time to LS.

## 1 INTRODUCTION

Leaf senescence (LS) is the sequential death of older leaves, one‐by‐one, as the plant matures, while whole plant senescence is the simultaneous death of all leaves at the end of the growing season in monocarpic species (Nooden et al., 1997). A visual hallmark of LS is leaf yellowing, caused by chlorophyll degradation (Ougham et al., 2008; Tamary et al., 2019). During these processes, nitrogen (most commonly in the forms of nitrate, asparagine, and glutamine) and other macromolecules are recycled from dying leaves (sources) and relocated to growing tissues (sinks), including the reproductive organs (Havé et al., 2017). A better understanding of the regulation of LS may have important agricultural implications on yield and nutrition content.

Endogenous signaling molecules that control LS have been well characterized. Ethylene, abscisic acid (ABA), jasmonic acid (JA), salicylic acid (SA), and reactive oxygen species (ROS) are known to promote both age‐dependent and dark‐induced LS (Jing et al., 2005; Khanna‐Chopra, 2012; Lim et al., 2007; Yuehui et al., 2002; Zhang et al., 2013, 2020; Zhao et al., 2017). Many genetic regulators of LS have also been identified (Ay et al., 2014; Brusslan et al., 2015; Chen, Lu, et al., 2016; Hinckley et al., 2019; Keqiang et al., 2008; Kim, Park, et al., 2018; Liu et al., 2019; Wang et al., 2019; Woo et al., 2013; Woo et al., 2019; Zheng et al., 2020). There are multiple large TF families that are commonly associated with age‐dependent and dark‐induced LS (*WRKY, NAC, ERF*) (Bakshi & Oelmüller, 2014; Jiang et al., 2017; Kim et al., 2016; Koyama, 2014; Koyama et al., 2013; Li, Li, et al., 2018). Many individual TFs have also been shown to regulate LS; for example, *NAP, WRKY53*, *WRKY75,* and *ORE1* are positive regulators and *JUB1, WRKY54,* and *WRKY70* negatively regulate LS (Guo et al., 2017; Lei et al., 2020; Miao et al., 2004; Qiu et al., 2015; Zentgraf & Doll, 2019). Furthermore, stress, defense, and LS signaling overlap and some TFs are known to bridge stress and LS signaling (*SAG113, NAP, WRKY53*) (Asad et al., 2019; Kim et al., 2013; Sade et al., 2018; Yang et al., 2014).

While many regulators have been identified that function at the onset of or during LS, less is known about developmentally early regulators of LS. Kim et al. uncovered the NAC troika, consisting of three Arabidopsis NAC TFs that act in young rosette leaves to prevent early LS (Kim, Park, et al., 2018). To our knowledge, this represents the earliest known regulation of LS in Arabidopsis.

Generally, preceding LS is the vegetative to reproductive phase transition, which in Arabidopsis is termed bolting or flowering: the development of the primary inflorescence that produces cauline leaves, inflorescence meristems, and floral meristems. Many different environmental and autonomous cues can induce flowering independently; however, all pathways converge on conserved master flowering time regulators: *FT and SOC1* (Mouradov et al., 2002; Song et al., 2018). Stress can also induce flowering (Takeno, 2016; Wada & Takeno, 2010). The function of stress signaling in both flowering time and LS may serve as a link that allows reproduction during stress.

Many studies in Arabidopsis show a relationship between bolting time and leaf and/or whole plant senescence. While one study noted a negative correlation between flowering time and LS (Luquez et al., 2006), many other studies using more conventional methods describe a positive correlation between flowering time and LS. (Balazadeh et al., 2008; Huang et al., 2019; Jiang et al., 2019; Kim, Park, et al., 2018; Li, Zhang, et al., 2018; Upadhyay et al., 2014; Yan et al., 2017). For example, *KHZ1* and *KHZ2* encode redundant KH domain Zn‐finger TFs, and double *khz1khz2* mutants bolt late and show delayed LS and whole plant senescence. Overexpression of *KHZ1* or *KHZ2* resulted in early bolting, LS, and whole plant senescence (Yan et al., 2017). As most recent studies support a positive correlation between bolting and LS, we hypothesized that there are LS‐related gene expression changes occurring in the rosette at bolting time. These gene expression changes could be contributing to the positive correlation between bolting time and LS.

We generated an *atx1 atx3 atx4* triple T‐DNA insertion mutant that displayed early bolting and early LS. We then used this mutant to model the temporal relationship between bolting and LS in an RNA‐seq time‐series experiment that compared the early bolting mutants to vegetative WT plants of the same age.

Our approach allowed the identification of leaf gene expression changes likely associated with bolting time. This list was then trimmed by intersection with developmentally similar publicly available WT datasets. The resulting list of 398 Bolting Associate Genes (BAGs) was enriched for LS and LS‐related GO terms, and includes many well‐characterized LS regulators. We found that 202 of these BAGs are included in the LS database (Li et al., 2020). We then produced a gene regulatory network (GRN) summarizing BAG interactions using machine learning (GENIE3) and trimmed it with publicly available DAP‐seq TF binding site data (Huynh‐Thu et al., 2010; O’Malley et al., 2016). This study shows that there are gene expression changes localized to the leaf and concomitant to bolting that may regulate LS in *Arabidopsis thaliana*.

## 2 MATERIALS AND METHODS

### 2.1 Plant growth conditions

*Arabidopsis thaliana* plants were grown in Sunshine^®^ Mix #1 Fafard^®^‐1P RSi soil (Sungro Horticulture), which was treated with Gnatrol WDG (Valent Professional Products) (0.3 g/500 ml H_2_O) to inhibit the growth of fungus gnat larvae. Plants were subirrigated with Gro‐Power 4‐8‐2 (Gro‐Power, Inc.) (8 ml per gallon), and grown in Percival AR66L2X growth chambers under a 20:4 light:dark diurnal cycle (Long Day) with a light intensity of 28 μmoles photons m^−2^ s^−1^. The low light intensity prevents light stress in older leaves, which was evident as anthocyanin accumulation at higher light intensities. To compensate for the reduced light intensity, the day length was extended. The petiole of the sixth leaf to emerge was marked with a thread on individual plants.

### 2.2 Genotype analysis

The *atx1 atx3 atx4* triple mutant was generated by crossing two double mutants (*atx1 atx3*, and *atx3 atx4*). Alleles and corresponding primers can be found in Data File S1, Sheet 6. Genomic DNA was isolated from two–three leaves using Plant DNAzol Reagent (Thermo Fisher) following manufacturer's instructions. Pellets were dried at room temperature for at least 2 hr, and resuspended in 30 μl TE (10 mM Tris, pH 8.0, 1 mM EDTA) overnight at 4°C. One microliter of genomic DNA was used as a template in PCR reactions with primers listed in Data File S1, Sheet 6. All standard PCR reactions were performed with a 57°C annealing temperature using *Taq* polymerase with Standard *Taq* Buffer (New England Biolabs).

### 2.3 Chlorophyll analysis

One hole punch was removed from each marked leaf and incubated in 800 µl N,N‐dimethyl formamide (DMF) overnight in the dark. A total volume of 200 µl of sample was transferred to a quartz microplate (Molecular Devices) and absorbance at 664 and 647 nm was measured with a BioTek Synergy H1 plate reader. Absorbance readings were used to determine chlorophyll concentration (Porra et al., 1989). For each genotype/condition, *n* = 6 single‐hole punches from six individual plants.

### 2.4 Gene expression

Total RNA was isolated from leaf 6 using Trizol reagent. Extracted RNA of 1,000 ng was used as a template for cDNA synthesis using MMLV reverse transcriptase (New England Biolabs) and random hexamers to prime cDNA synthesis. The cDNA was diluted 16‐fold and used as a template for real‐time qPCR using either ABsolute QPCR Mix, SYBR Green, ROX (Thermo Scientific) or qPCRBIO SyGreen Blue Mix Hi‐Rox (PCR Biosystems), in Step One Plus or Quant Studio 6 Flex (Thermo Fisher) qPCR machines. All real‐time qPCR reactions were run with a 61°C annealing temperature, and normalized to *ACT2*.

### 2.5 RNA‐seq library construction

Ten plants per line at each time point were selected for harvesting from the developmentally synchronized group of bolting *atx1,3,4* TM or WT control plants. All harvesting was completed between 8:00 and 10:00 a.m. to prevent interference by diurnal gene expression changes. Leaf 6 was harvested from all 10 plants and the 10 leaves were immediately flash‐frozen together. A mortar and pestle were used to grind tissue in liquid nitrogen. Homogenized tissue was separated evenly into three tubes to be treated as three replicates. The Breath‐Adaptive Directional sequencing (BrAD‐seq) (Townsley et al., 2015) protocol was completed to generate cDNA libraries. A 1/50 dilution of the final library was used with *ACT2* primers in qPCR to check for library amplification consistency. The Illumina‐ready cDNA libraries were sequenced at the UC Irvine Genome High‐Throughput Facility (GHTF).

### 2.6 RNA‐seq data analysis

Two types of data were used for differential expression analysis. Rsubread was used to align reads to the TAIR10 genome. Noiseq normalized aligned counts by read length and library size to generate an FPKM dataset. HTS filter filtered out low reads. This FPKM dataset was used for the *T* test analysis. To prepare for the DeSeq2 and edgeR analyses, raw data were aligned to the TAIR10 genome and counted using Kallisto. Data were then exported to R and rounded to the nearest integer for differential expression analyses. DESeq2 was completed using a 2 factor (Genotype + Time + Genotype:Time) model that treated time as a continuous variable, rather than a category (Data File S3). An 0.05 p‐value and adjusted P‐Value (FDR) cutoffs were used to determine significance. PCA was completed with DESeq2 (Love et al., 2014). Comparisons were made at each time point with edgeR with a p‐value cutoff of 0.05 and a 1.5‐fold change cutoff for significance (Data File S3) (Robinson et al., 2009). A simple *T* test–based approach was written in R that used a 0.05 p‐value and 2‐fold change cutoff (Data File S3) and used to compare WT and *atx1,3,4* TMs at each time point. For all three approaches, WT was compared with TM1 and TM2 separately. The overlap between the TM1 versus WT and TM2 versus WT DEG lists was determined for each statistical method separately using R. The intersection of these DEG lists between the three methods was then identified using http://www.interactivenn.net/. Heatmaps were generated using heatmap.2.

### 2.7 GRN construction

FPKM data for the 398 BAGs were used as input into GENIE3 (Huynh‐Thu et al., 2010). BAG TFs were assigned as regulators. The resulting set of interactions was uploaded to ConnecTF.org for a precision recall analysis to trim the network with DAP‐seq binding data. The precision recall analysis indicated the machine learning performed better than if the interactions were assigned at random (Figure S2b). The trimmed network was annotated in R and uploaded to Cytoscape for visualization.

## 3 RESULTS

### 3.1 *atx1,3,4* Triple‐mutant phenotype

Class III Arabidopsis trithorax (ATX) histone methyltransferases methylate H3K4 (Pontvianne et al., 2010). Different ATX enzymes catalyze different methyltransferase activities (mono‐, di‐, tri‐methylation), and some *atx* single mutants display more severely altered developmental phenotypes than others (Chen, Luo, et al., 2017; Tamada et al., 2009; Yun et al., 2012). While double‐mutant combinations displayed early flowering, our single *atx1*, *atx3*, and *atx4* mutants and double‐mutant combinations did not display a detectable change in LS, prompting the isolation of a homozygous *atx1 atx3 atx4* triple mutant (*atx1,3,4*). We isolated two *atx1,3,4* triple mutants (TM1 and TM2), which contain the same alleles but are derived from different F_1_ plants from the same cross, and are independent isolates of the same genotype. The *atx1,3,4* triple‐mutant genotype was confirmed both by PCR and RT‐PCR (Figure S1). The *atx1,3,4* mutants displayed significantly early bolting (Figure 1a) and significantly early LS, quantified by *NIT2* and *WRKY75* mRNA induction (Figure 1b,c) and by chlorophyll loss (Figure 1d). We also confirmed that early bolting translated to an early flower formation phenotype (Data File S1, Sheet_5), demonstrating bolting is an appropriate phenotype marker for the vegetative‐reproductive transition.

**FIGURE 1:**
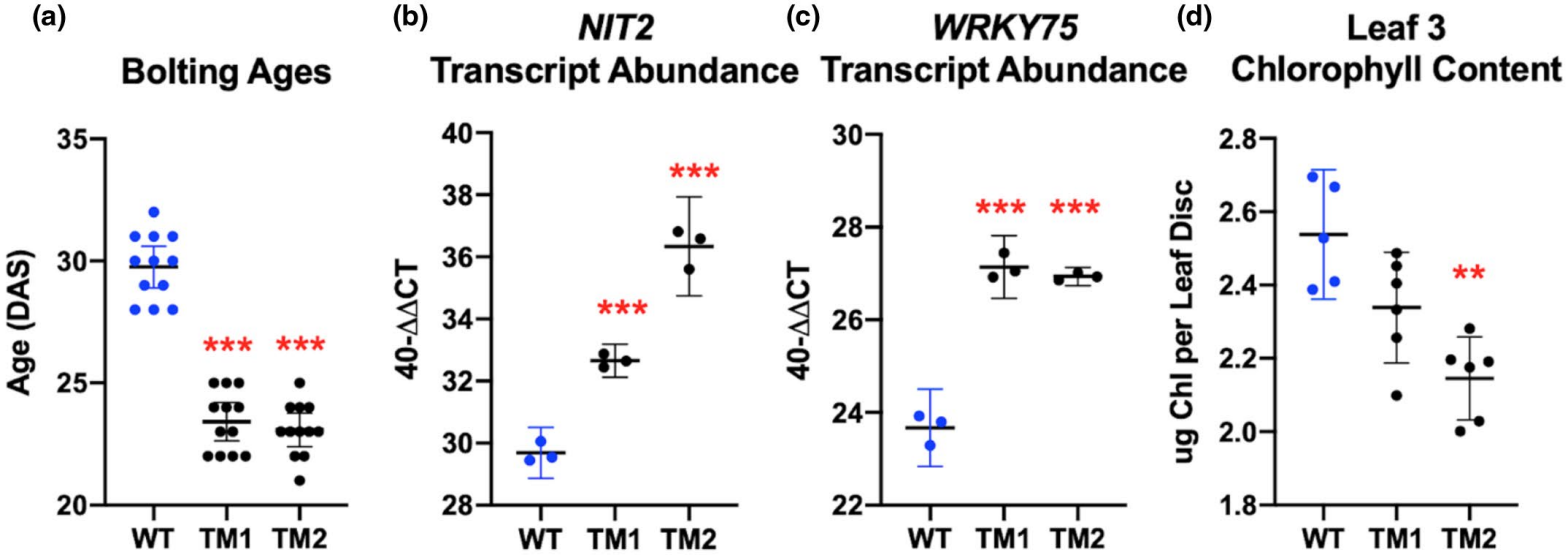
*atx1 atx3 atx4* triple‐mutant (TM) phenotypes. (a) A plant was considered to have bolted when the inflorescence extended 1 centimeter from the base of the rosette. (b and c) Real‐Time qPCR was used to measure the transcript abundance of two genetic LS markers, *NIT2* and *WRKY75,* in RNA isolated from leaf 6 at day 33. Individual data points shown are the averages of three technical replicates, generated from 6 plants. (d) A leaf disc obtained by hole‐punching leaf 3 was harvested at 33 days of age. For statistics, one‐way ANOVAs were run. Then, *T* tests with Bonferroni‐corrected *p*‐values were completed to determine significance. For all data, one representative replicate of 3 is shown. Results were similar in all three replicates, which can be found in Data File S1_Sheets 1–4. Error bars display 95% confidence intervals.

The accumulation of H3K4me3 downstream of the *FLOWERING LOCUS C (FLC)* TSS is associated with high expression of *FLC*, a flowering inhibitor, thereby preventing the vegetative to reproductive transition (Pien et al., 2008; Yun et al., 2012). The early bolting phenotype in the *atx1,3,4* TMs is likely due to decrease in H3K4me3 accumulation at the *FLC* locus and decreased *FLC* gene expression, which has been observed in other *atx* mutants (Pien et al., 2008).

K4‐SURGs are genes that gain the H3K4me3 mark at the same time their gene expression increases during LS (Brusslan et al., 2015). *NIT2* encodes a nitrilase and is a robust K4‐SURG that serves as an mRNA marker for LS (Brusslan et al., 2012). *WRKY75* is a well‐characterized positive regulator of LS (Guo et al.,^2017^) that was also identified as a K4‐SURG. H3K4me3 is an activating mark; thus, if hypomethylation caused by *atx1,3,4* mutation affected *NIT2* or *WRKY75,* we would expect lower gene expression, but we detected the opposite (Figure 1b,c). Other than early bolting and LS, there were no other apparent phenotype changes in the *atx1,3,4* TMs compared to WT. This led us to hypothesize that *NIT2* and *WRKY75* induction were not directly caused by H3K4me3 changes, rather the coupling of LS to bolting time might be responsible. The genetic mechanism behind this temporal relationship has not been defined, and it became our goal to identify leaf‐localized gene expression changes associated with the bolting event that may be regulating LS.

### 3.2 RNA‐seq time‐series experimental design

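RNA of leaf 6 from WT Col-0 and from 2 isolates of the atx1,3,4 triple mutant, TM1 and TM2, was sequenced at T0, T2, T4 and T6, where the digit is the number of days after T0. Each of the 12 groups of genotype and time point was 1 pool of 10 leaves, ground together and divided into 3 parts, and each part gave 1 library. The spread between the 3 libraries of a group therefore covers library making and sequencing, and the spread between plants or between pools was not measured. The authors made directional 3′ cDNA libraries, aligned the reads to the TAIR10 genome with Rsubread, counted them on genes, computed FPKM with NOISeq and removed weakly expressed genes with HTSFilter. FPKM is the number of reads on a gene divided by its length and by the depth of the library. The deposited table lists FPKM for 19437 genes in all 36 libraries.

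The FPKM values could be turned back into read numbers, because the values of each library were whole multiples of a step set by gene length and library depth. Over all genes and libraries the largest distance from a whole number of reads was 7.85e-05. Library depth lay between 4407618 and 11714474 reads. Its median was 7250526 reads over the 12 WT libraries (range 4871147 to 11714474), 7001288 over the TM1 libraries (range 4653963 to 8762249) and 6755258 over the TM2 libraries (range 4407618 to 7961637). The WT libraries were shallowest at T0, with a median of 4916182 reads, and deepest at T6, with a median of 9598802. Ribosomal RNA loci took between 6.96% and 11.9% of the FPKM of a library. A listed value of 0 allows up to 3 reads, and a group whose 3 libraries all had 3 reads or fewer is described as at the floor. A fold change against such a group was computed against 3 reads, the most that a library at the floor can have. It is a lower bound of the observed ratio and no confidence limit. It does not cover counting error in the other group or in floor groups that had some reads, nor the spread between plants.

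Values were analysed as log2(FPKM + 1) with limma, with 1 mean for each of the 12 groups. Each isolate was compared with WT at each time point, and p-values were adjusted by the Benjamini-Hochberg method over the 19437 genes of each comparison. All log2 fold changes given for an isolate are on this scale and against WT at the same time point, with the limma adjusted p beside them. A gene was past the threshold at a time point when its adjusted p was under 0.05 and its change at least 2-fold in TM1 and in TM2, in the same direction. For single genes, the 6 TM libraries of a time point were also compared with the 3 WT libraries by a two-sided exact permutation test. Its 84 arrangements allow no p under 0.0119.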

We completed an RNA‐seq time‐series experiment that compared the early bolting *atx1,3,4* TMs to vegetative WT Col‐0 plants of the same age over a 6‐day time course (Figure 2). It was important to include a bolting line and a vegetative control of the same age to allow for the differentiation of DEGs associated with bolting from DEGs associated with age. Using early bolting mutants was advantageous as it engendered more synchronous bolting and prevented a more prolonged age bias that could be introduced by using late‐bolting mutants. If LS‐related signaling was being initiated in leaves by bolting, we would expect to see LS‐related differentially expressed genes (DEGs) between the *atx1,3,4* TMs and WT, and enrichment of LS‐related biological processes within these DEGs.

**FIGURE 2:**
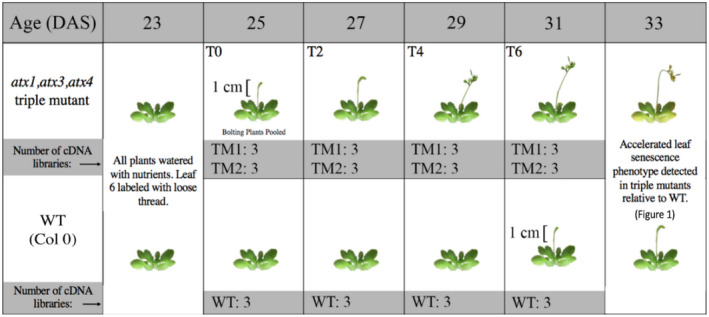
RNA‐seq time‐series experimental design. WT, *atx1,3,4* Triple‐Mutant 1 (TM1), and *atx1,3,4* Triple‐Mutant 2 (TM2) were grown in long‐day conditions (*n* = 54 per genotype). Bolting age was scored and mutant plants recorded at the peak of TM bolting (days 24 and 25) were grouped. Ten bolting mutant plants were randomly selected from this group four times in two‐day increments to ensure that plants were developmentally similar. Ten WT control plants were also harvested at each time point. Leaf 6 was harvested and stored at −80°C. Leaves were homogenized in liquid nitrogen with a mortar and pestle and then separated into three tubes, which were treated as three replicates/libraries.

Mutant plants that bolted at the peak of *atx1,3,4* TM bolting (Day 24–25, T0) were grouped into a cohort. We randomly selected individuals from this cohort for leaf 6 harvesting, which began at T0 and continued in 2‐day increments (T2, T4, and T6). This synchronization to bolting ensured the *atx1,3,4* plants were developmentally similar. WT leaf 6 control tissue was harvested at the same time points. At T6, one WT plant had bolted, but all other WT plants were vegetative. This design allowed us to differentiate gene expression changes associated with bolting versus those associated with age. cDNA libraries were prepared and subject to high‐throughput sequencing (Data File S2 reports FPKM values).

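The 3 genes named in the genotype of the TMs were detected in every group. The paper reports that the TMs lack full-length mRNA of these genes. FPKM of 3′ libraries does not show where on a gene the reads lie, so the values below cannot test that. *ATX1* (AT2G31650) had 6.00 ± 2.03 (SD, n = 3 libraries) FPKM in WT at T0, 6.54 ± 0.952 in TM1 and 5.36 ± 0.455 in TM2. At T4 all 6 TM libraries lay below all 3 WT libraries (exact permutation p = 0.0119), with log2 fold changes of -0.54 in TM1 and -0.46 in TM2 (adjusted p = 0.0593 and 0.0970). All 6 also lay below WT at T6, and 4 of 6 at T2. The log2 fold changes at T6 were -0.57 in TM1 and -0.40 in TM2 (adjusted p = 0.0644 and 0.182). At T0 the log2 fold change averaged over the isolates was 0.02, and it turned negative with median ratio scaling (-0.03), with quantile normalization and when replicate C was left out (-0.15). *ATX3* (AT3G61740) was not lower in either isolate at any time point. At T2 it had 2.94 ± 0.494 FPKM in WT, 5.02 ± 1.06 in TM1 and 4.73 ± 0.753 in TM2, with all 6 TM libraries above all 3 WT libraries (exact permutation p = 0.0119) and log2 fold changes of 0.61 in TM1 and 0.54 in TM2 (adjusted p = 0.00444 and 0.0123). The 6 TM libraries also lay above the WT libraries at T4. *ATX4* (AT4G27910) fell at T0 from 5.26 ± 0.677 FPKM in WT to 2.29 ± 0.199 in TM1 and 1.94 ± 0.409 in TM2, with log2 fold changes of -0.92 in TM1 and -1.10 in TM2 (adjusted p = 1.9e-04 and 7.8e-06) and all 6 TM libraries below WT (exact permutation p = 0.0119). Its log2 fold changes at T2 were -0.39 in TM1 and -0.08 in TM2 (adjusted p = 0.0842 and 0.787). At T4 they were -0.72 in TM1 and -0.43 in TM2 (adjusted p = 0.00263 and 0.0796). All 6 TM libraries lay below WT at T4, and 4 of 6 at T2. At T6 the log2 fold changes of *ATX4* were -0.25 in TM1 and -0.12 in TM2 (adjusted p = 0.444 and 0.723), with 4 of 6 TM libraries below WT. None of the 3 genes was past the threshold at any time point, although *ATX4* at T0 was with a pseudocount of 0.1 (-1.28), without replicate B (-1.09) and with limma voom on the recovered reads (-1.33), an alternative chosen after seeing the data. Every direction given for TM1 and TM2 is that of the libraries labelled TM1 and TM2.

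**Figure D1:**
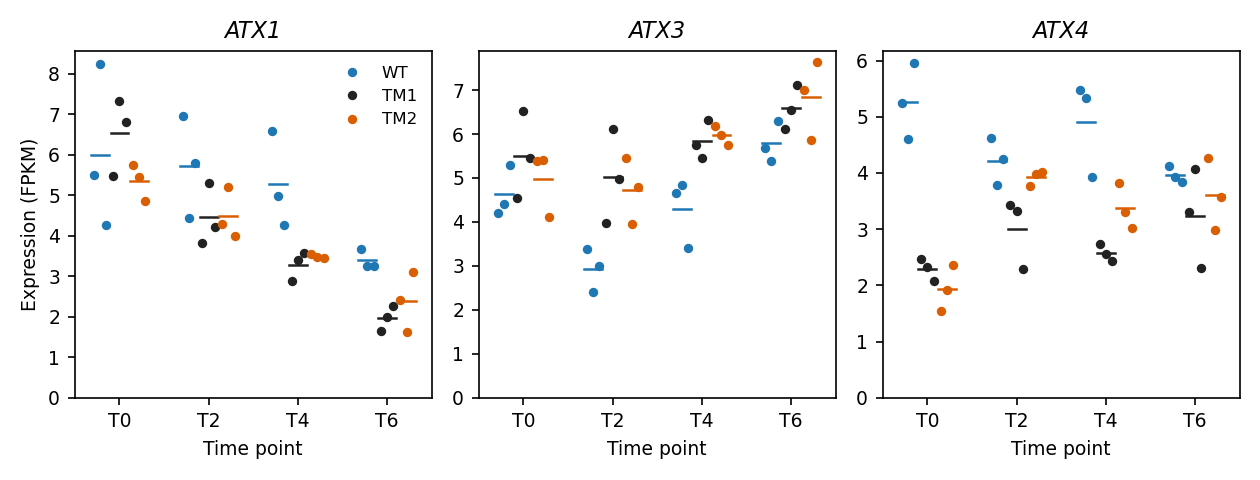
Expression of *ATX1*, *ATX3* and *ATX4* in FPKM (vertical axis, from 0) by time point for WT, TM1 and TM2. Each point is 1 library and each line the mean of 3 libraries; the TM libraries lie below WT for *ATX4* at T0 and above WT for *ATX3* at T2.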

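The mean log2(FPKM + 1) of the 3 libraries of each group was scaled across the 12 groups for each of the 19437 genes, and Euclidean distances were joined by complete linkage. TM1 and TM2 of the same time point were joined to each other first at all 4 time points, with distances of 141 at T0, 113 at T2, 141 at T4 and 124 at T6. These amounted to 78.6%, 61.4%, 86.1% and 82.4% of the mean distance of the isolates from WT of the same time point. All 4 pairs also formed under each of the 12 alternatives to these settings. Across genes, which are not independent replicates, the log2 fold changes of TM1 and TM2 had Pearson correlations of 0.752 at T0, 0.846 at T2, 0.696 at T4 and 0.709 at T6. The isolates share their WT control, which by itself creates such a relation. With simulated genes that differed in no group, the correlation was between 0.483 and 0.520 over 20 draws for each time point.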

As expected, hierarchical transcriptome clustering showed TM1 and TM2 are similar at each time point (Figure 3a). All T0 samples clustered together, regardless of genotype, while the T2, T4, and T6 transcriptomes from bolting *atx1,3,4* TMs cluster away from the vegetative WT samples (T0 and T2). 

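TM1 T0 and TM2 T0 were joined to WT T0 before any other group, in the main tree and under all 12 alternatives. WT T0 lay at a distance of 166 from TM1 T0 and 194 from TM2 T0, against 208 from WT T2. WT T2 joined the T0 branch in the main tree, although its nearest groups were TM2 T2, at a distance of 178, and TM1 T2, at 190. With 1 minus the Pearson correlation as distance, or with genes centred and not scaled, it joined TM1 T2 and TM2 T2 instead.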

The clustering of all T0 samples is likely because the mutants had just begun the phase transition. As they progress further into the reproductive phase, they cluster away from WT. WT samples from T4 and T6 cluster with the *atx1,3,4* TM bolting samples, likely because they are nearing the vegetative‐reproductive transition. 

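WT T4 and WT T6 were 136 apart and joined each other first. The nearest TM group was TM2 T2 for WT T4, at a distance of 156, and TM1 T6 for WT T6, at 143. The branch that held WT T4, WT T6 and the TM groups of T2, T4 and T6 formed in the main tree and under all 12 alternatives, with WT T2 inside it in 2 of them. The order within the branch was less stable. In the main tree the TM groups of T2, T4 and T6 joined each other before the WT pair. With average linkage, with 1 minus the Pearson correlation and with genes centred and not scaled, the WT pair joined the TM groups of T4 and T6 first. With median ratio scaling, with quantile normalization and without replicate A or replicate B, it joined the TM groups of T2 first.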

At T6, one WT plant had bolted. Similar clustering patterns were also seen using Principal Component Analysis (PCA, Figure 3b). 

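Principal components were computed over the 36 libraries on log2(FPKM + 1), centred and not scaled. PC3 held 8.19% of the variance, of which 84.1% lay between WT and the TMs. The mean PC3 score of WT was 15.6 at T0, 16.0 at T2, 28.1 at T4 and 32.0 at T6. In TM1 the corresponding scores were -16.3, -11.9, -8.47 and 0.731, and in TM2 they were -20.3, -9.98, -20.3 and -5.07. On FPKM without the log, the alternative that moved this share most, 18.2% of the variance of PC3 lay between WT and the TMs.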

PCA shows how samples separate both by time and genotype/bolting phenotype. 

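PC1 held 32.5% of the variance and PC2 held 11.7%. Of the variance of PC1, 89.6% lay between the 4 time points, and of that of PC2, 95.1%. The mean PC1 score of WT fell from 66.2 at T0 to 20.7 at T2, -13.7 at T4 and -15.5 at T6. It fell from 53.6 to -16.2, -28.2 and -32.1 in TM1 and from 47.3 to -17.8, -29.1 and -35.1 in TM2. The libraries of TM1 at T2 (-17.2 to -15.6) overlapped with those of WT at T6 (-17.2 to -13.3). PC2 set the T2 libraries of all 3 genotypes apart, with mean scores between 31.7 and 37.5.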

PCA also highlights that age affects our samples, as samples separate sequentially by harvesting age (Figure 3b). Extended PCA analysis shows how samples separate throughout the first five PCs (Figure S2a).

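PC4 held 5.35% of the variance, of which 83.0% lay between time points. PC5 held 3.93%, and 95.5% of this lay between the 12 groups, with 3.70% between time points and 0.545% between WT and the TMs.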

**FIGURE 3:**
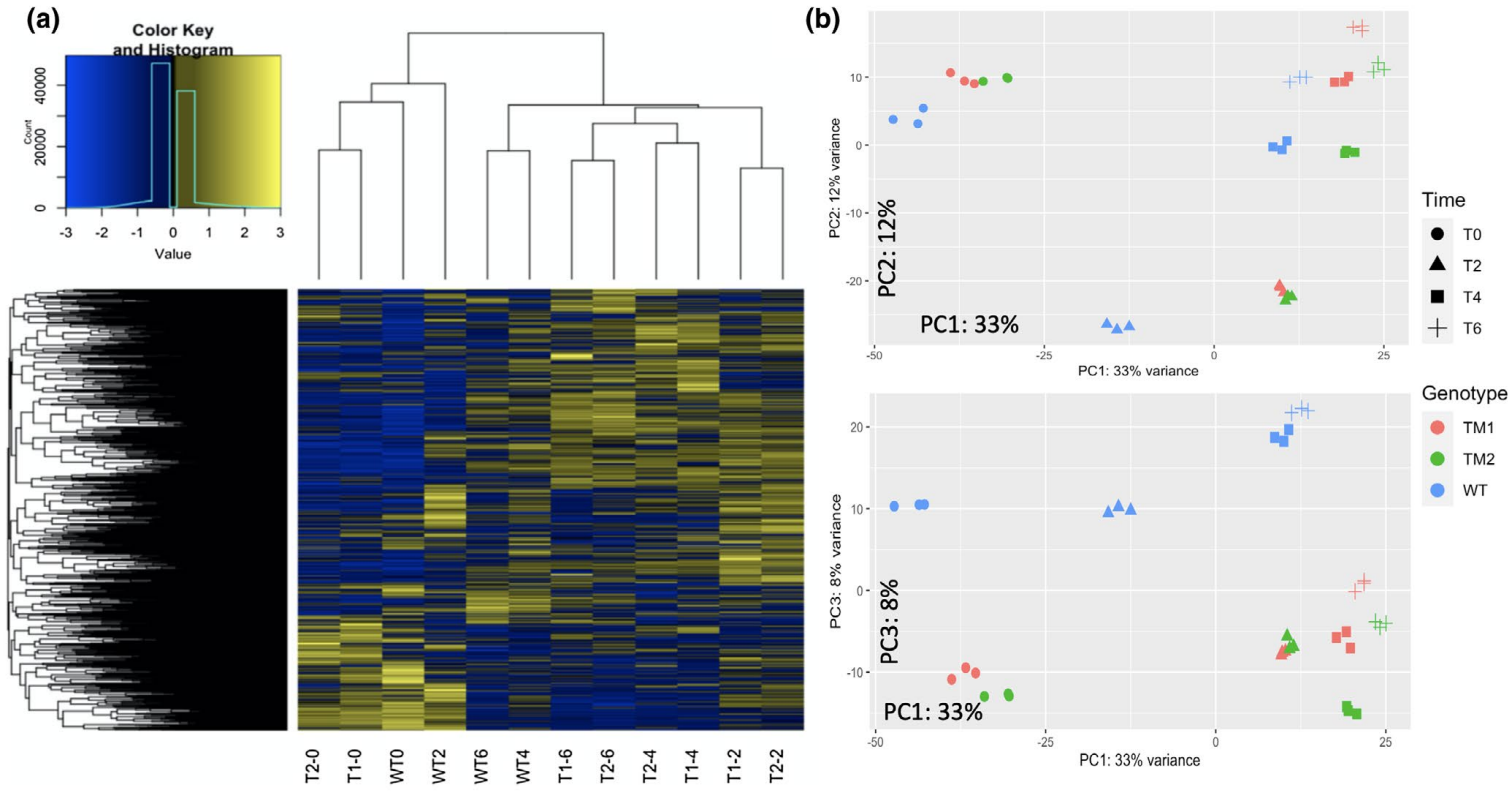
Transcriptome comparisons. Hierarchical clustering was used to generate a heatmap of transcriptomes, which represent mean expression levels of the three replicates per line at each time point. (T1 = *atx1,3,4* TM1, T2 = *atx1,3,4* TM2). PCA was completed using the DeSeq2 package, and results for the first three principal components are shown. (Data File S3 contains the code used to generate the PCA plots).

### 3.3 RNA‐seq data analysis strategy

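With limma, 270 genes were past the threshold in both isolates at T0, 425 at T2, 298 at T4 and 197 at T6, in total 897 genes at any time point. At T0, 169 of these were higher in the TMs, which was 62.6%. The share that was higher was 79.5% at T2 (338 genes), 51.7% at T4 (154 genes) and 41.1% at T6 (81 genes). The 3 libraries of a group came from 1 pool, so these counts cannot separate a difference between genotypes from one between the pools of leaves. The fold change limit moved the counts most. Without it, 1918 genes at T0, 3441 at T2, 1605 at T4 and 987 at T6 had an adjusted p under 0.05 in both isolates in the same direction. A pseudocount of 5 in place of 1 left 53, 136, 86 and 62 genes. With it 46 results of named genes were no longer past the threshold. The 115 results compared were those past it, and all time points of *ATX1*, *ATX3* and *ATX4*, which were not. Scaling by the median ratio changed the balance of directions at T2, where 256 of 373 genes were higher (68.6%), and at T6, where 63 of 205 were higher (30.7%). In a simulated table with the same noise, 198 of 200 changed genes were recovered and no unchanged gene was called. When the 8 TM pools were compared with the 4 WT pools as single values, with time point as a term, 179 genes were past the threshold, 106 of them higher in the TMs.

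**Figure D2:**
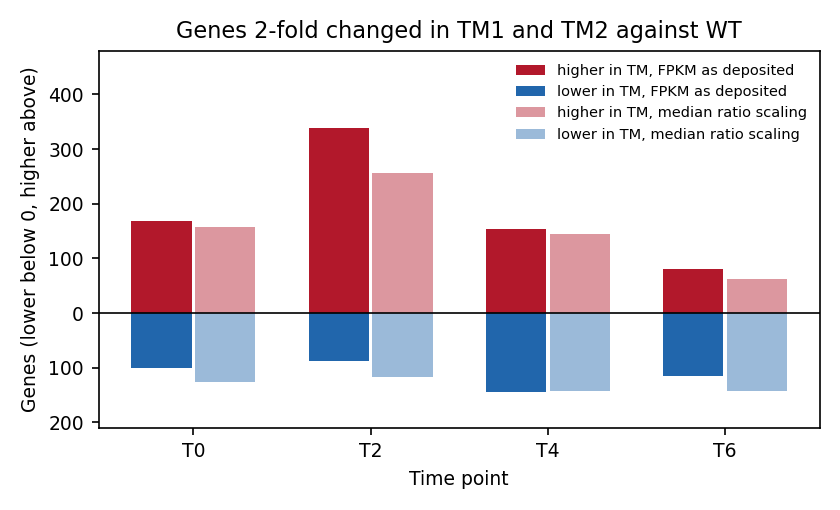
Number of genes past the threshold in TM1 and TM2 against WT (vertical axis) at each time point, those higher in the TMs drawn above 0 and those lower below 0. Full colours are FPKM as deposited, with 338 genes higher at T2, and pale colours median ratio scaling, with 256.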

Three methods were used to determine differential expression (Figure 4). A gene needed to be identified by at least two different statistical methods to be considered a DEG. A (Genotype + Time + Genotype:Time) design was used to run an LRT test with (~Time) as a reduced model in DESeq2, which treated time as a continuous variable and removed genes that show the same expression pattern over time in all samples (Love et al., 2014). edgeR was used to compare each mutant to WT separately at each time point, meaning time was treated as a factor (Robinson et al., 2009). Lastly, a *T* test–based method was written in R (All code used for differential expression analysis can be found in Data File S3). 

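The paper's T test rule was applied to the deposited FPKM as its R code gives it, with unequal variances and no adjustment for the number of genes. It selected 1199 genes, 1196 of which are in the paper's T test list of 1200 genes, so that 3 were selected here alone and 4 in the paper's list alone. At single time points it selected 277 genes at T0, 552 at T2, 393 at T4 and 324 at T6. With Benjamini-Hochberg adjustment of its p-values 17 genes were left. Requiring the same direction in TM1 and TM2 left 1196. Using log2 values gave 1333 genes and assuming equal variances gave 1476. In simulated tables the rule recovered 200 of 200 changed genes and called no unchanged gene. There every gene had the same small relative spread and the changes were large, so this outcome follows from the setting. It checks the code and does not measure false calls in these libraries.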

The use of multiple methods increased stringency to prevent spurious detection of differential gene expression. 

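*FLC* (AT5G10140) rose in WT to 2.92 ± 0.316 (SD, n = 3 libraries) FPKM at T6, while TM1 and TM2 were at the floor there, which made it at least 7.13-fold lower in TM1 and 7.69-fold lower in TM2. The gene passed the threshold at T4 and T6, at T4 not without replicate B. *MAF4* (AT5G65070) and *MAF5* (AT5G65080) were past the threshold at all 4 time points. In both isolates *MAF5* was at the floor at all time points and *MAF4* from T2 on. At T6 *MAF4* had 3.89 ± 1.22 FPKM in WT and was at least 9.84-fold lower in TM1 and 10.6-fold lower in TM2. *MAF5* had 18.1 ± 0.0881 FPKM in WT at T6 and was at least 44.7-fold and 48.2-fold lower. *CIB1* (AT4G34530) was near WT at T0 and past the threshold from T2 on. At T4 it had 29.8 ± 2.52 FPKM in WT, 9.24 ± 1.64 in TM1 and 6.65 ± 0.904 in TM2, with log2 fold changes of -1.60 in TM1 and -2.01 in TM2 (adjusted p = 1.5e-09 and 3.8e-12) and 6 of 6 TM libraries below WT. *SEP3* (AT1G24260) was higher in both isolates and past the threshold at all time points, at T2 at least 17.7-fold in TM1 and 11.4-fold in TM2. *SEP1* (AT5G15800) was past the threshold at T0, T4 and T6. At T0 it had log2 fold changes of 1.35 in TM1 and 1.40 in TM2 (adjusted p = 4.1e-05 and 1.1e-05), with 6 of 6 TM libraries above WT, and this call was lost without replicate C or with only the libraries of that time point in the fit. *CIB5* (AT1G26260) was lower in all 6 TM libraries at T0, T4 and T6, with log2 fold changes at T6 of -1.04 in TM1 and -0.93 in TM2 (adjusted p = 4.7e-04 and 0.00106), and was past the threshold at no time point. *MED18* (AT2G22370) was at the floor in WT at T0 and at least 3.05-fold higher in TM1 and 2.19-fold higher in TM2, without passing the threshold. *FPA* (AT2G43410) had its largest log2 fold change in TM1 at T0, at 0.32 (adjusted p = 0.142), and was past the threshold at no time point. With a pseudocount of 5 in place of 1, the calls of *FLC*, *MAF4* and *SEP1* at all their time points, of *SEP3* at T2 and T6 and of *CIB1* at T6 were lost.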

Our list of 750 DEGs (Data File S4, Sheet 3) contained many bolting/flowering time regulators (*SOC1, FT, FLC, MED18, FPA, CIB1, CIB5, SEP1, SEP3, MAF4, and MAF5*), providing confidence that our harvesting method and differential expression analysis isolated bolting‐related gene expression changes.

**FIGURE 4:**
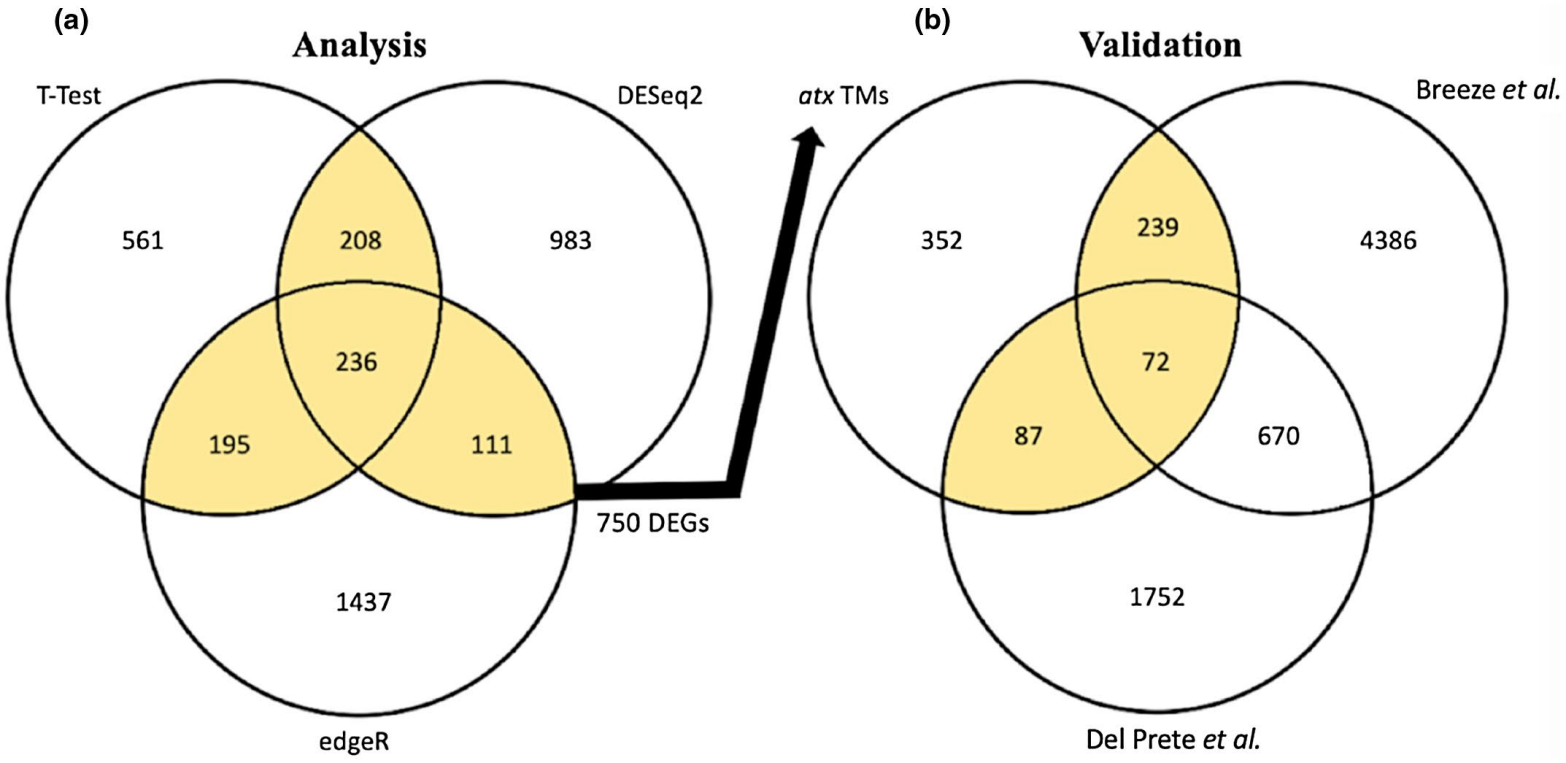
Differential expression analysis and validation. (a) DEGs lists from our *T* test method (1200), DESeq2 (1536), and edgeR (1978) were overlapped. DEGs identified by at least two of the three statistical methods (750) were considered for validation. (b) In order to be considered bolting associated, a gene needed to be differentially expressed in our *atx1,3,4* triple‐mutant analysis and at least one of the publicly available WT time‐series experiments. Highlighted portions in the Venn diagram mark those selected and used for validation from our analysis, or which genes were considered to be BAGs after validation. Data File S4 contains gene lists.

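Of the 1536 genes in the paper's DESeq2 list 1499 are in the deposited table, and 378 of these (25.2%) were past the limma threshold at any time point. For the paper's edgeR list of 1978 genes the numbers were 1948 and 399, and for its T test list 1200 and 712 (59.3%). The list of genes found by at least 2 of the 3 methods had 743 genes in the table, of which 501 were past the threshold (67.4%). They made up 55.9% of the 897 genes. These lists were chosen on the same libraries, so the overlaps are not independent evidence.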

We then sought to validate these DEGs in other datasets that studied WT Col‐0 plants undergoing the vegetative‐reproductive phase transition (Figure 4, Data File S4, Sheet 4). While not strictly synchronized to bolting, Breeze *et al*. completed a similar developmental time‐series experiment in Arabidopsis (Breeze et al., 2011). Leaf 7 was harvested from WT Col‐0 in 2‐day increments. We selected the time point at which plants began to flower in their time series (Day 21) and included the three subsequent time points. DEGs from these four time points were overlapped with our DEG list. Del Prete *et al*. identified genes downstream of *FT* and *SOC1* by monitoring transcriptome changes in WT Col‐0 Arabidopsis plants as they transitioned from short‐day (*SD*) to long‐day (LD) photoperiods (Del Prete et al., 2019). This photoperiod transition induces flowering, and while their transcriptomes were generated from pre‐bolting plants, the genetic changes associated with the *SD*‐LD transition are related to the phase transition.

Compared to our experiment, plants in these two experiments were solely WT genotypes, were not developmentally synchronized, were grown in different chambers, and DEG lists were generated using different statistical methods. However, all datasets covered the vegetative‐reproductive transition. It is important to note that *FT* and *SOC1* were both found to be differentially expressed in all three experiments, indicating canonical flowering time‐related gene expression was occurring in each dataset.

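*FT* (AT1G65480) was at the floor in WT at T0, with 0 to 1 reads per library, and had 6.19 ± 2.35 (SD, n = 3 libraries) FPKM in TM1 and 8.21 ± 3.02 in TM2. It was at least 9.22-fold higher in TM1 and 12.2-fold higher in TM2. In WT it reached 5.08 ± 0.656 FPKM at T2 and 5.37 ± 1.54 at T6. At T4 the log2 fold changes were 1.31 in TM1 and 1.44 in TM2 (adjusted p = 6.2e-04 and 1.3e-04). *FT* was past the threshold at T0 and T4, at T4 not with a pseudocount of 5, and all 6 TM libraries lay above WT at every time point (exact permutation p = 0.0119 at T0). *SOC1* (AT2G45660) had 17.4 ± 1.11 FPKM in WT at T0, 37.1 ± 2.12 in TM1 and 42.4 ± 1.69 in TM2, with log2 fold changes of 1.05 in TM1 and 1.24 in TM2 (adjusted p = 8.7e-10 and 7.5e-12) and a standard error of 0.09. All 6 TM libraries lay above WT at all 4 time points. It was past the threshold at T0 alone, and there no longer with a pseudocount of 5, with median ratio scaling, with quantile normalization or without replicate A. In WT, *SOC1* rose to 28.8 ± 1.96 FPKM at T6.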

### 3.4 Bolting‐associated genes (BAGs)

In order to be considered a bolting‐associated gene (BAG), a gene had to be identified by at least two of the three statistical methods used in our analysis (Figure 4a), and it had to be validated in at least one of the WT time‐series experiments (Figure 4b). Default parameters on Genesect from VirtualPlant1.3 were used to determine that all gene lists displayed significant overlap (*p* < .001) (Katari et al., 2010). DEGs identified in our experiment that did not overlap with the WT experiments may be false positives or may be specifically associated with early flowering or *atx1,3,4* mutations. This approach retained genes that changed expression during bolting in WT plants and stringently identified 398 genes that are differentially expressed at bolting time (Highlighted portion of Figure 4b, Data File S4, Sheet 5).

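All 398 BAGs are in the deposited table, and 268 of them (67.3%) were past the limma threshold at any time point. With p-values adjusted over the list alone the count was 271. The list was chosen in part on these libraries, so the latter count is not independent evidence. The BAGs made up 29.9% of all genes past the threshold. They passed it for the first time at T0 in 73 cases, at T2 in 95, at T4 in 76 and at T6 in 24, and 8 BAGs were past it at all 4 time points. From the difference between bolting TMs and vegetative WT of the same age, found by more than 1 statistical method and again in WT plants passing through the transition, the paper concludes that these genes are differentially expressed at bolting time.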

A script was written in R to visualize the expression profiles of all 398 BAGs (Data File S5). Select gene expression profiles are shown along with the corresponding profiles from the WT time‐series experiments (Figure 5). *WRKY45* increased over time in all samples except for the vegetative WT control in our experiment. 

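In the TMs, *WRKY45* (AT3G01970) rose from 0.623 ± 0.417 (SD, n = 3 libraries) FPKM at T0 to 2.23 ± 0.304 at T4 and 7.66 ± 0.719 at T6 in TM1, and from 0.469 ± 0.446 to 4.60 ± 1.45 and 9.16 ± 0.574 in TM2. At T0 this corresponded to 2 to 7 reads per library in TM1 and 0 to 5 reads in TM2, and the log2 fold changes of 0.57 in TM1 and 0.41 in TM2 (adjusted p = 0.160 and 0.278) did not pass the threshold, with 5 of 6 TM libraries above WT. *WRKY45* was past the threshold at T6, with log2 fold changes of 2.01 in TM1 and 2.24 in TM2 (adjusted p = 1.4e-06 and 1.2e-07) and all 6 TM libraries above WT (exact permutation p = 0.0119).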

*DTX50* also showed strong induction in each experiment, although it decreased back to basal levels after 4 days in all datasets. 

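*DTX50* (AT5G52050) rose in TM1 from 10.9 ± 1.81 (SD, n = 3 libraries) FPKM at T0 to 69.6 ± 5.64 at T4 and had 27.3 ± 0.986 at T6. In TM2 it had 5.23 ± 0.631, 55.8 ± 3.07 and 30.5 ± 2.87 FPKM. WT peaked at 21.0 ± 1.18 FPKM at T4 and was at 9.27 ± 1.35 at T6, against 9.28 ± 2.21 at T0. Against WT the log2 fold changes at T4 were 1.68 in TM1 and 1.37 in TM2 (adjusted p = 1.2e-10 and 4.4e-09), with a standard error of 0.14 and 6 of 6 TM libraries above WT. From T0 to T6 the log2 change was 1.26 in TM1, 2.34 in TM2 and 0.01 in WT. *DTX50* was past the threshold at T4 and T6.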

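For *PSK4* (AT3G49780) the deposited values in WT were 20.4 ± 2.28 (SD, n = 3 libraries) FPKM at T0, 18.9 ± 2.97 at T2, 69.0 ± 4.55 at T4 and 68.6 ± 8.41 at T6. TM1 had 44.2 ± 10.9, 83.9 ± 17.6, 184 ± 7.76 and 194 ± 23.6 FPKM, and TM2 53.2 ± 2.31, 93.7 ± 13.1, 159 ± 34.3 and 156 ± 20.7. The gene was past the threshold at all 4 time points, and all 6 TM libraries lay above all WT libraries each time (exact permutation p = 0.0119). The log2 fold changes were largest at T2, at 2.08 in TM1 and 2.25 in TM2 (adjusted p = 1.2e-11 and 5.0e-12), and smallest in TM1 at T0, at 1.06 (adjusted p = 1.0e-05). The call at T0 was lost with a pseudocount of 5, with quantile normalization and without replicate A.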

*PSK4* increases at T0 and then maintains expression levels higher than WT at all subsequent time points, which corresponds to the clear induction of *PSK4* in both WT datasets. 

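*SAG20* (AT3G10985) had 21.2 ± 3.57 (SD, n = 3 libraries) FPKM in WT at T0, 43.5 ± 3.88 in TM1 and 54.2 ± 1.88 in TM2, with log2 fold changes of 1.01 in TM1 and 1.33 in TM2 (adjusted p = 3.9e-08 and 4.8e-11). Their smallest size was at T4, with 0.35 in TM1 and 0.30 in TM2 (adjusted p = 0.0273 and 0.0497) from 38.6 ± 2.68 FPKM in WT. At all 4 time points the 6 TM libraries lay above the 3 WT libraries, and the gene was past the threshold at T0 alone. Without replicate C, with median ratio scaling, with quantile normalization and with a pseudocount of 5 it was not past it at T0.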

*SAG20* did not show as clear of a trend of expression over time, but it was consistently higher than vegetative WT levels. *SAG20* increases expression in both WT time series. 

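*ANT* (AT4G37750) fell in the TMs. From T0 its log2 change was -0.77 to T2 and -1.15 to T6 in TM1, and -0.27 and -1.04 in TM2. Against WT its log2 fold changes at T2 were -1.12 in TM1 and -0.92 in TM2 (adjusted p = 7.5e-06 and 1.4e-04), with all 6 TM libraries below WT. At T2 the change in TM2 was under 2-fold, and the gene was past the threshold at no time point.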

*ANT* appears to decrease expression in all datasets undergoing the vegetative reproductive transition. WT follows the same trend, with a delayed decrease in *ANT* expression compared to the *atx1,3,4* TMs, likely as WT was nearing bolting time.

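In WT, the log2 change of *ANT* from T0 was -0.13 to T2, -0.90 to T4 (limma adjusted p = 7.2e-05) and -1.33 to T6 (adjusted p = 1.2e-07), with a standard error of 0.17. By T6 the difference from WT had narrowed to log2 fold changes of -0.30 in TM1 and -0.50 in TM2 (adjusted p = 0.347 and 0.0488), with 5 of 6 TM libraries below WT.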

**FIGURE 5:**
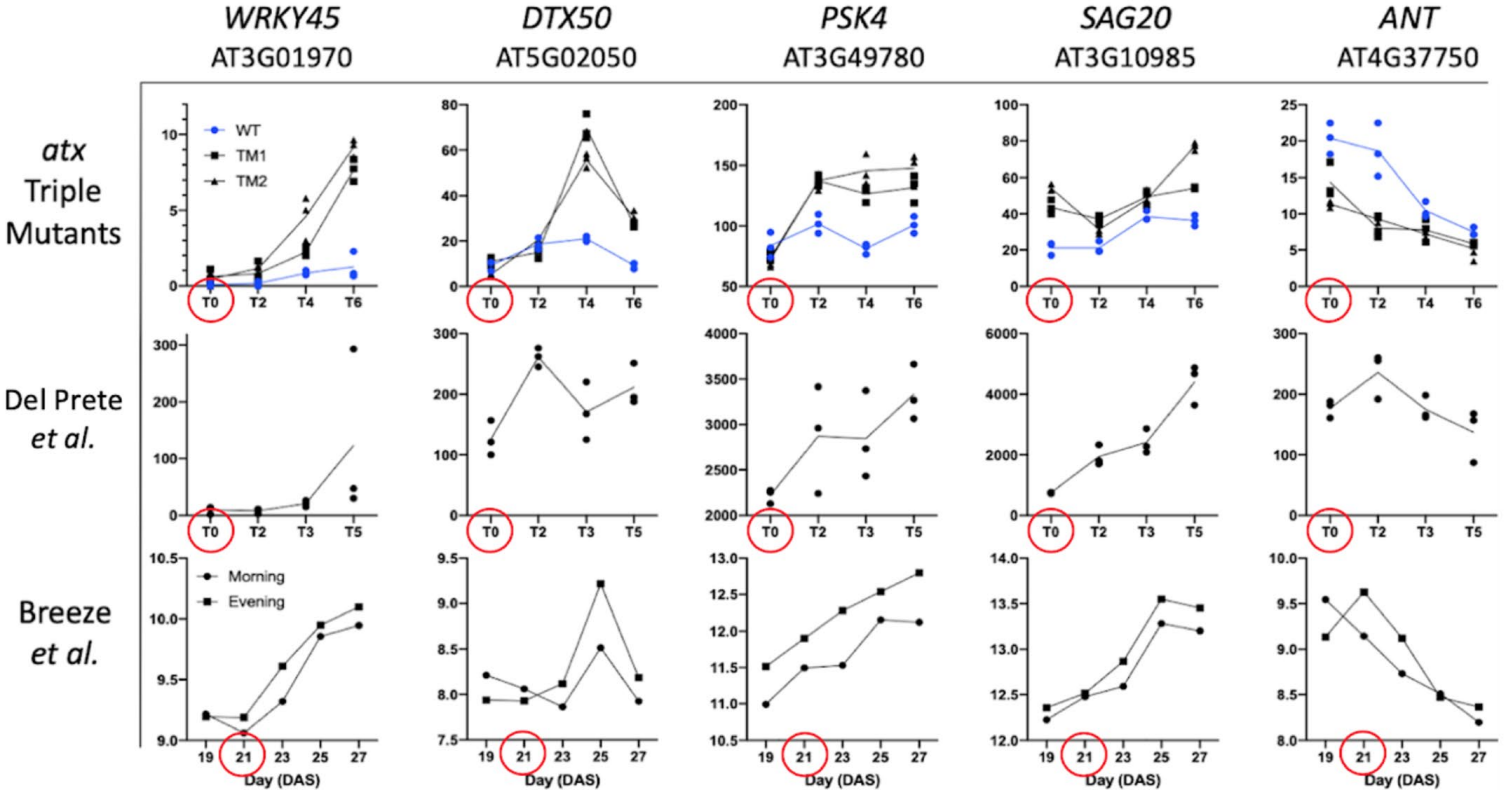
Examples of BAG expression across experiments. Raw mean data from each experiment were used to generate graphs in GraphPad PRISM. Data from the *atx1,3,4* TM and Del Prete *et al*. experiments represent FPKM from RNA‐seq, while Breeze et al. is Lowess normalized averaged (4 reps) signals in log space from a microarray experiment. Red circles indicate the time of phase transition in each experiment (bolting/flowering time for the *atx* triple mutants and Breeze et al., and time of photoperiod transition for Del Prete et al). Samples from plants undergoing the vegetative‐reproductive transition are shown in black while vegetative control plants are shown in blue.

The 398 BAGs are enriched for both LS and LS‐related biological processes (Figure 6a). 

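The size of the difference between TMs and WT was taken as the median absolute log2 fold change of the 398 BAGs, with the isolates averaged. It was 0.59 at T0, 0.81 at T2, 0.78 at T4 and 0.71 at T6. In 10000 random lists of the same size and similar expression the median was 0.23, 0.27, 0.20 and 0.19, and the highest value of any list was 0.29, 0.34, 0.24 and 0.23. The list was chosen on these libraries, so a value above random lists follows from its construction. The share of BAGs with a positive mean log2 fold change was 60.3% at T0, 65.6% at T2, 54.3% at T4 and 54.0% at T6.

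**Figure D3:**
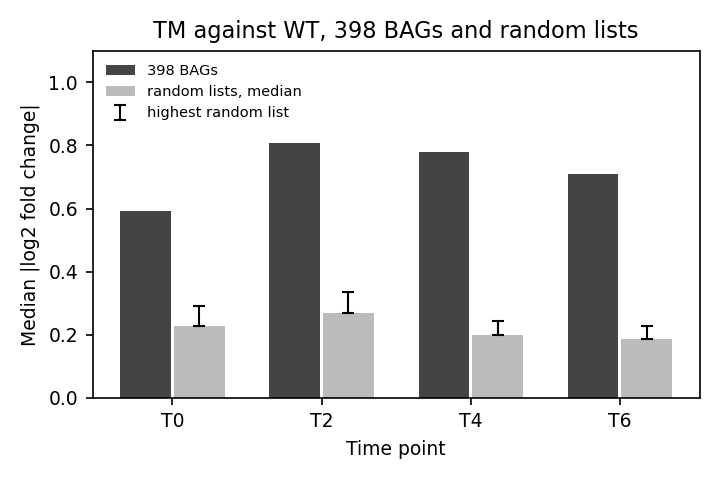
Median absolute log2 fold change of the TMs against WT (vertical axis, from 0) at each time point, for the 398 BAGs (dark bars) and as the median of 10000 random lists (pale bars), with the line reaching to the highest random list. The BAG value rises from 0.59 at T0 to 0.81 at T2.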

The heatmap shows that the most dramatic differences in BAG expression between the *atx1,3,4* TMs and WT are seen between T0 and T2 (Figure 6b). We also confirmed that the subset of BAGs associated with enriched GO terms behaved similarly to the overall BAG list. The Panther Gene Ontology analysis allows extraction of the input DEGs associated with each enriched term (Mi et al., 2013; Thomas et al., 2003) (Data File S6). We intersected these input BAGs associated with individual‐enriched GO terms with the times that they were differentially expressed in our time‐series experiment (in TM2 from the edgeR analysis). As expected, among the genes associated with enriched GO terms, there was a significantly higher proportion of BAGs differentially expressed at T2 compared to all other time points (Figure 6c). 

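At single time points, 73 BAGs were past the limma threshold in both isolates at T0, 119 at T2, 109 at T4 and 82 at T6. Adjusted over the list alone, the counts were 75, 121, 109 and 84. In TM1 considered alone, 89, 160, 125 and 101 BAGs had an adjusted p under 0.05 and a change of at least 2-fold. In TM2 alone the counts were 118, 135, 160 and 131, so that TM2 had more BAGs changed at T4 than at T2. These counts are over all 398 BAGs and not over those with an enriched GO term. Among the BAGs past the threshold in both isolates, the share that was higher in the TMs was 72.6% at T0, 82.4% at T2, 55.0% at T4 and 45.1% at T6. At T4 this share fell below 50% with limma voom (48.9%) and with a limit of 1.5-fold (48.7%), and at T6 it was 52.5% without a fold change limit.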

BAGs changing expression more frequently at the time point most closely following the emergence of the bolt supports the hypothesis that the bolting event/phase transition is the stimulus of LS‐related signaling. We also note that at T4 and T6, BAG expression in WT plants becomes more similar to that of bolting TM plants, likely because these WT samples were nearing the vegetative‐reproductive transition. 

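Whether WT moved toward the TMs was read as the share of the 398 BAGs whose WT change from T0 had the sign of the TM against WT difference at T2. The share was 72.6% from T0 to T4 (289 genes) and 74.9% from T0 to T6 (298 genes). In 10000 random lists of similar genes the median share to T4 was 66.8% and the highest 75.6%, and the value of the BAGs was at percentile 99.33. To T6 the BAGs were at percentile 99.97 of random lists. The BAGs were chosen for differences in these libraries and the random lists were matched on mean expression alone, so a higher share is expected from the choice of the list and the percentiles are no test of it. Across genes, which are not independent replicates, the WT change had a correlation with the TM difference of 0.494 to T4 and 0.550 to T6. The WT change from T0 and the difference at T2 share no library.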

Short Time‐series Expression Miner (STEM) clustering analysis was completed to determine if TM1 and TM2 displayed consistent BAG gene expression patterns. 

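In place of clusters, the change of each BAG from T0 was compared between the isolates. Across the 398 genes, which are not independent replicates, the changes of TM1 and TM2 had correlations of 0.883 to T2, 0.891 to T4 and 0.935 to T6. The changes of WT correlated with those of TM1 at 0.690, 0.766 and 0.823 and with those of TM2 at 0.649, 0.622 and 0.784. The median correlation of a gene's profile over the 4 time points between TM1 and TM2 was 0.927.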

STEM identified mostly the same significant gene expression clusters in both mutant lines (Figure 6d) (Ernst & Bar‐Joseph, 2006).

**FIGURE 6:**
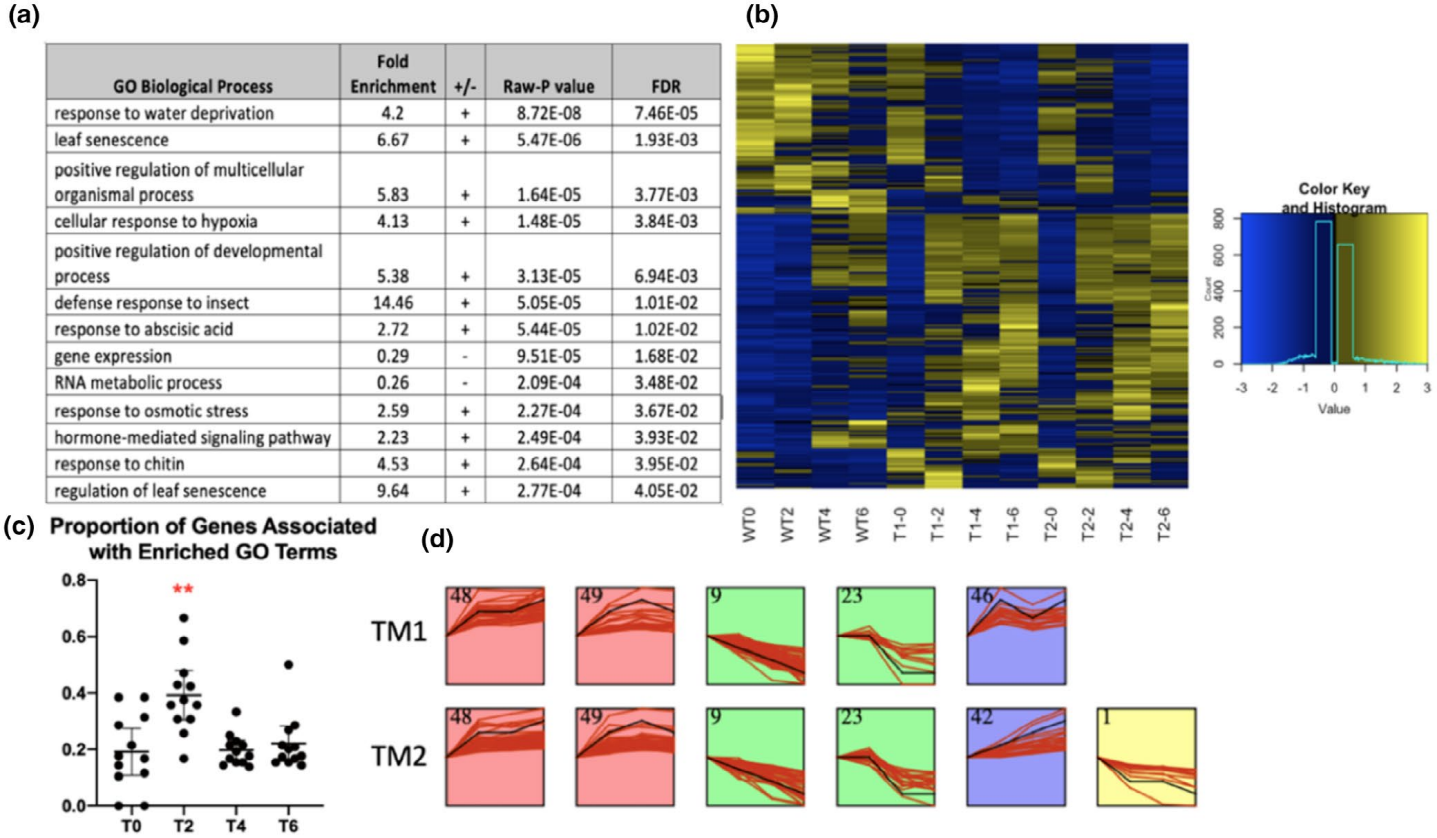
Bolting‐associated genes (BAGs). (a) Enriched GO terms from a Panther Gene Ontology analysis are shown. (b) A heatmap showing BAG expression levels in all 12 transcriptomes. (c) An ANOVA run on the time‐intersected enriched BAGs generated a significant P‐value (1.3E‐05). Pairwise *T* tests were then completed using a Bonferonni‐corrected p‐value (0.05/6 = 0.0083), which indicated that T2 was significantly different than all other time points [*p* = .0003 (T0), 0.0002 (T4), 0.0008 (T6)]. No other significant results were detected. Error bars show the 95 percent confidence intervals. (d) Short Time‐Series Expression Miner (STEM) was used to find significant clusters of BAG gene expression changes in TM1 and TM2.

### 3.5 Potential novel early regulators of LS

We then wanted to identify genes within the BAG list that either regulate or are associated with LS. Li *et al*. generated a database of genes known to be associated with LS (LSD 3.0) (Li et al., 2020). Using VirtualPlant, we found a significant overlap between BAGs and the LSD 3.0 (*p* < .001). A total of 202 of the 398 BAGs (50.7%) were shared (Data File S4, Sheet 6). While some of these known LS‐associated BAGs might contribute to the coupling of LS to flowering time, we also wanted to find potential novel LS regulators. Kim et al completed a dark‐induced detached leaf senescence (DILS) RNA‐seq time‐series experiment with WT Col‐0 plants that we used to find genes that change expression during DILS (GSE99754) (Kim, Park, et al., 2018). We compared gene expression from T0 (before dark treatment) and T3 (3 days into dark treatment) using DESeq2 with default parameters and standard cutoffs (*p* < .05, FDR < 0.05, and a log2‐fold change >2) (Data File S4, Sheet 7). T3 was chosen because gene expression changes at later time points in DILS are shared among different triggers of LS (age dependent versus. dark induced) (Guo & Gan, 2012).

We intersected the DILS day 3 DEGs with the BAG and LSD 3.0 gene lists, and a significant overlap was found (*p* < .001) (Figure 7). A total of 91 BAGs were shared in the DILS experiment, but were not in the LSD 3.0 (Figure 7a, Data File S4, Sheet 8). 

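Of the 91 BAGs that changed during DILS and are not in LSD 3.0, the log2 fold change in the TMs, averaged over the isolates and over T4 and T6, was negative for 72 and positive for 19. It had the direction that the paper lists for 88 of them. The paper took its directions at bolting from these same libraries, so this match is not independent evidence. All 68 genes listed as down at bolting and during DILS were lower in the TMs, with a median of -0.97 and a range from -3.78 to -0.16, and 35 of them were past the threshold at T4 or T6. Of these 68, 2 were past the threshold in the opposite direction earlier and at no other time point, AT4G30650 at T2 and *CAD9* (AT4G39330) at T0. The median of the 15 listed as up at bolting and during DILS was 0.92. Of these 15, 13 were higher, and 8 were past the threshold at these time points. The other 2 were past the threshold in the listed direction earlier, *FMO GS-OX4* (AT1G62570) at T0 and *AAE17* (AT5G23050) at T2. The direction listed for DILS is the paper's and was not analysed here.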

Sixty‐eight (74.7%) of these 91 genes were downregulated during *atx1,3,4* TM bolting and DILS, while 15 (16.5%) were upregulated during *atx1,3,4* TM bolting and DILS. Seven of these 91 genes were upregulated in bolting *atx1,3,4* TMs, but downregulated during DILS; and one gene was downregulated during *atx1,3,4* TM bolting, but upregulated during DILS. 

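Of the 7 genes listed as up at bolting and down during DILS, 6 were higher in the TMs, and *EXPA10* was past the threshold at T4 or T6. The median log2 fold change of all 7 was 0.50. AT1G13930 had a mean over T4 and T6 of -0.07 and was past the threshold at T2, where it was higher in the TMs. The gene listed as down at bolting and up during DILS, *ANAC055*, had a mean of -0.86. Altogether 44 of the 91 genes were past the threshold at T4 or T6 and 63 at any time point, 2 of them in the direction opposite to the listed one.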

The 91 BAGs that change expression during DILS, but are not present in LSD 3.0, are genes that may represent novel early regulators of LS (Figure 7b).

**FIGURE 7:**
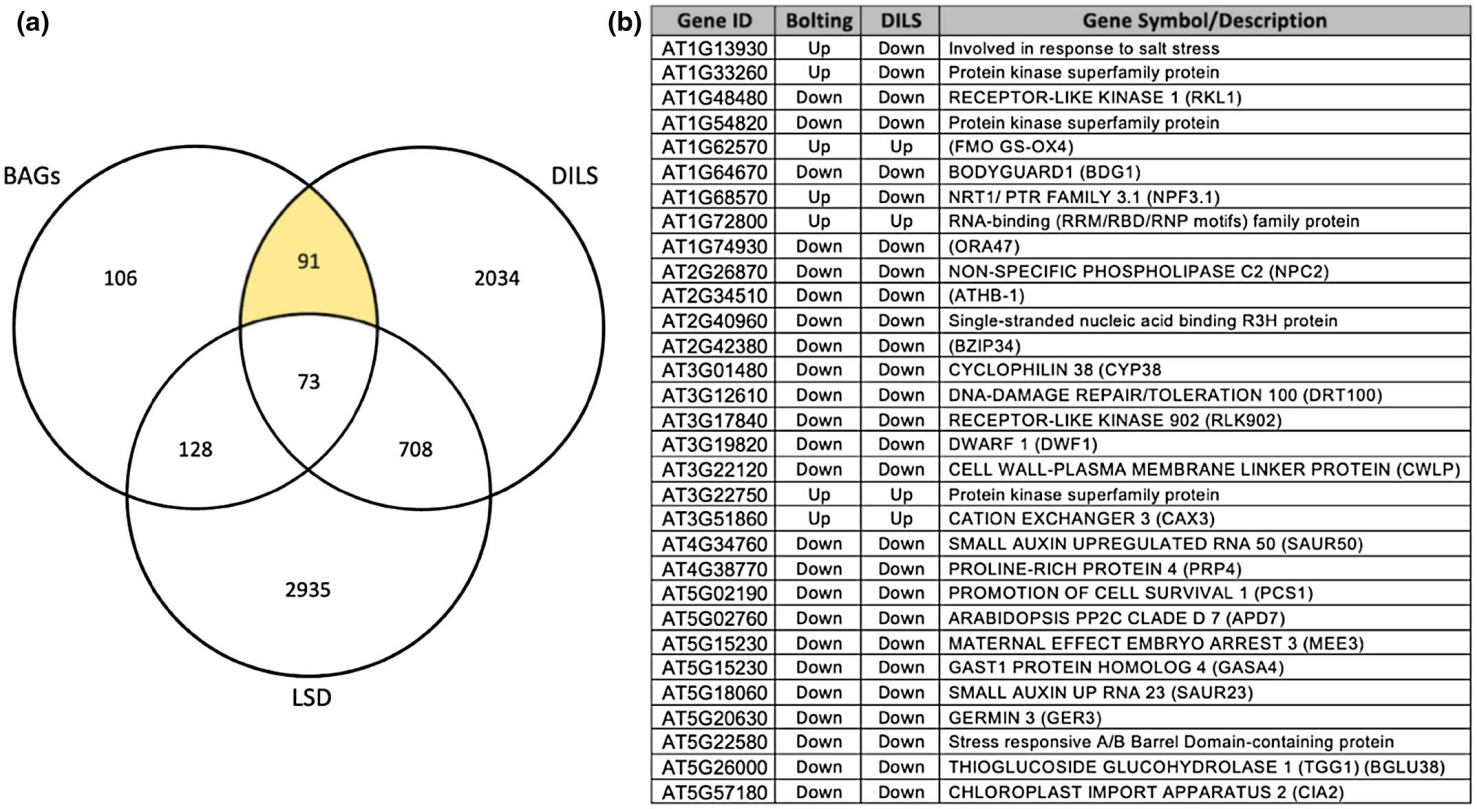
Potential novel LS regulators. The Venn Diagram shows overlap between the 398 BAGs, the 2906 DEGs from the DILS dataset, and the 3844 SAGs in the Leaf Senescence Database (LSD 3.0). The 91 BAGs that were differentially expressed in the DILS dataset but not in the LSD 3.0 are highlighted. Select genes from this list of 91 genes are shown in the table along with their direction of gene expression in bolting *atx1,3,4* TMs and during DILS. Gene Symbols/Descriptions were obtained using the bulk data retrieval tool in TAIR

### 3.6 Bolting‐associated gene regulatory network (GRN)

We sought to identify genetic interactions between BAGs, of which many are transcription factors (TFs). We employed a machine learning approach (GENIE3) to build a network and then trimmed it with a precision‐recall analysis using DAP‐seq binding data in ConnecTF.org (Huynh‐Thu et al., 2010; Juang et al., 2020) (Figure S2a). 

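A random forest of the same kind was fitted to the deposited values, with 1000 trees for each target gene and the 40 regulators named in the paper's code as predictors. The published network has 217 edges from 32 of these regulators to 158 targets. Across these edges, which are not independent, the weights computed here had a Spearman correlation of 0.660 and a Pearson correlation of 0.702 with the paper's scores. Of the edges, 210 were among the 3 strongest for their target (96.8%), and 142 were the strongest. The median weight was 0.117 on the published edges and 0.0133 on the others. The published edges were kept for high scores computed on these same values, so high ranks and weights are expected from that choice. They show that the scores can be repeated and are no independent evidence for the edges. With log2 values the Spearman correlation fell to 0.239, with 182 edges among the 3 strongest and 113 the strongest. With the means of the 12 groups in place of the 36 libraries it was 0.435, with 166 and 73 edges. DAP-seq binding data were not used here.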

We then annotated the network by time, node type, direction of expression at bolting and during DILS, and annotation in the LSD 3.0 (Data File S7 contains the fully annotated network). These data were uploaded to Cytoscape for visualization (Shannon et al., 2003). To reduce network density, nodes are only shown at the first time they were differentially expressed. A side effect of this display is that some interactions appear reversed in time. An example of this can be seen with the T2 TFs regulating targets at T0 (Figure 8).

**FIGURE 8:**
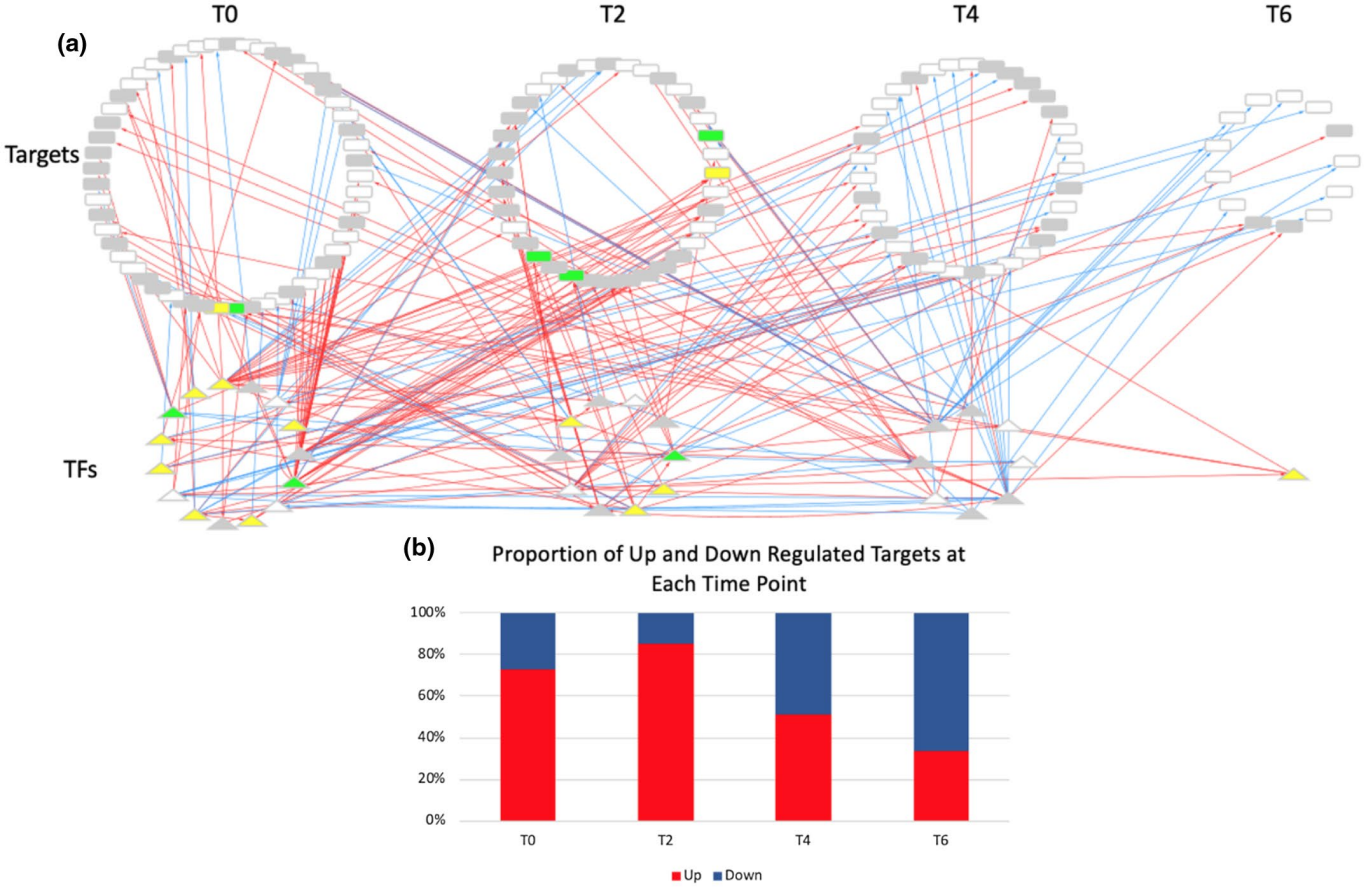
Bolting time‐associated gene regulatory network. (a) The network was constructed as described in the methods and uploaded to Cytoscape for visualization. White nodes were not present in the LSD 3.0. Grey nodes were present, but had an unclear function in LS. Yellow nodes promote LS while green nodes prevent LS. Upregulation is shown by red edges and downregulation is shown with blue edges. Node shape refers to the type node, where triangles are TFs, and rectangles are not TFs. (b) The proportion of upregulated versus downregulated target genes at each time point is shown.

All nodes (TFs and Targets) in the network are BAGs (Figures 8a, 9, and 10). The network shows that there are bolting time‐associated TFs that can bind to and may cause the differential expression of target BAGs. 

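Among the targets of the published network, the share with a positive log2 fold change, the isolates averaged, was 71.4% of the 63 first listed at T0, 81.0% of the 42 at T2, 51.3% of the 39 at T4 and 28.6% of the 14 at T6. Restricted to targets past the threshold at that time point, 22 of 29 were higher at T0, 26 of 30 at T2, 14 of 26 at T4 and 3 of 8 at T6.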

There is a shift from upregulation (red) to downregulation (blue) from T0 to T6 (Figure 8b). While many BAG TFs act independently, some interactions between TFs were identified (Figure 9). Select genes were included in the subnetworks highlighting targets genes downstream of *ERF054* and the NAC TFs (Figure 10). All TFs in the subnetworks confer differential expression at multiple time points and have both shared and independent targets.

**FIGURE 9:**
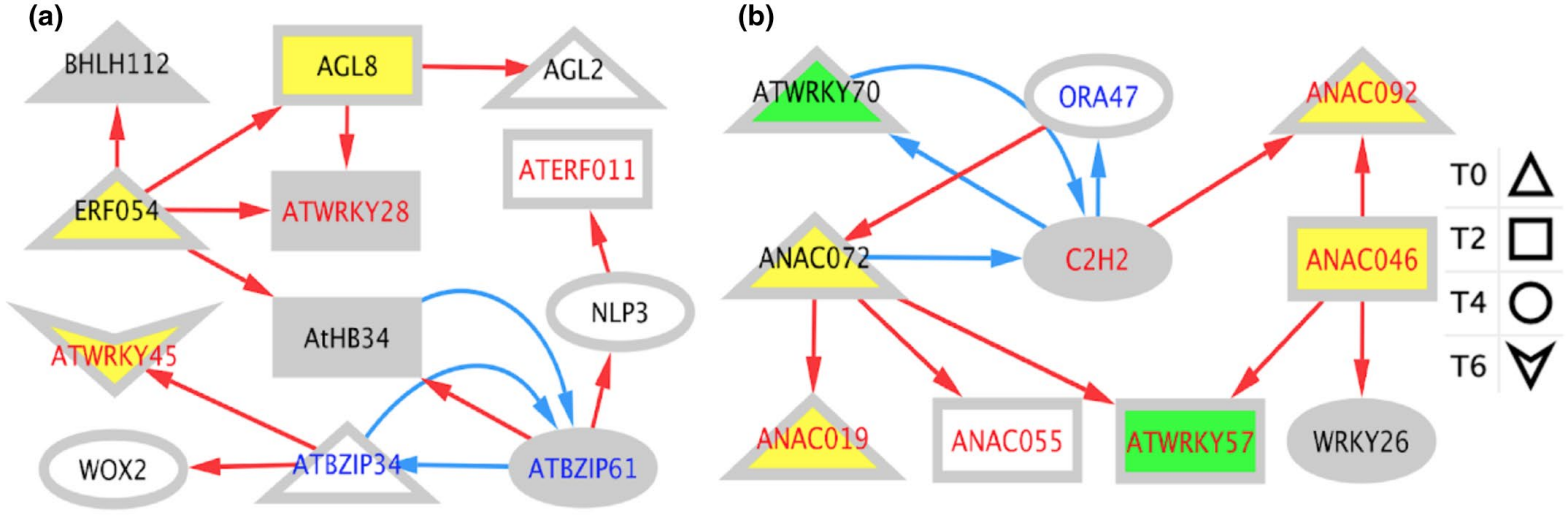
Time‐resolved TF interaction networks. (a) A transcriptional cascade downstream of ERF054 is shown. (b) A NAC TF Family centric network is shown. All nodes in these networks are TFs. Node shape refers to the first time of differential expression for that particular TF. Node color refers to annotation in LSD 3.0. White nodes were not present in the LSD. Grey nodes were present, but had an unclear function in LS. Yellow nodes promote LS while green nodes prevent LS. Edge color refers to the direction of gene expression in flowering *atx1,3,4* TMs relative to vegetative WT Col‐0 plants. Upregulation is shown by red edges and downregulation is shown with blue edges. Label color corresponds to direction of TF gene expression during DILS, with red indicating upregulation and blue indicating downregulation. For example, nodes with red edges and red labels represent TFs that are upregulated at bolting and during DILS. Black labels mark nodes that were not differentially expressed during DILS

**FIGURE 10:**
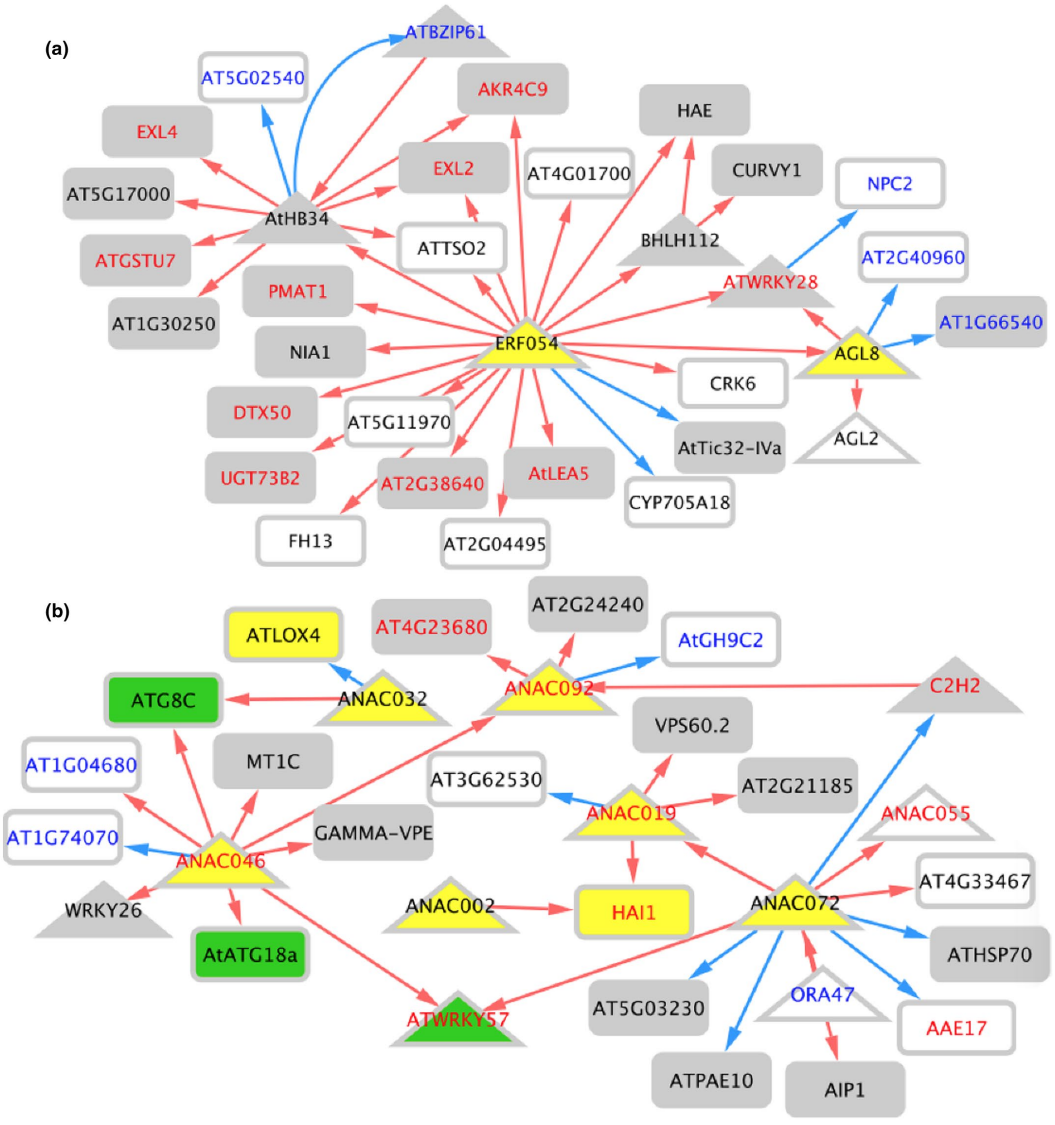
Select steady‐state TF‐target subnetworks. (a) Predicted targets of ERF054 are shown. (b) Predicted targets downstream of NAC TFs are shown. These networks are not time resolved. Node shape refers to the node type: Triangles are TFs while rectangles are not TFs. Node color refers to annotation in the LSD 3.0. White nodes were not present in the LSD. Grey nodes were present, but had an unclear function in LS. Yellow nodes promote LS while green nodes prevent LS. Edge color refers to the direction of gene expression in flowering *atx1,3,4* TMs relative to vegetative WT Col‐0 plants. Upregulation is shown by red edges and downregulation is shown with blue edges. Label color corresponds to direction of TF gene expression during DILS, with red indicating upregulation and blue indicating downregulation. For example, nodes with red edges and red labels represent TFs that are upregulated at bolting and during DILS. Potential Novel LS regulators are shown as genes not included in the LSD 3.0 (white nodes) that are DILS DEGS (red or blue labels). Black labels mark nodes that were not differentially expressed during DILS

The time‐resolved TF networks show integration of LS‐related signaling (*ERF054, WRKY28, WRKY45*) with flowering signaling (*AGL8, AGL2/SEP1*) (Figure 9a). 

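*ERF054* (AT4G28140) was past the threshold at all 4 time points, with all 6 TM libraries above WT each time. It had 6.60 ± 1.70 (SD, n = 3 libraries) FPKM in WT at T0, 30.1 ± 1.28 in TM1 and 27.4 ± 1.62 in TM2, and 19.0 ± 1.29, 84.1 ± 7.16 and 109.7 ± 4.82 at T4. The log2 fold changes at T4 were 2.09 in TM1 and 2.47 in TM2 (adjusted p = 3.8e-13 and 2.4e-15), with a standard error of 0.13. The gene lies 73.9 kb from *ATX4* on the same chromosome. *WRKY28* (AT4G18170) was past the threshold at T2 and T6, with log2 fold changes at T2 of 2.02 in TM1 and 1.83 in TM2 (adjusted p = 3.7e-09 and 3.7e-08) and all 6 TM libraries above WT at all 4 time points. *AGL8* (AT5G60910) was past the threshold at every time point. At T4 it had 2.73 ± 0.629 FPKM in WT, 14.0 ± 3.12 in TM1 and 10.7 ± 2.03 in TM2, with 6 of 6 TM libraries above WT. *SEP1* at T6 had log2 fold changes of 2.06 in TM1 and 1.00 in TM2 (adjusted p = 2.6e-08 and 0.00150), a call that was lost without replicate B and with median ratio scaling. The calls of *WRKY28* at T2 and T6, of *AGL8* at T0, T2 and T6 and of *SEP1* at T6 were lost with a pseudocount of 5.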

Most TFs that change expression during DILS change expression in the same direction at bolting time, for example, red edges leading to nodes with red labels (Figure 9a,b). This is also true for most potential novel early regulators of LS, which are the genes that are differentially expressed during DILS but are not in LSD 3.0 (nodes with white backgrounds with red or blue labels).

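The published network holds 34 TFs, and for 15 of them its table gives a DILS value. The sign of these values was reversed here, because it is opposite to the direction word in the paper's gene list for all 38 genes of the network that have both, 4 of the 15 TFs among them. With the reversed sign, at the time point listed for the TF, its log2 fold change in the TMs had the DILS direction for 14, of which 10 were up and 4 down, and with the sign as printed for 1. The exception was the C2H2 TF AT5G04340, with a log2 fold change of -1.51, which was not past the threshold. Of the 15 TFs 10 were past the threshold at that time point, and all of these had the reversed sign of the DILS value. The other 4 of the 14 were not past the threshold. One of them was *ANAC055* (AT3G15500), with 0.31 at its listed time point T2, which was lower in the TMs at T4 and T6 and so opposite there to its DILS direction.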

## 4 DISCUSSION

The goal of our study was to better understand the molecular connection between the vegetative‐reproductive transition and LS in Arabidopsis. We hypothesized that there are LS‐related gene expression changes associated with the bolting event. Using RNA‐seq, we generated a list of 398 bolting‐associated genes (BAGs). A total of 202 of these BAGs were present in the Leaf Senescence Database 3.0 (LSD 3.0), some of which may be responsible for temporally connecting LS to bolting time. We also identified 91 BAGs that are differentially expressed during dark‐induced leaf senescence (DILS) but are not present in the LSD 3.0. Further study of these 91 genes may reveal some novel early regulators of LS.

### 4.1 *atx1,3,4* Triple‐mutant phenotypes

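At T0, *FLC* had 0.942 ± 0.931 (SD, n = 3 libraries) FPKM in WT, or 0 to 12 reads per library, and 0.0441 in TM1 and 0.0497 in TM2. At T2, WT had 1.06 ± 0.466 FPKM, and *FLC* was at least 2.61-fold lower in TM1 and 2.55-fold lower in TM2. It was not past the threshold at either time point.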

By mutating *ATX* genes, we engendered early flowering by altering the expression of known flowering time regulators *FLC, SOC1*, and *FT*. The small change in flowering time (5–7 days) was advantageous compared to studying an extreme flowering time phenotype that could have added a prolonged age bias to the experiment. Furthermore, we could not use stress‐induced early flowering of WT because stress and LS signaling overlap. *atx1,3,4* TM mutants show no visible signs of stress or other developmental defects prior to or after bolting.

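Considered alone, TM1 had 421 genes past the threshold against WT at T0, 824 at T2, 480 at T4 and 348 at T6, and TM2 had 743, 629, 737 and 458. Of the genes called in TM1, 64.1%, 51.6%, 62.1% and 56.6% were also called in TM2 in the same direction. Of those called in TM2, 36.3%, 67.6%, 40.4% and 43.0% were also called in TM1. No gene was called in opposite directions except 3 at T4. In 10 simulated tables without any difference no gene was called in both. Compared directly, TM1 and TM2 differed in 78 genes at T0, 54 at T2, 212 at T4 and 106 at T6. Among the genes past the threshold in both isolates the counts were 5, 6, 22 and 11.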

By overlapping the results between two separate *atx1,3,4* isolates, TM1 and TM2, we reduced the probability of false discoveries. Early flowering has been reported in other *atx* mutants (Berr et al., 2015; Yun et al., 2012), which is consistent with our findings. Chen et al isolated an (*atx3, atx4, atx5)* triple mutant but did not report a change in flowering time or LS (Chen, Luo, et al., 2017). The five *ATX* enzymes are classified into two clades (*ATX1* and *ATX2*) and (*ATX3, ATX4*, and *ATX5)*, thus, their genetic divergence may explain the difference in phenotypes between the (*atx1 atx3 atx4*) and the (*axt3 atx4 atx5*) triple mutants.

### 4.2 RNA‐seq time‐series experiment

Synchronizing tissue harvesting to bolting differentiated bolting‐associated and age‐associated changes in gene expression. Multiple statistical approaches were used for the identification of 750 initial DEGs since there is not one perfect statistical approach for our time‐series analysis. Treating time as a continuous variable as we did in DESeq2 helps to identify time‐resolved gene expression changes. However, our edgeR‐based method treated time as a factor, which may have allowed greater detection of transient changes in gene expression. It is common to see high overlap between edgeR and DESeq2, however, that typically occurs when the same underlying statistical design is used. Here, we did not expect strong overlap as the programs were run with different designs. Even with the varying designs, Genesect found significant overlap between these gene lists (*p* < .001).

Lack of reproducibility for large dataset analysis is a chronic issue (Łabaj & Kreil, 2016; Simoneau et al., 2019). While some programs are commonly used for differential expression analysis (edgeR, DESeq2, limma), we felt justified to include a *T* test method, as it increased transparency and showed that a bulk of the DEGs identified by the two commonly used programs were supported by simple *T* tests. Our stringent overlapping method should reduce false positives.

It was also important to validate our results in WT plants because the *atx1,3,4* TMs may have unknown epigenetic effects. Ideally, the RNA‐seq time‐course experiment would be repeated centering on bolting time in WT plants with a late‐flowering vegetative control. As a substitute, public data were more practical and cost‐effective. While this is a limitation to our study, the two published experimental designs were similar to ours. These two WT datasets used similarly aged leaves, similar time resolution, and were centered around the vegetative‐reproductive transition, which was made apparent by the identification of *FT* and *SOC1* as DEGs in both. As expected, our dataset had stronger overlap with Breeze *et al*. than Del Prete *et al*., as plants in the Breeze *et al*. dataset were bolting. Del Prete *et al*. was specifically looking at the genetic changes associated with *FT* and *SOC1* expression, and their plants were not yet bolting. Both datasets had multiple replicates for high confidence output. Ultimately, changes in gene expression need to be validated with real‐time qPCR of WT biological replicates.

We are also confident that our time resolution was adequate to detect bolting‐associated gene expression changes, although we cannot rule out an age‐dependent contribution, as shown by the transcriptome PCA (Figure 3b). T6 WT plants were nearing the vegetative transition, and one WT plant had bolted in our RNA‐seq experiment. We argue that this is a strength of our design, as it allows us to further show that our DEGs are likely associated with bolting. For example, *WRKY45* is induced at T0 in *atx1,3,4* TMs while it is maintained at very low levels in WT. 

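In WT, *WRKY45* was at the floor at T0 and T2, with 0 to 1 reads and 0 to 2 reads per library. It had 0.846 ± 0.150 (SD, n = 3 libraries) FPKM at T4 (5 to 8 reads) and 1.25 ± 0.896 at T6 (6 to 20 reads). The log2 change in WT from T0 was 0.78 to T4 (limma adjusted p = 0.017) and 1.00 to T6 (adjusted p = 0.0026). At T6 the reads of the 3 libraries, all from the same pool, were few and uneven.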

At T6, however, there is a slight increase in *WRKY45* expression in WT as plants near the vegetative transition, which further supports our claim that its change in expression is likely associated with the bolting event. In both RNA‐seq experiments, *WRKY45* is not expressed until after the induction of flowering, meaning the induction of *WRKY45* gene expression may specifically be associated with phase transition signaling (Figure 5). *DTX50* is specifically induced 4 days after bolting in both our experiment and in the Breeze et al experiment, showing how using datasets with similar time resolution helped confirm gene expression changes (Figure 5).

### 4.3 Bolting‐associated genes (BAGs)

The 398 BAGs were enriched for LS and LS‐related biological process GO terms. This supports the hypothesis that bolting stimulates LS‐related signaling in mature leaves. The following known LS‐associated genes were identified in our *atx1,3,4* TM analysis, and then further validated in both WT time‐series experiments. 

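*ANAC032* (AT1G77450) was past the threshold at T2 alone, where it had 1.17 ± 0.262 (SD, n = 3 libraries) FPKM in WT, 6.19 ± 0.443 in TM1 and 5.30 ± 1.03 in TM2, log2 fold changes of 1.73 in TM1 and 1.53 in TM2 (adjusted p = 1.5e-05 and 1.1e-04) and 6 of 6 TM libraries above WT. *SEN1* (AT4G35770) changed direction over time and was past the threshold at no time point. Its log2 fold changes were 1.45 in TM1 and 0.78 in TM2 (adjusted p = 1.2e-08 and 2.6e-04) at T2, -0.36 in TM1 and -0.45 in TM2 (adjusted p = 0.122 and 0.0357) at T4 and 0.67 in TM1 and 1.38 in TM2 (adjusted p = 0.00335 and 4.4e-08) at T6, and at T4 all 6 TM libraries lay below WT. *DEAR1* (AT3G50260) was past the threshold at T2, with log2 fold changes of 1.60 in TM1 and 2.11 in TM2 (adjusted p = 5.7e-05 and 1.4e-06) and 6 of 6 TM libraries above WT, and at T4. At T4 the call was lost with a pseudocount of 0.1 or 5 and without replicate A or replicate B. *APD7* (AT5G02760), named *ADP7* or *SSPP* in the paper, was lower and past the threshold at T4 and T6, with log2 fold changes at T4 of -1.23 in TM1 and -1.40 in TM2 (adjusted p = 5.5e-04 and 6.9e-05) and 6 of 6 TM libraries below WT. Leaving out replicate C lost the call at T4 and at T6. The calls of *ANAC032*, *APD7* and *DEAR1*, at all their time points, were also lost with a pseudocount of 5.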

*SOC1* is a classic example of a gene that positively regulates both flowering time and LS. *ANAC032* positively regulates flowering time and LS and is responsive to oxidative stress (Mahmood et al., 2016). *SAG20* and *SEN1* are both LS markers (Fernández‐Calvino et al., 2016; Schenk et al., 2005; Weaver et al., 1998). *DEAR1* promotes cell death and SA synthesis (Tsutsui et al., 2009), while *DTX50* is a transiently expressed ABA transporter (Zhang et al., 2014). The induction of *DTX50* soon after bolting time in all experiments indicates ABA flux could be associated with bolting. *ADP7 (SSPP)* is a senescence suppressed protein phosphatase (Xiao et al., 2015).

Other LS‐related BAGs were shared between the *atx1,3,4* TMs and Breeze *et al*. dataset. 

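*ORE1* (AT5G39610) was past the threshold at T0 with log2 fold changes of 1.39 in TM1 and 1.63 in TM2 (adjusted p = 2.3e-04 and 1.1e-05) and 6 of 6 TM libraries above WT. At T2 it was at the floor in WT and at least 4.11-fold higher in TM1 and 3.67-fold higher in TM2, a call that was lost without replicate A or replicate C and with either scaling. At T4 the isolates parted, with 0.70 in TM1 and -0.45 in TM2 (adjusted p = 0.0636 and 0.260), and at T6 the log2 fold changes were 0.50 in TM1 and -0.55 in TM2 (adjusted p = 0.283 and 0.168). *SAG13* (AT2G29350) was past the threshold at T2, where WT was at the floor and TM1 and TM2 were at least 3.92-fold and 7.08-fold higher, though not with quantile normalization. At T6 it had 182 to 206 reads per library in TM1 and 3 to 7 reads in TM2, with WT at the floor. *CRF2* (AT4G23750) was lower in the TMs at T0, with log2 fold changes of -1.21 in TM1 and -1.24 in TM2 (adjusted p = 3.2e-05 and 1.0e-05) and 6 of 6 TM libraries below WT, and past the threshold there alone, though not without replicate C. *BOI* (AT4G19700) was past the threshold at T0, with 1.15 in TM1 and 1.57 in TM2 (adjusted p = 1.8e-04 and 7.1e-07) and 6 of 6 TM libraries above WT, though not without replicate B. *BHLH112* (AT1G61660) was higher in all 6 TM libraries at all 4 time points, with log2 fold changes at T4 of 0.63 in TM1 and 0.87 in TM2 (adjusted p = 1.1e-05 and 1.7e-08), and was past the threshold at none. A pseudocount of 5 lost the calls of *ORE1* at T0 and T2, of *SAG13* at T2 and of *CRF2* and *BOI* at T0, and with only the libraries of that time point in the fit the calls of *ORE1*, *CRF2* and *BOI* at T0 were lost.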

*ORE1* (*ANAC092*) is a well‐studied promoter of LS (Kim, Kim, et al., 2018; Qiu et al., 2015). *WRKY28* is responsible for activating SA biosynthesis genes and promotes LS (Tian et al., 2020; van Verk et al., 2011). *SAG13* is a ROS‐responsive BAG that regulates DILS (Dhar et al., 2020). When knocked out in higher‐order mutants to reduce redundancy with other CRF TFs, *crf2* mutants showed delayed LS, suggesting the BAG *CRF2* works with other CRF TFs to promote LS (Raines et al., 2016). *BOI* attenuates cell death and regulates flowering time (Nguyen et al., 2015), while BHLH112 plays roles in both flowering time and stress response (Chen, Hsieh‐Feng, et al., 2017; Liu et al., 2015).

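*WRKY46* (AT2G46400) was lower in the TMs at T0, at 2.94 ± 0.574 (SD, n = 3 libraries) FPKM in TM1 and 3.44 ± 1.37 in TM2 against 11.6 ± 1.36 in WT, with log2 fold changes of -1.68 in TM1 and -1.55 in TM2 (adjusted p = 1.4e-07 and 2.3e-07) and 6 of 6 TM libraries below WT. At T2 its log2 fold changes were 0.21 in TM1 and 0.21 in TM2 (adjusted p = 0.477 and 0.490). *WRKY48* (AT5G49520) was past the threshold at T4, with 1.83 ± 0.296 FPKM in WT, 10.9 ± 0.964 in TM1 and 14.8 ± 0.152 in TM2 and log2 fold changes of 2.07 in TM1 and 2.48 in TM2 (adjusted p = 2.1e-10 and 1.4e-12). All 6 TM libraries lay above WT at every time point. *SAUR41* (AT1G16510) was past the threshold at T2, with log2 fold changes of 1.89 in TM1 and 2.00 in TM2 (adjusted p = 1.5e-07 and 8.0e-08) and 6 of 6 TM libraries above WT. Neither *WRKY46* at T0 nor *SAUR41* at T2 was past the threshold with a pseudocount of 5.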

The following genes were shared between the *atx1,3,4* TMs and the Del Prete et al. dataset. *WRKY46* is responsible for activating SA biosynthesis genes and promoting LS (van Verk et al., 2011). *WRKY48* is a stress and pathogen‐induced regulator of plant defense (Xing et al., 2008). The BAG *SAUR41* acts redundantly with *SAUR49* to promote LS by regulating *SSPP*, another BAG with a known role in LS (Wen et al., 2020).

Other BAGs associated with flowering time, seed development, and seed nutrient content were also identified. *UMAMI28* is responsible for transporting amino acids to the developing seeds (Müller et al., 2015), and *SUS3* regulates sugar metabolism in developing seeds (Angeles‐Núñez & Tiessen, 2010). The BAG *SEP1* works redundantly with *SEP2* and *SEP3* to regulate flower and ovule development (Pelaz et al., 2000). *CURVY1* regulates both flowering time and seed development (Gachomo et al., 2014). *FUL (AGL8)* and *BFT* regulate flowering time (Balanzà et al., 2014; Bemer et al., 2017; Ryu et al., 2011, 2014). These genes change expression in the 6th rosette leaf, suggesting they may contribute to processes other than flower and seed development and seed nutrition.

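*BFT* (AT5G62040) was past the threshold at T0, where WT was at the floor and TM1 and TM2 were at least 3.38-fold and 2.30-fold higher, and at T2, with log2 fold changes of 1.33 in TM1 and 1.41 in TM2 (adjusted p = 0.00113 and 8.3e-04) and 6 of 6 TM libraries above WT. The call at T0 was lost without replicate A or replicate C and with only the libraries of that time point in the fit, and both calls with a pseudocount of 5. *UMAMIT28* (AT1G01070), named *UMAMI28* in the paper, was past the threshold at no time point, with log2 fold changes at T2 of 0.50 in TM1 and 0.77 in TM2 (adjusted p = 0.122 and 0.0169) and 6 of 6 TM libraries above WT. *SUS3* (AT4G02280) had its largest log2 fold change at T2 in TM1, at 0.55 (adjusted p = 0.0206), and was past the threshold at no time point. *CURVY1* could not be matched to a gene in the deposited table by its name.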

### 4.4 Potential novel LS regulators

Ninety‐one BAGs were not present in LSD 3.0, but were differentially regulated during DILS (Figure 7b). DILS and age‐dependent LS have different signaling stimuli, but over time, the pathways become shared (Guo & Gan, 2012). We chose the last available time point in the time series (3 days) as we felt it would be most similar to the LS observed in our RNA‐seq. Many well‐characterized age‐dependent LS regulators are in the DILS DEG list, supporting it as an appropriate estimation of LS signaling. A majority of the potential novel LS regulators (91%) change expression in the same direction during both bolting and DILS, but seven (7.7%) are upregulated at bolting and downregulated during DILS. Further study may show that some of these seven genes might prevent LS prior to and during bolting, and then must be downregulated for normal or dark‐induced LS to proceed. Some of these 91 genes regulate processes that are known to be related to LS. For example, *ORA47* regulates both ABA and JA synthesis (Chen, Hsieh, et al., 2016). 

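*ORA47* (AT1G74930) rose in WT from 3.10 ± 0.432 (SD, n = 3 libraries) FPKM at T0 to 41.0 ± 5.68 at T4 and had 18.9 ± 2.62 at T6. At T4 TM1 had 11.6 ± 0.697 FPKM and TM2 3.28 ± 1.01, with log2 fold changes of -1.73 in TM1 and -3.31 in TM2 (adjusted p = 1.9e-06 and 1.4e-12) and 6 of 6 TM libraries below WT (exact permutation p = 0.0119). *ORA47* was past the threshold at T4 and T6, at T6 not without replicate B or with a pseudocount of 5. At T0 and T2 its log2 fold changes were positive, at 0.27 in TM1 and 1.01 in TM2 (adjusted p = 0.528 and 0.00161) and 0.91 in TM1 and 0.66 in TM2 (adjusted p = 0.00358 and 0.0382).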

While some of these 91 genes have known functions related to LS, a phenotype screen of verified mutants is needed to support their function.

### 4.5 GRNs

There is a shift from upregulation to downregulation in the BAG network (Figure 8). This is consistent with the findings of the NAC troika, the LS regulatory hub that prevents precocious LS early in plant development. The time‐resolved network downstream of ERF054 shows a net positive regulation of LS (Figure 9a). Overexpression of *ERF054* was found to promote LS, which is consistent with the structure of our network (Xu et al., 2010). *WRKY45* is a TF downstream of ERF054 that has been shown to promote both flowering time and LS (Chen, Xiang, et al., 2017). 

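*NIA1* (AT1G77760) had 37.1 ± 4.31 (SD, n = 3 libraries) FPKM in WT at T4, 177 ± 16.6 in TM1 and 195 ± 27.9 in TM2, with log2 fold changes of 2.23 in TM1 and 2.36 in TM2 (adjusted p = 8.5e-14 and 8.2e-15) and 6 of 6 TM libraries above WT. It was past the threshold at T4 and T6. At T0 its log2 fold changes were -0.13 in TM1 and -0.59 in TM2. *LEA5* (AT4G02380), also named *SAG21*, was past the threshold at the same time points, with log2 fold changes at T4 of 2.15 in TM1 and 1.40 in TM2 (adjusted p = 3.6e-12 and 1.5e-08) and 6 of 6 TM libraries above WT. Its call at T6 was lost without replicate B. *NLP3* (AT4G38340) had log2 fold changes at T4 of 1.05 in TM1 and 0.87 in TM2 (adjusted p = 6.5e-05 and 5.0e-04), with 6 of 6 TM libraries above WT, and was past the threshold at no time point.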

ERF054 is also predicted to be upstream of genes related to flowering time (*AGL2/SEP1*, *AGL8*), nitrogen signaling and metabolism (*NLP3, NIA1*), and stress and LS signaling (*LEA5/SAG21, DTX50, WRKY28*) (Figures 9 and 10) (Gu et al., 1998; Mohn et al., 2019; Olas & Wahl, 2019; Pan et al., 2019; Pelaz et al., 2000; Salleh et al., 2012; van Verk et al., 2011; Zhang et al., 2014). *ERF054* may be a candidate regulatory gene that links stress, LS, nitrogen metabolism, and flowering time signaling. Further genetic analysis has been hampered by the inability to isolate an *erf054* T‐DNA insertion knockout mutant.

Furthermore, BZIP61 and BZIP34 (Figure 9a) share 71% amino acid identity and are known to form heterodimers to regulate pollen development (Gibalová et al., 2009). Their differential expression downstream of ERF054 in leaf tissue may indicate a novel regulatory role unrelated to pollen development. 

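*BZIP34* (AT2G42380) and *BZIP61* (AT3G58120) were lower in the TMs and past the threshold at T4 and T6. *BZIP34* had 14.8 ± 0.351 (SD, n = 3 libraries) FPKM in WT at T4, 5.46 ± 0.511 in TM1 and 4.95 ± 1.25 in TM2, with log2 fold changes of -1.30 in TM1 and -1.43 in TM2 (adjusted p = 2.4e-06 and 2.3e-07) and 6 of 6 TM libraries below WT. For *BZIP61* the values were 30.0 ± 4.20, 7.68 ± 0.439 and 8.49 ± 0.962 FPKM, with log2 fold changes of -1.83 in TM1 and -1.70 in TM2 (adjusted p = 1.5e-12 and 2.7e-12) and 6 of 6 TM libraries below WT. *BZIP34* at both time points and *BZIP61* at T6 were not past the threshold with a pseudocount of 5.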

We intend to generate a double knockout mutant to test this hypothesis. The NAC network contains many well‐characterized regulators of LS, including a regulatory hub of three NAC TFs that control LS (*ANAC055, ANAC019, ANAC072*) (Hickman et al., 2013). Other TFs in the network also have known roles in LS (*WRKY57, ANAC046, WRKY70, ANAC092/ORE1*) (Jiang et al., 2014; Kim, Park, et al., 2018; Oda‐Yamamizo et al., 2016; Ülker et al., 2007).

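*ANAC019* (AT1G52890) was listed at 0 in WT at T0 and was at least 2.55-fold higher in TM1 and 2.41-fold higher in TM2. It was past the threshold at T0 and T2, at T0 not without replicate B and at both not with a pseudocount of 5. At T4 its log2 fold changes were -0.16 in TM1 and -0.87 in TM2 (adjusted p = 0.724 and 0.00363), with 4 of 6 TM libraries below WT, and at T6 the isolates parted, with 0.96 in TM1 and -0.35 in TM2 (adjusted p = 0.00302 and 0.315). *ANAC055* (AT3G15500) was lower at T4, with log2 fold changes of -0.72 in TM1 and -1.28 in TM2 (adjusted p = 0.0481 and 2.1e-04) and 6 of 6 TM libraries below WT, and past the threshold at no time point. *ANAC072* (AT4G27410) changed sides. At T2 it had 20.3 ± 0.871 (SD, n = 3 libraries) FPKM in WT, 58.6 ± 2.57 in TM1 and 43.3 ± 4.86 in TM2, and at T4 139 ± 3.21, 67.4 ± 5.71 and 40.8 ± 2.19. It was past the threshold at both, though at T2 not with either scaling, at T4 not without replicate C and at neither with a pseudocount of 5, with log2 fold changes at T4 of -1.03 in TM1 and -1.74 in TM2 (adjusted p = 1.2e-10 and 1.9e-16) and 6 of 6 TM libraries below WT. *ANAC046* (AT3G04060) was past the threshold at T2 alone, and not with a pseudocount of 5, with 1.30 in TM1 and 1.41 in TM2 (adjusted p = 7.0e-06 and 2.6e-06) and 6 of 6 TM libraries above WT. *WRKY57* (AT1G69310) had log2 fold changes at T2 of 1.32 in TM1 and 0.93 in TM2 (adjusted p = 1.4e-05 and 0.00135) and was past the threshold at no time point. *WRKY70* (AT3G56400) was lower and past the threshold at T0, with log2 fold changes of -2.10 in TM1 and -2.09 in TM2 (adjusted p = 1.4e-13 and 7.1e-14) and 6 of 6 TM libraries below WT, and again at T6. From T0 to T2 its log2 change was 2.59 in TM1 and 2.68 in TM2, against 0.19 in WT. The TMs were therefore not lower than WT at T2.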

## 5 CONCLUSION

We have identified 398 BAGs expressed in mature leaf 6 that change expression at the time of bolting as the plant ages. A total of 202 of these BAGs are known to be associated with LS as demonstrated by their presence in LSD 3.0 (Li et al., 2020). Together, this study identifies LS‐related gene expression changes that occur in a specific mature rosette leaf after the vegetative to reproductive transition at the shoot apical meristem. Further study may reveal that some of these LS‐related BAGs contribute to the temporal relationship between flowering time and LS.

## CONFLICT OF INTEREST

The authors declare no conflict of interest associated with the work described in this manuscript.

## AUTHOR CONTRIBUTIONS

JAB and WEH designed the experiments. WEH completed the experiments and data analyses. WEH and JAB wrote and edited the manuscript.

## ACCESSION NUMBERS

RNA‐seq data from this study are publicly available on GEO as GSE134177.

## STATEMENT OF CONTRIBUTIONS TO FIELD

While it is widely accepted that early bolting generally confers early leaf senescence in Arabidopsis, the molecular basis of this temporal relationship has not been explored. Toward a molecular definition of this relationship, leaf senescence‐related gene expression changes were identified in mature rosette leaves at the time of bolting. Further study may show that some of these contribute to the temporal coupling of LS and bolting. This information could help inform the production of crops that could overcome early leaf senescence during stress‐induced early bolting.

## Supporting information

Fig S1 Click here for additional data file.

Fig S2 Click here for additional data file.

DataFIile S1 Click here for additional data file.

DataFIile S2 Click here for additional data file.

DataFIile S3 Click here for additional data file.

DataFIile S4 Click here for additional data file.

DataFIile S5 Click here for additional data file.

DataFIile S6 Click here for additional data file.

DataFIile S7 Click here for additional data file.

# Supplementary material for: Gene expression changes occurring at bolting time are associated with leaf senescence in Arabidopsis
**Source:** Plant Direct. 2020 Nov 8;4(11):e00279. doi: 10.1002/pld3.279
**Supplement:** Supplementary file 1 — Fig S1

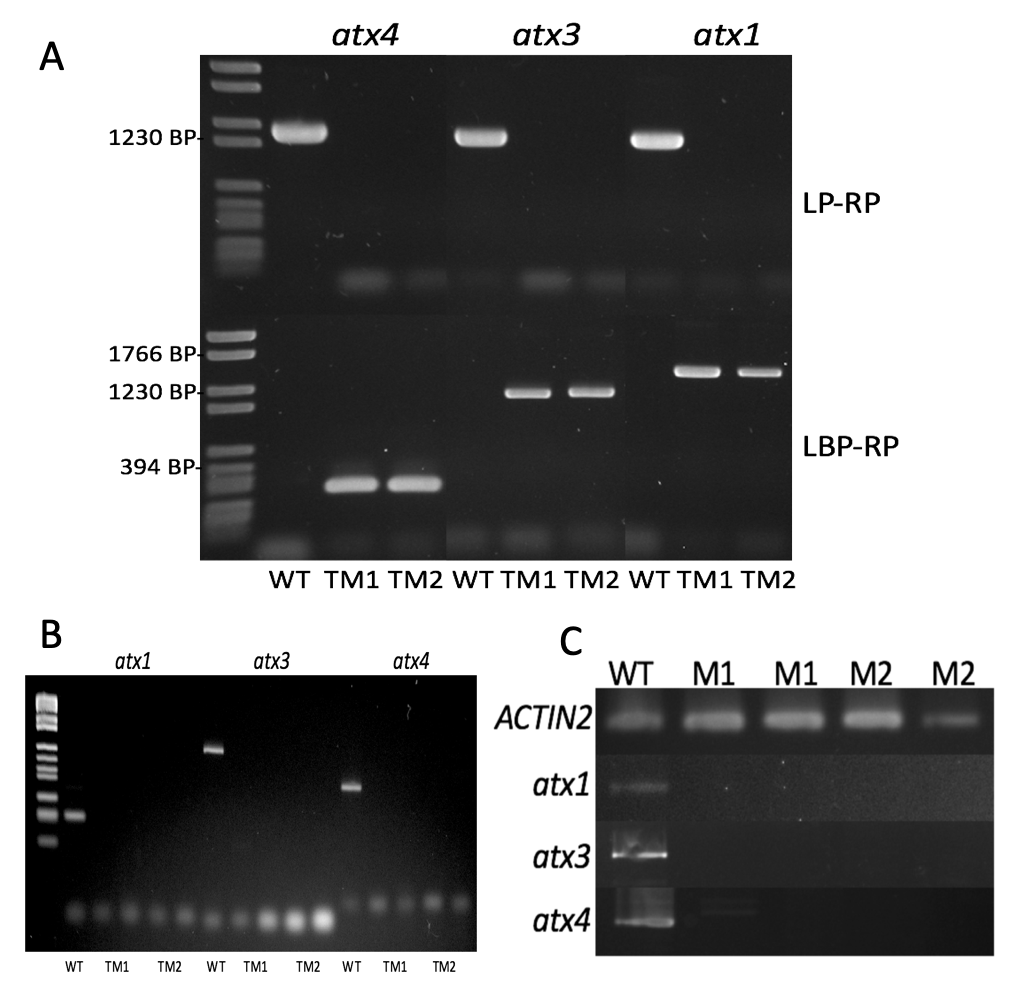
**Figure 1:  *atx* triple mutant genotype analysis.**

A: Genomic DNA was extracted and amplified with PCR using primers that flank the T-DNA insertion site of each allele. LP-RP amplified the wildtype allele while LBP (Left Border Primer) -RP amplified in the presence of a T-DNA insertion. B: This gel shows the product of PCR using cDNA template and exon specific primers that flank the T-DNA insertion of each gene. C: A second replicate was completed for the cDNA analysis on a different generation of plants to include a loading control (ACT2). These gels confirm the lack of full-length mRNA of two homozygous *atx* triple mutants from different F_2_ parents from which seeds were collected and treated as two separate early flowering mutant lines for further analysis.

# Supplementary material for: Gene expression changes occurring at bolting time are associated with leaf senescence in Arabidopsis
**Source:** Plant Direct. 2020 Nov 8;4(11):e00279. doi: 10.1002/pld3.279
**Supplement:** Supplementary file 2 — Fig S2

**
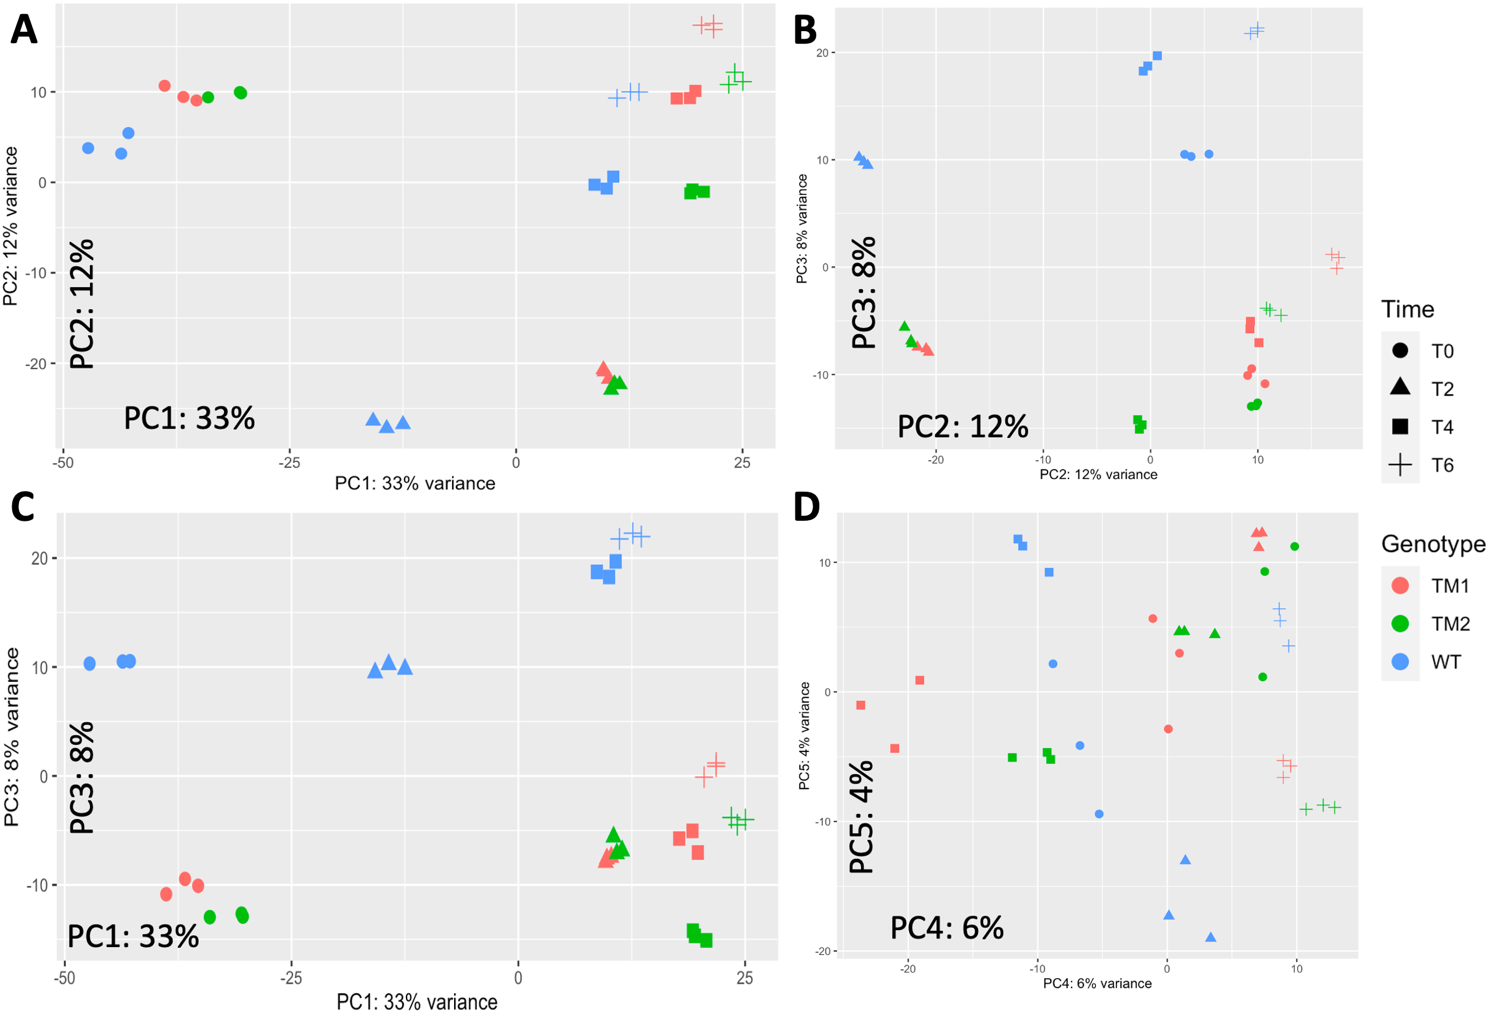
**

**Supplemental Figure 2A: Extended PCA analysis**

PCA run on entire transcriptomes was completed using an amended plotPCA function in DESeq2. All replicates cluster close together. PC1 separates samples by time, (see panel 2A-C). PC2 separates T2 from other time points. PC3 clearly separates samples by genotype/bolting phenotype (see panel 2A-B and 2A-C). Time, Genotype, and Phenotype, were captured by PC1, PC2, and PC3. PC4 and PC5 do not separate data by any meaningful patterns, suggesting PC1 through PC3 sufficiently describe the data. (panel 2A-D).

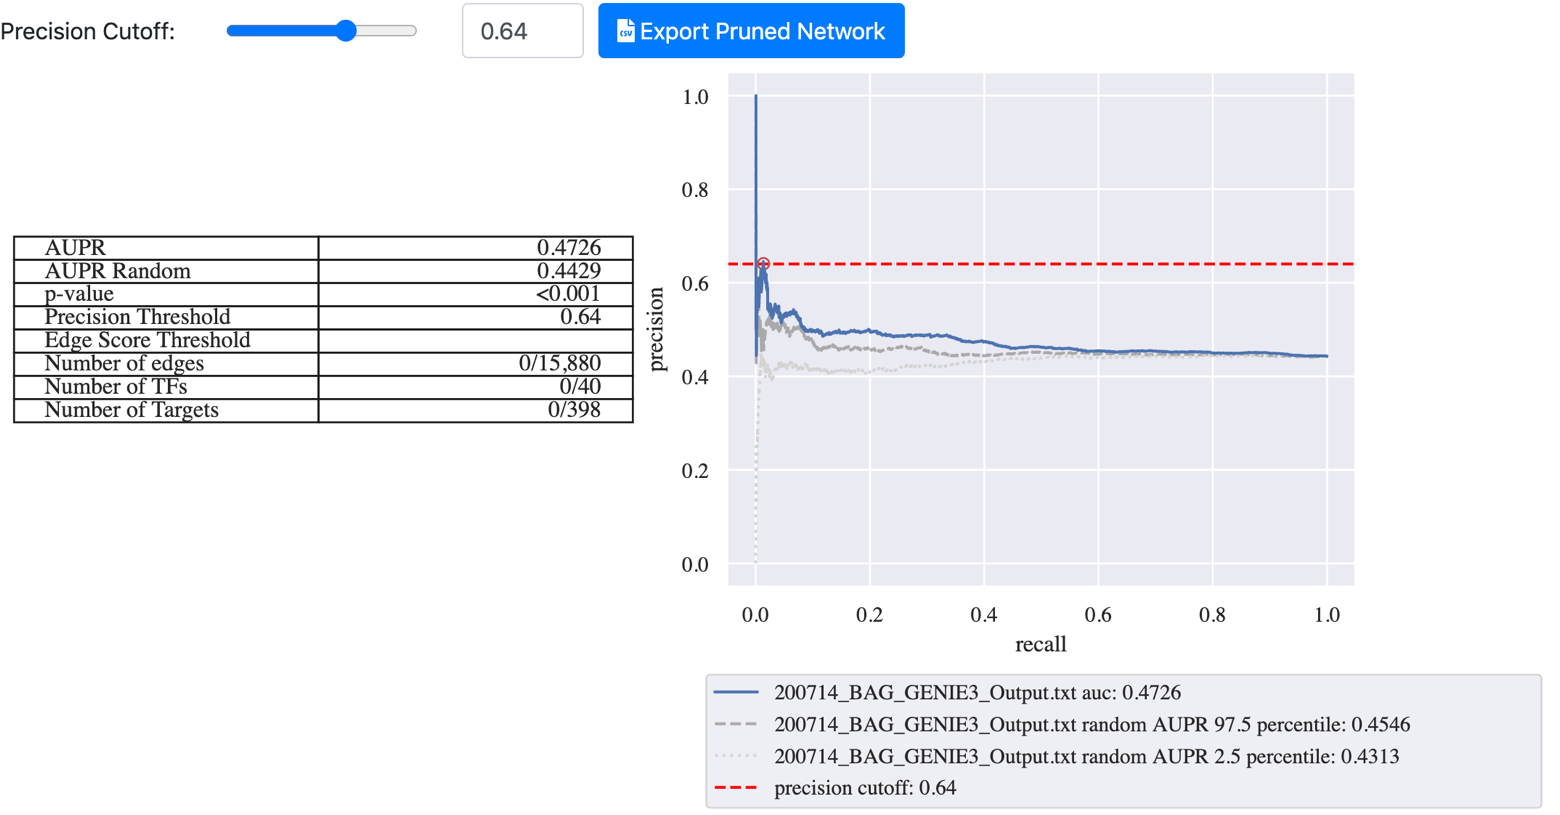
 **Supplemental Figure 2B: AUPR Analysis from ConnecTF.org**

Using DAP-seq binding data in ConnecTF.org, we found that our GENIE3-predicted network performed better than random (shown by grey lines). There was a high peak of increased precision, marked by the red cutoff line. There was also a steady improvement in recall. Together these show our machine learning performed well and our interactions were generally well supported by DAP-seq TF binding data. We selected the highest precision cutoff (in relation to random) as a network pruning cutoff to increase the stringency of the interactions shown in Figures 8-10.

# Supplementary material for: Gene expression changes occurring at bolting time are associated with leaf senescence in Arabidopsis
**Source:** Plant Direct. 2020 Nov 8;4(11):e00279. doi: 10.1002/pld3.279
**Supplement:** Supplementary file 5 — DataFIile S3

***DESeq2: LRT,***

if (!requireNamespace("BiocManager", quietly = TRUE))

install.packages("BiocManager")

##Just TM1, repeat with Tm2,then overlap the DEG lists

library(DESeq2)

#subset just the numerical data (remove the AT numbers)

mydata <- as.data.frame(X200322_T1Counts[c(2:25)])

#add the AT numbers back in as row names

row.names(mydata) <- X200322_T1Counts$target_id

#Round the data

mydata<-round(mydata)

#Define experimental design

T1dds <- DESeqDataSetFromMatrix(countData = mydata,

colData = X200322_T1ES,

design= ~ ~ Genotype + Time+Genotype:Time)

#remove genes with consistently low expression

nrow(T1dds)

keep <- rowSums(counts(T1dds)) > 1

T1dds <- T1dds[keep,]

nrow(T1dds)

#Run the DE analysis

T1dds <- DESeq(T1dds, test="LRT", reduced = ~ Time)

#Return Results, degs different between genotypes

resT1 <- results(T1dds, contrast=c("Genotype","WT","Mutant"))

mcols(resT1, use.names = TRUE)

summary(resT1)

#Subset genes with p<.05 and FDR<.05

T1Sig <- subset(resT1,abs(padj)< 0.05)

write.csv(T1Sig, file = "200325T1DeSEQ2.csv")

##This is identical to the previous chunk of code, just repeated for the second mutant

library(DESeq2)

mydata1 <- as.data.frame(X200322_T2Counts[c(2:25)]) #subset just the numerical data (remove the AT numbers)

row.names(mydata1) <- X200322_T2Counts$target_id #add the AT numbers back in as row names

mydata1<-round(mydata1)

T2dds <- DESeqDataSetFromMatrix(countData = mydata1,

colData = X200322_T2ES,

design= ~ ~ Genotype + Time+Genotype:Time)

nrow(T2dds)

keep <- rowSums(counts(T2dds)) > 1

T2dds <- T2dds[keep,]

nrow(T2dds)

T2dds <- DESeq(T2dds, test="LRT", reduced = ~ Time)

resT2 <- results(T2dds, contrast=c("Genotype","WT","Mutant"))

mcols(resT2, use.names = TRUE)

summary(resT2)

T2Sig <- subset(resT2,abs(padj)< 0.05)

write.csv(T2Sig, file = "200325T1DeSEQ2.csv")

T1AT<-as.data.frame(rownames(T1Sig))

T2AT<-as.data.frame(rownames(T2Sig))

#overlap the DEG lists from T1 and T2

DESeq2DEGs<- as.data.frame(intersect(T1AT$`rownames(T1Sig)`,T2AT$`rownames(T2Sig)`))

write.csv(DESeq2DEGs, file = "200325DESeq2DEGList.csv")

***#edgeR model:***

library(edgeR)

library(limma)

library(RColorBrewer)

library(HTSFilter)

#TM1

#subset just the numerical data (remove the AT numbers)

mydata <- as.data.frame(X200322_T2Counts[c(2:25)])

#add the AT numbers back in as row

row.names(mydata) <- X200322_T2Counts$target_id

#define the groups for design (combo contains genotype and time in one string (WT0,WT2, etc)

group<-X200322_T2ES$Combo

#make matrix

y <- DGEList(counts=(mydata), group=group)

#remove genes with low expression

keep <- filterByExpr(y)

y <- y[keep, , keep.lib.sizes=FALSE]

#calculate the library sizes for normalization

y <- calcNormFactors(y)

#Read to make sure it worked and check the groups look right

y$samples

#Assign the groups to the design matrix, to group which samples will be tested together

design <- model.matrix(~0+group)

#Define what comparisons to make, here I assign WT at time point 0 to mutant at time point 0

my.contrasts <- makeContrasts(

T0 = groupWT0-groupMut0,

T2 = groupWT2-groupMut2,

T4 = groupWT4-groupMut4,

T6 = groupWT6-groupMut6,

levels=design)

#estimate dispersion, I think this finds variance of mean relative to library size per gene?

y <- estimateDisp(y, design)

#combine the design and count matrix data.

fit <- glmQLFit(y, design)

#Run the tests

T1T0 <- glmQLFTest(fit, contrast=my.contrasts[,"T0"])

T1T2 <- glmQLFTest(fit, contrast=my.contrasts[,"T2"])

T1T4 <- glmQLFTest(fit, contrast=my.contrasts[,"T4"])

T1T6 <- glmQLFTest(fit, contrast=my.contrasts[,"T6"])

#isolate transcripts with p<.05 and a logFC greater than 1.5

T1T0Sig<-subset(T1T0$table, PValue<.05)

T1T2Sig<-subset(T1T2$table, PValue<.05)

T1T4Sig<-subset(T1T4$table, PValue<.05)

T1T6Sig<-subset(T1T6$table, PValue<.05)

T1T0SigLog<-subset(T1T0Sig, abs(logFC)>1.5)

T1T2SigLog<-subset(T1T2Sig, abs(logFC)>1.5)

T1T4SigLog<-subset(T1T4Sig, abs(logFC)>1.5)

T1T6SigLog<-subset(T1T6Sig, abs(logFC)>1.5)

#get transcript names

T1T0SigAT<-as.data.frame(rownames(T1T0SigLog))

T1T2SigAT<-as.data.frame(rownames(T1T2SigLog))

T1T4SigAT<-as.data.frame(rownames(T1T4SigLog))

T1T6SigAT<-as.data.frame(rownames(T1T6SigLog))

write.csv(T1T0SigAT, file = "edgeRT2-0Sig.csv")

write.csv(T1T2SigAT, file = "edgeRT2-2Sig.csv")

write.csv(T1T4SigAT, file = "edgeRT2-4Sig.csv")

write.csv(T1T6SigAT, file = "edgeRT2-6Sig.csv")

I repeated this identical code with TM2, then reported the intersection between TM1 vs. WT and TM2 vs. WT.

T-Test based approach:

library (vegan)

library (Hmisc)

library (ggplot2)

library(reshape)

library(reshape2)

library(splitstackshape)

library(plyr)

library(gdata)

ncol(FPKMafterfilter1) #how many columns (should be 36, but 37 with labels)

mydata <- as.data.frame(FPKMafterfilter1[c(2:37)]) #subset just the numerical data (remove the AT numbers)

row.names(mydata) <- FPKMafterfilter1$X1 #add the AT numbers back in as row names

#everything below separates out samples by replicates

W0 <- as.data.frame(mydata[c(1:3)])

W2 <- as.data.frame(mydata[c(4:6)])

W4 <- as.data.frame(mydata[c(7:9)])

W6 <- as.data.frame(mydata[c(10:12)])

T10 <- as.data.frame(mydata[c(13:15)])

T12 <- as.data.frame(mydata[c(16:18)])

T14 <- as.data.frame(mydata[c(19:21)])

T16 <- as.data.frame(mydata[c(22:24)])

T20 <- as.data.frame(mydata[c(25:27)])

T22 <- as.data.frame(mydata[c(28:30)])

T24 <- as.data.frame(mydata[c(31:33)])

T26 <- as.data.frame(mydata[c(34:36)])

#get the average of three replicates in each file

W0mean <- as.data.frame(rowMeans(W0[,1:3]))

W2mean <- as.data.frame(rowMeans(W2[,1:3]))

W4mean <- as.data.frame(rowMeans(W4[,1:3]))

W6mean <- as.data.frame(rowMeans(W6[,1:3]))

T10mean <- as.data.frame(rowMeans(T10[,1:3]))

T12mean <- as.data.frame(rowMeans(T12[,1:3]))

T14mean <- as.data.frame(rowMeans(T14[,1:3]))

T16mean <- as.data.frame(rowMeans(T16[,1:3]))

T20mean <- as.data.frame(rowMeans(T20[,1:3]))

T22mean <- as.data.frame(rowMeans(T22[,1:3]))

T24mean <- as.data.frame(rowMeans(T24[,1:3]))

T26mean <- as.data.frame(rowMeans(T26[,1:3]))

#calculate fold change for TM over WT.

T10Fold1<- as.data.frame((T10mean/W0mean))

T20Fold1<- as.data.frame((T20mean/W0mean))

T12Fold1<- as.data.frame((T12mean/W2mean))

T22Fold1<- as.data.frame((T22mean/W2mean))

T14Fold1<- as.data.frame((T14mean/W4mean))

T24Fold1<- as.data.frame((T24mean/W4mean))

T16Fold1<- as.data.frame((T16mean/W6mean))

T26Fold1<- as.data.frame((T26mean/W6mean))

#rename the columns to say "Fold"

names(T10Fold1)[1] <- "Fold"

names(T20Fold1)[1] <- "Fold"

names(T12Fold1)[1] <- "Fold"

names(T22Fold1)[1] <- "Fold"

names(T14Fold1)[1] <- "Fold"

names(T24Fold1)[1] <- "Fold"

names(T16Fold1)[1] <- "Fold"

names(T26Fold1)[1] <- "Fold"

#Creating files for sig data to be put into

test2 <- NULL

test4<- NULL

#Overall ttest: sta is needed for directionality, so the data can be subset to up or downregulated for fold change calcs

#T0, WT vs TM1 and TM2

for (j in seq(nrow(W0)))

{

ID_REF<-rownames(W0[j,]) #to extract the probe id

sta1<-t.test(W0[j,], T10[j,])$statistic #to run the t.test and extract the $statistic (i.e., the difference in the mean vale)

sig1<-t.test(W0[j,], T10[j,])$p.value #to (re)run the t.test and extract the significance value (i.e., p-value)

test1<-cbind(ID_REF,sta1,sig1) # this juxtaposing sta and sig

test2<-rbind(test2,test1) # to same sta and sig

ID_REF<-rownames(W0[j,]) #to extract the probe id

sta2<-t.test(W0[j,], T20[j,])$statistic #to run the t.test and extract the $statistic (i.e., the difference in the mean vale)

sig2<-t.test(W0[j,], T20[j,])$p.value #to (re)run the t.test and extract the significance value (i.e., p-value)

test3<-cbind(ID_REF,sta2,sig2) # this juxtaposing sta and sig

test4<-rbind(test4,test3) # to same sta and sig

}

#Add Fold Change Data into it

head(test2)

test2<- as.data.frame(test2)

test2$Fold<- T10Fold1

#make a numeric dataset

test2$sta1<-as.numeric(as.character(test2$sta1))

test2$sig1<-as.numeric(as.character(test2$sig1))

#isoalte the significant results with pvalue of .05 and a 2 fold change

sig_wt_T1_0 <- subset(test2,abs(sig1)<.05)

sig2foldT101 <- subset(sig_wt_T1_0,abs(Fold)>2)

sig2foldT102 <- subset(sig_wt_T1_0,abs(Fold)<0.5)

T1_0_Sig <- combine(sig2foldT101,sig2foldT102)

#remove excess files so they dont stack up

rm(sig_wt_T1_0)

rm(sig2foldT101)

rm(sig2foldT102)

rm(sta1)

rm(sig1)

rm(test1)

rm(test2)

#repeat for TM2

test4<- as.data.frame(test4)

test4$Fold<- T20Fold1

#make a numeric dataset

test4$sta2<-as.numeric(as.character(test4$sta2))

test4$sig2<-as.numeric(as.character(test4$sig2))

#isoalte the significant results with a bonferonni correction., .05/19437=.00000257

sig_wt_T2_0 <-subset(test4,abs(sig2)<.05)

sig2foldT201 <-subset(sig_wt_T2_0,abs(Fold)>2)

sig2foldT202 <- subset(sig_wt_T2_0,abs(Fold)<0.5)

T2_0_Sig <- combine(sig2foldT201,sig2foldT202)

rm(sig_wt_T2_0)

rm(sig2foldT201)

rm(sig2foldT202)

rm(sta2)

rm(sig2)

rm(test3)

rm(test4)

#start for the next time point

test6 <- NULL

test8<- NULL

#T2, WT vs TM1 and TM2

for (j in seq(nrow(W2)))

{

ID_REF<-rownames(W2[j,]) #to extract the probe id

sta3<-t.test(W2[j,], T12[j,])$statistic #to run the t.test and extract the $statistic (i.e., the difference in the mean vale)

sig3<-t.test(W2[j,], T12[j,])$p.value #to (re)run the t.test and extract the significance value (i.e., p-value)

test5<-cbind(ID_REF,sta3,sig3) # this juxtaposing sta and sig

test6<-rbind(test6,test5) # to same sta and sig

ID_REF<-rownames(W2[j,]) #to extract the probe id

sta4<-t.test(W2[j,], T22[j,])$statistic #to run the t.test and extract the $statistic (i.e., the difference in the mean vale)

sig4<-t.test(W2[j,], T22[j,])$p.value #to (re)run the t.test and extract the significance value (i.e., p-value)

test7<-cbind(ID_REF,sta4,sig4) # this juxtaposing sta and sig

test8<-rbind(test8,test7) # to same sta and sig

}

test6<- as.data.frame(test6)

test6$Fold<- T12Fold1

#make a numeric dataset

test6$sta3<-as.numeric(as.character(test6$sta3))

test6$sig3<-as.numeric(as.character(test6$sig3))

sig_wt_T1_2 <-subset(test6,abs(sig3)<.05)

sig2foldT121 <-subset(sig_wt_T1_2,abs(Fold)>2)

sig2foldT122 <- subset(sig_wt_T1_2,abs(Fold)<0.5)

T1_2_Sig <- combine(sig2foldT121,sig2foldT122)

test8<- as.data.frame(test8)

test8$Fold<- T22Fold1

#make a numeric dataset

test8$sta4<-as.numeric(as.character(test8$sta4))

test8$sig4<-as.numeric(as.character(test8$sig4))

sig_wt_T2_2 <-subset(test8,abs(sig4)<.05)

sig2foldT221 <-subset(sig_wt_T2_2,abs(Fold)>2)

sig2foldT222 <- subset(sig_wt_T2_2,abs(Fold)<0.5)

T2_2_Sig <- combine(sig2foldT221,sig2foldT222)

rm(sig_wt_T2_2)

rm(sig2foldT121)

rm(sig2foldT122)

rm(sig2foldT221)

rm(sig2foldT222)

rm(sta3)

rm(sig3)

rm(test5)

rm(test6)

rm(test7)

rm(test8)

#repeat for the third time point

test10= NULL

test12= NULL

#WT vs TM1 and Tm2 at T4

for (j in seq(nrow(W4)))

{

ID_REF<-rownames(W4[j,]) #to extract the probe id

sta5<-t.test(W4[j,], T14[j,])$statistic #to run the t.test and extract the $statistic (i.e., the difference in the mean vale)

sig5<-t.test(W4[j,], T14[j,])$p.value #to (re)run the t.test and extract the significance value (i.e., p-value)

test9<-cbind(ID_REF,sta5,sig5) # this juxtaposing sta and sig

test10<-rbind(test10,test9) # to same sta and sig

ID_REF<-rownames(W4[j,]) #to extract the probe id

sta6<-t.test(W4[j,], T24[j,])$statistic #to run the t.test and extract the $statistic (i.e., the difference in the mean vale)

sig6<-t.test(W4[j,], T24[j,])$p.value #to (re)run the t.test and extract the significance value (i.e., p-value)

test11<-cbind(ID_REF,sta6,sig6) # this juxtaposing sta and sig

test12<-rbind(test12,test11) # to same sta and sig

}

test10<- as.data.frame(test10)

test10$Fold<- T14Fold1

#make a numeric dataset

test10$sta5<-as.numeric(as.character(test10$sta5))

test10$sig5<-as.numeric(as.character(test10$sig5))

sig_wt_T1_4 <-subset(test10,abs(sig5)<.05)

sig2foldT141 <-subset(sig_wt_T1_4,abs(Fold)>2)

sig2foldT142 <- subset(sig_wt_T1_4,abs(Fold)<0.5)

T1_4_Sig <- combine(sig2foldT141,sig2foldT142)

test12<- as.data.frame(test12)

test12$Fold<- T24Fold1

#make a numeric dataset

test12$sta6<-as.numeric(as.character(test12$sta6))

test12$sig6<-as.numeric(as.character(test12$sig6))

sig_wt_T2_4 <-subset(test12,abs(sig6)<.05)

sig2foldT241<-subset(sig_wt_T2_4,abs(Fold)>2)

sig2foldT242 <- subset(sig_wt_T2_4,abs(Fold)<0.5)

T2_4_Sig <- combine(sig2foldT241,sig2foldT242)

rm(sta4)

rm(sig4)

rm(sta5)

rm(sig5)

rm(sta6)

rm(sig6)

rm(sig_wt_T1_4)

rm(sig_wt_T2_4)

rm(sig2foldT141)

rm(sig2foldT142)

rm(sig2foldT241)

rm(sig2foldT242)

rm(sta3)

rm(sig3)

rm(test9)

rm(test10)

rm(test11)

rm(test12)

test14= NULL

test16= NULL

#WT vs TM1 and Tm2 at T6

for (j in seq(nrow(W6)))

{

ID_REF<-rownames(W6[j,]) #to extract the probe id

sta7<-t.test(W6[j,], T16[j,])$statistic #to run the t.test and extract the $statistic (i.e., the difference in the mean vale)

sig7<-t.test(W6[j,], T16[j,])$p.value #to (re)run the t.test and extract the significance value (i.e., p-value)

test13<-cbind(ID_REF,sta7,sig7) # this juxtaposing sta and sig

test14<-rbind(test14,test13) # to same sta and sig

ID_REF<-rownames(W6[j,]) #to extract the probe id

sta8<-t.test(W6[j,], T26[j,])$statistic #to run the t.test and extract the $statistic (i.e., the difference in the mean vale)

sig8<-t.test(W6[j,], T26[j,])$p.value #to (re)run the t.test and extract the significance value (i.e., p-value)

test15<-cbind(ID_REF,sta8,sig8) # this juxtaposing sta and sig

test16<-rbind(test16,test15) # to same sta and sig

}

test14<- as.data.frame(test14)

test14$Fold<- T16Fold1

#make a numeric dataset

test14$sta7<-as.numeric(as.character(test14$sta7))

test14$sig7<-as.numeric(as.character(test14$sig7))

sig_wt_T1_6 <-subset(test14,abs(sig7)<.05)

sig2foldT161 <-subset(sig_wt_T1_6,abs(Fold)>2)

sig2foldT162 <- subset(sig_wt_T1_6,abs(Fold)<0.5)

T1_6_Sig <- combine(sig2foldT161,sig2foldT162)

test16<- as.data.frame(test16)

test16$Fold<- T26Fold1

#make a numeric dataset

test16$sta8<-as.numeric(as.character(test16$sta8))

test16$sig8<-as.numeric(as.character(test16$sig8))

sig_wt_T2_6 <-subset(test16,abs(sig8)<.05)

sig2foldT261 <-subset(sig_wt_T2_6,abs(Fold)>2)

sig2foldT262 <- subset(sig_wt_T2_6,abs(Fold)<0.5)

T2_6_Sig <- combine(sig2foldT261,sig2foldT262)

rm(sta7)

rm(sig7)

rm(sta8)

rm(sig8)

rm(sig_wt_T1_6)

rm(sig_wt_T2_6)

rm(sig_wt_T1_2)

rm(sig2foldT161)

rm(sig2foldT162)

rm(sig2foldT261)

rm(sig2foldT262)

rm(test13)

rm(test14)

rm(test15)

rm(test16)

#Overlap the Datasets (Tm1 and Tm2)

T0DEGs <- merge(T1_0_Sig, T2_0_Sig, by = "ID_REF")

T2DEGs <- merge(T1_2_Sig, T2_2_Sig, by = "ID_REF")

T4DEGs <- merge(T1_4_Sig, T2_4_Sig, by = "ID_REF")

T6DEGs <- merge(T1_6_Sig, T2_6_Sig, by = "ID_REF")

#Put all DEGs AT numbers onto single files

T0AT <-as.data.frame(T0DEGs$ID_REF)

T2AT <-as.data.frame(T2DEGs$ID_REF)

T4AT <-as.data.frame(T4DEGs$ID_REF)

T6AT <-as.data.frame(T6DEGs$ID_REF)

#Remove all of the extra files!

rm(T10Fold1)

rm(T20Fold1)

rm(T12Fold1)

rm(T22Fold1)

rm(T14Fold1)

rm(T16Fold1)

rm(T24Fold1)

rm(T26Fold1)

rm(W0)

rm(W2)

rm(W4)

rm(W6)

rm(T10)

rm(T12)

rm(T14)

rm(T16)

rm(T20)

rm(T22)

rm(T24)

rm(T26)

rm(W0mean)

rm(W2mean)

rm(W4mean)

rm(W6mean)

rm(T10mean)

rm(T12mean)

rm(T14mean)

rm(T16mean)

rm(T20mean)

rm(T22mean)

rm(T24mean)

rm(T26mean)

rm(T1_0_Sig)

rm(T2_0_Sig)

rm(T1_2_Sig)

rm(T2_2_Sig)

rm(T1_4_Sig)

rm(T2_4_Sig)

rm(T1_6_Sig)

rm(T2_6_Sig)

rm(mydata)

RESULTS:

GENIE3 CODE:

#############################################################

#GENIE3 for TM_RNA_Seq, Run this on entire FPKM matrix

#use the TFS in the BAG list as the regulatory genes for the ML

#I will use individual transcriptomes, not averaged reps, to make the TF number equal the sample size

#balancing the TF# and sample size# helps prevent over or under fitting

### This is the list of BAG genes

BAGs<-`200415_BAGs`

### This is an expression matrix of full transcriptomes from the TM_RNA-seq project

FPKM <-TM_RNA_SEQ_FPKM

### This will merge the FPKM with the BAGs, remove gene names and reassign them as row names

BAG_FPKM <- merge(BAGs,FPKM, by = "Gene")

exprMatr <- BAG_FPKM[c(2:37)]

row.names(exprMatr) <- BAG_FPKM$Gene

### This is a list of TFs in the BAG list

### it was generated by finding the overlap between the BAG list and the list of all Arabidopsis TFs

regulators = c("AT1G01720",

"AT1G61660",

"AT4G00870",

"AT2G42380",

"AT3G58120",

"AT1G74930",

"AT4G01720",

"AT3G05690",

"AT2G45660",

"AT5G60910",

"AT4G37750",

"AT1G19350",

"AT3G50260",

"AT4G23750",

"AT1G71130",

"AT5G25190",

"AT4G28140",

"AT2G46270",

"AT3G28920",

"AT1G07900",

"AT5G59780",

"AT5G39610",

"AT1G52890",

"AT3G15500",

"AT1G77450",

"AT3G04060",

"AT1G69490",

"AT4G38340",

"AT4G27410",

"AT5G15800",

"AT3G12250",

"AT5G07100",

"AT4G18170",

"AT3G01970",

"AT2G46400",

"AT5G49520",

"AT1G69310",

"AT3G56400",

"AT5G59340",

"AT5G04340")

###Prep and Run GENIE3

library(GENIE3)

set.seed(123) # For reproducibility of results

weights <- GENIE3(as.matrix(exprMatr), regulators = regulators, verbose=TRUE)

### Isolate the lsit of regulatory links

linkList <- getLinkList(weights)

dim(linkList)

write.csv(linkList, file = "200714_BAG_GENIE3_Output.csv")

####add back the reannotated network

GRN<- AUPR_0_64_Cutoff_TM_GENIE3

names(GRN)[1] <- "Gene"

####Overlap the AT numbers with the Gene aliases from TAIR

#Keep only the first annotation for each gene for each AT number

AT_Names <-gene_names %>% distinct(locus_name, .keep_all = TRUE)

names(AT_Names)[1] <- "Gene"

#merge into Source gene column

GRN1<-merge(AT_Names,GRN, by = "Gene", all = TRUE)

GRN2 <-GRN1[!is.na(GRN1$Score), ]

names(GRN2)[2] <- "Source"

names(GRN2)[1] <- "Source_AT"

names(GRN2)[4] <- "Gene"

#### merge the target with the AT names

GRN3<- merge(GRN2, AT_Names, by = "Gene", all = TRUE)

GRN4 <-GRN3[!is.na(GRN3$Score), ]

names(GRN4)[1] <- "Target_AT"

names(GRN4)[7] <- "Target"

namedGRN<-GRN4[c(1:3,5:7)]

write.csv(namedGRN, file = "200714_Named_Trimmed_network.csv")

### I exported the network and maually annotated the names for genes with "NA"

GRN5<-X200714_Named_Trimmed_network[c(1:6)]

###### The following file contains the time of differential expression for each gene in T2 by edgeR

Time <-`200412_DEGTime_edgeR_T2`

names(Time)[2] <- "Target_AT"

GRN6 <-merge(GRN5, Time, by = "Target_AT", all = TRUE)

GRN7 <-GRN6[!is.na(GRN6$Score), ]

write.csv(GRN7, file = "GRN7.csv")

######taking the trend data from T2 and making it into a column format

Trend <-X200714_Trend_T2_Data

Trend_Data<-melt(Trend, id.vars = "Gene")

###Merge this with the Target Data

names(GRN8)[2] <- "Gene"

GRN9<- merge(GRN8, Trend_Data, by = "Gene", all = TRUE)

GRN10 <-GRN9[!is.na(GRN9$Score), ]

####subset to remoce excess values

GRN10$Match <-as.numeric(GRN10$`Target Time` == GRN10$variable)

GRN11<- subset(GRN10, Match == 1)

write.csv(GRN11, file = "GRN11.csv")

### I exported GRN11 and removed the match column, then reordered the columns.

names(Ath_TF_list)[2] <- "Gene"

names(GRN12)[4] <- "Gene"

GRN13<-merge(Ath_TF_list,GRN12, by = "Gene", all = TRUE)

GRN14 <-GRN13[!is.na(GRN13$Score), ]

names(GRN14)[1] <- "Target_AT"

names(GRN14)[2] <- "Target_TFs"

names(GRN14)[6] <- "Gene"

GRN15<-merge(Ath_TF_list,GRN14, by = "Gene", all = TRUE)

GRN16 <-GRN15[!is.na(GRN15$Score), ]

write.csv(GRN16, file = "GRN16.csv")

##### reorganized the GRN16 file to annotate which are TFs

##forgot to add time for the source nodes, adding here

names(Time)[2] <- "Gene"

GRN18 <-merge(GRN17, Time, by = "Gene", all = TRUE)

GRN19 <-GRN18[!is.na(GRN18$Score), ]

write.csv(GRN19, file = "GRN19.csv")

###manuallly trimmed GRN19, importing back

names(GRN20)[5] <- "Gene"

GRN21<-merge(X200628_LSD, GRN20, by = "Gene", all = TRUE)

GRN22 <-GRN21[!is.na(GRN21$Score), ]

names(GRN22)[1] <- "Target_AT"

names(GRN22)[2] <- "Target_Role"

names(GRN22)[4] <- "Gene"

GRN23<-merge(X200628_LSD, GRN22, by = "Gene", all = TRUE)

GRN24 <-GRN23[!is.na(GRN23$Score), ]

names(GRN24)[1] <- "Source_AT"

names(GRN24)[2] <- "Source_Role"

write.csv(GRN24, file = "GRN24.csv")

#### GRN25 will be overlapped with DILS data for label colors in cytoscape

names(GRN25)[6] <- "Gene"

GRN26<- merge(GRN25,`200424DILS_DEGs_log2`, by = "Gene", all = TRUE)

GRN27 <-GRN26[!is.na(GRN26$Score), ]

names(GRN27)[1] <- "Target_AT"

names(GRN27)[15] <- "Target_DILS"

names(GRN27)[2] <- "Gene"

GRN28<- merge(GRN27,`200424DILS_DEGs_log2`, by = "Gene", all = TRUE)

names(GRN28)[1] <- "Source_AT"

GRN29 <-GRN28[!is.na(GRN28$Score), ]

names(GRN29)[21] <- "Source_DILS"

write.csv(GRN29, file = "GRN29.csv")

PC3 Separation: We include this to show that at each time point, there is slight movement across PC3

.

###### NEW PCA ANALYSIS

mydata<-round(FPKMafterfilter[c(2:37)])

row.names(mydata) <- FPKMafterfilter$z

library(DESeq2)

dds_TM <- DESeqDataSetFromMatrix(countData = mydata,

colData = X200911_TM_PCA_Metadata ,

design = ~ Genotype + Time)

library(ggplot2)

vsd_root <- vst(dds_TM, blind=TRUE)

pcaDataroot <- plotPCA(vsd_root, intgroup=c("Genotype", "Time"), returnData = TRUE)

percentVarroot <-round(100 * attr(pcaDataroot, "percentVar"))

sp <- ggplot(pcaDataroot, aes(PC4, PC5, color= Genotype, shape=Time)) +

geom_point(size=3) +

xlab(paste0("PC4: ",percentVarroot[4],"% variance")) +

ylab(paste0("PC5: ",percentVarroot[5],"% variance")) +

coord_fixed()

sp

#####################################################################################

#################################################################################### After filtering, transcriptome had 19438 genes, so this covers entire transcriptome

plotPCA <-function (object, intgroup = "condition", ntop = 20000, returnData = FALSE)

{

rv <- rowVars(assay(object))

select <- order(rv, decreasing = TRUE)[seq_len(min(ntop,

length(rv)))]

pca <- prcomp(t(assay(object)[select, ]))

percentVar <- pca$sdev^2/sum(pca$sdev^2)

if (!all(intgroup %in% names(colData(object)))) {

stop("the argument 'intgroup' should specify columns of colData(dds)")

}

intgroup.df <- as.data.frame(colData(object)[, intgroup, drop = FALSE])

group <- if (length(intgroup) > 1) {

factor(apply(intgroup.df, 1, paste, collapse = " : "))

}

else {

colData(object)[[intgroup]]

}

d <- data.frame(PC4 = pca$x[, 4], PC5 = pca$x[, 5], group = group,

intgroup.df, name = colData(object)[,1])

if (returnData) {

attr(d, "percentVar") <- percentVar[1:5]

return(d)

}

ggplot(data = d, aes_string(x = "PC1", y = "PC2", color = "group", label = "name")) + geom_point(size = 3) + xlab(paste0("PC4: ", round(percentVar[4] * 100), "% variance")) + ylab(paste0("PC5: ", round(percentVar[5] * 100), "% variance")) + coord_fixed() + geom_text_repel(size=3)

}

###########################################

##########################################

# Supplementary material for: Gene expression changes occurring at bolting time are associated with leaf senescence in Arabidopsis
**Source:** Plant Direct. 2020 Nov 8;4(11):e00279. doi: 10.1002/pld3.279

# AT1G01070

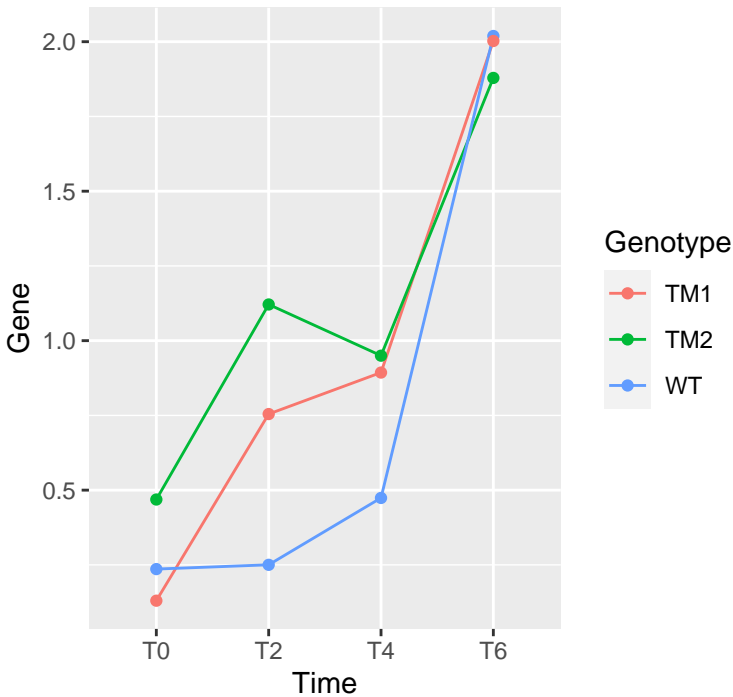

# AT1G01470

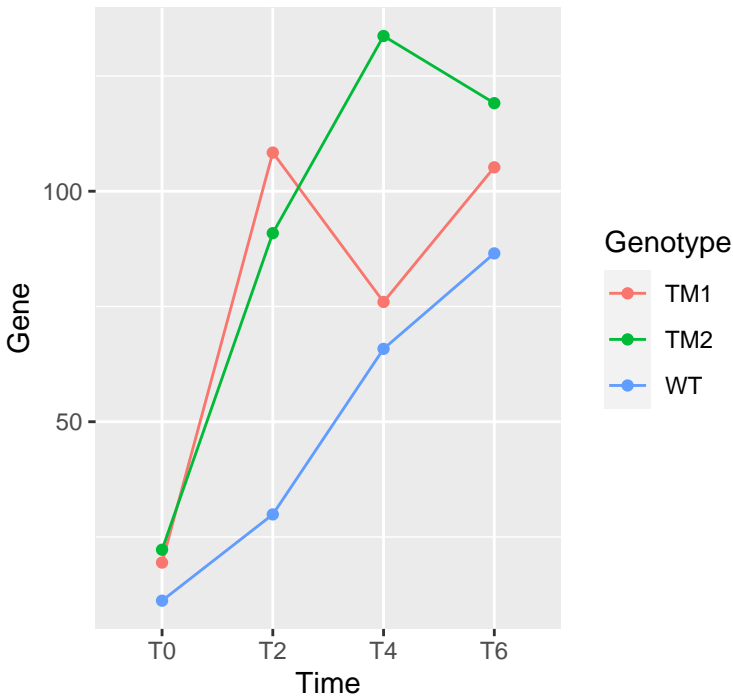

# AT1G01720

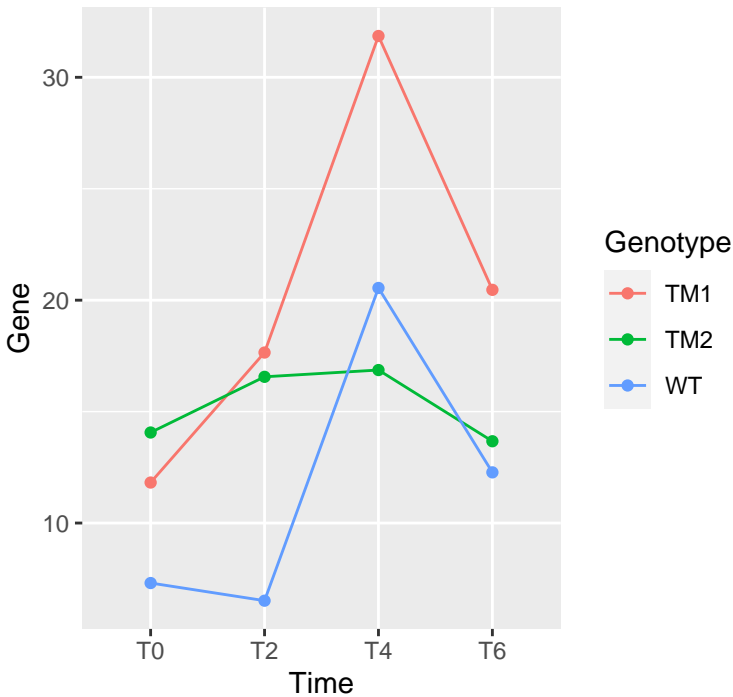

# AT1G02460

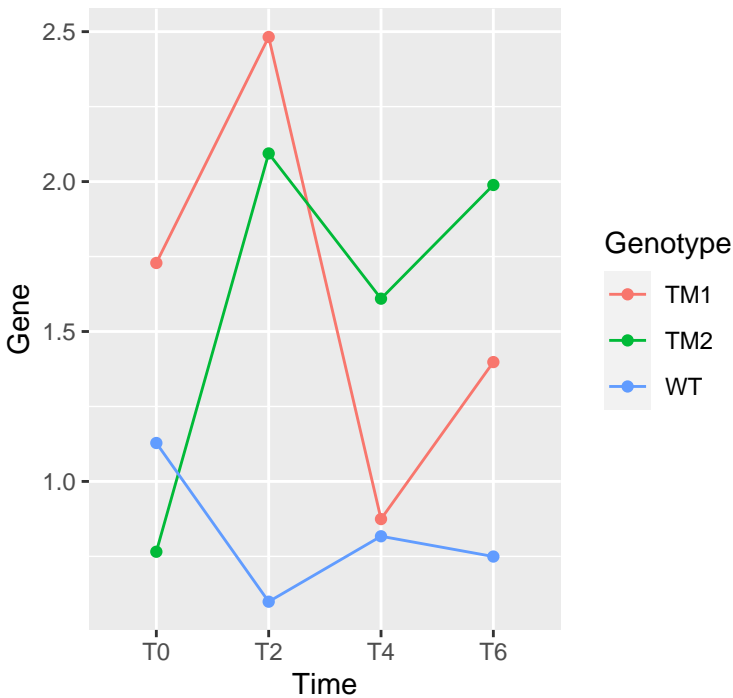

# AT1G02610

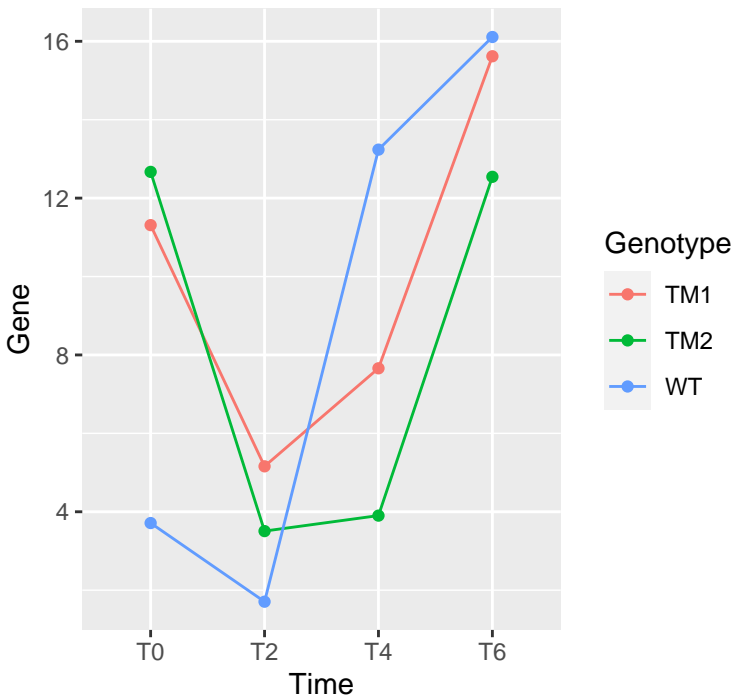

# AT1G02850

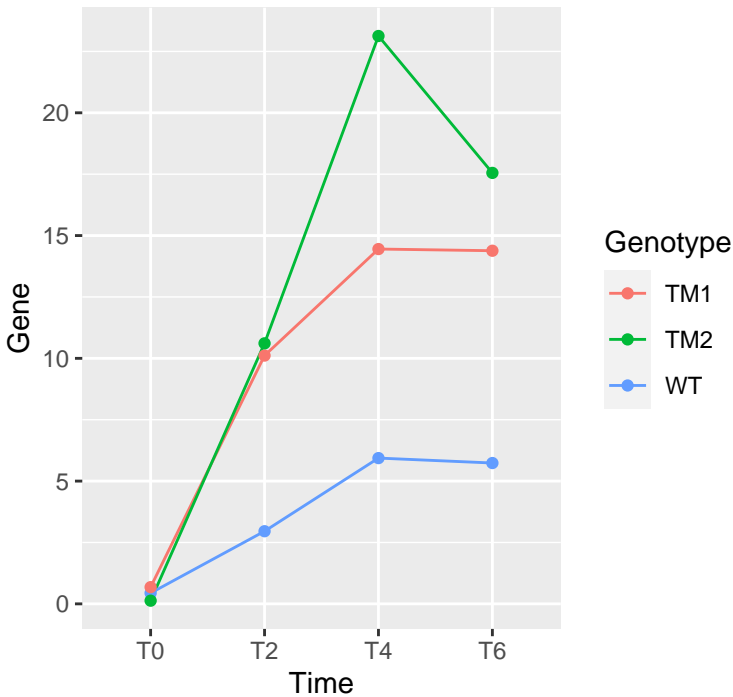

# AT1G03770

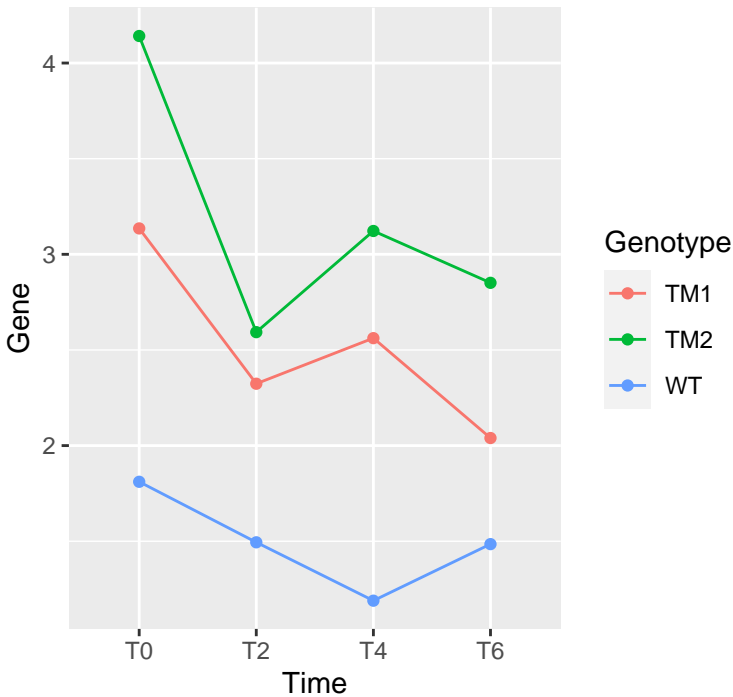

# AT1G03870

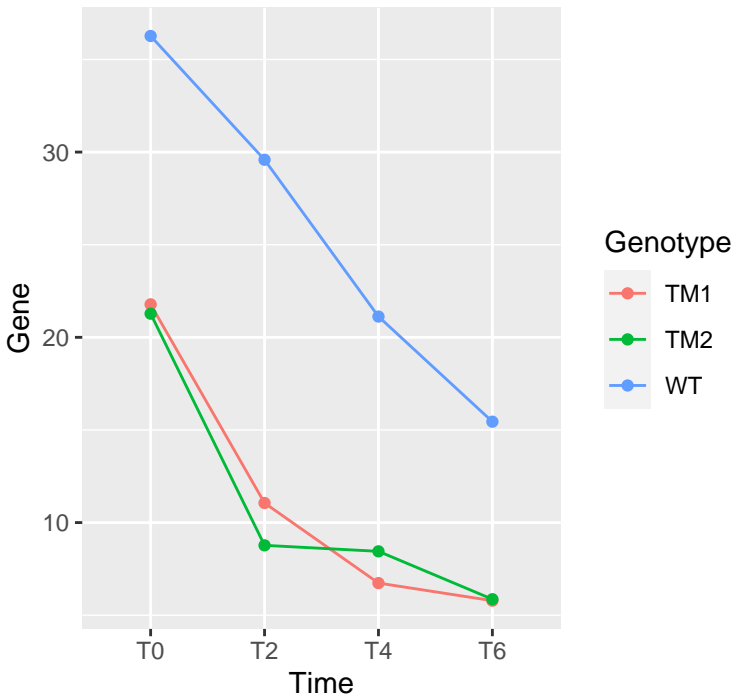

# AT1G04040

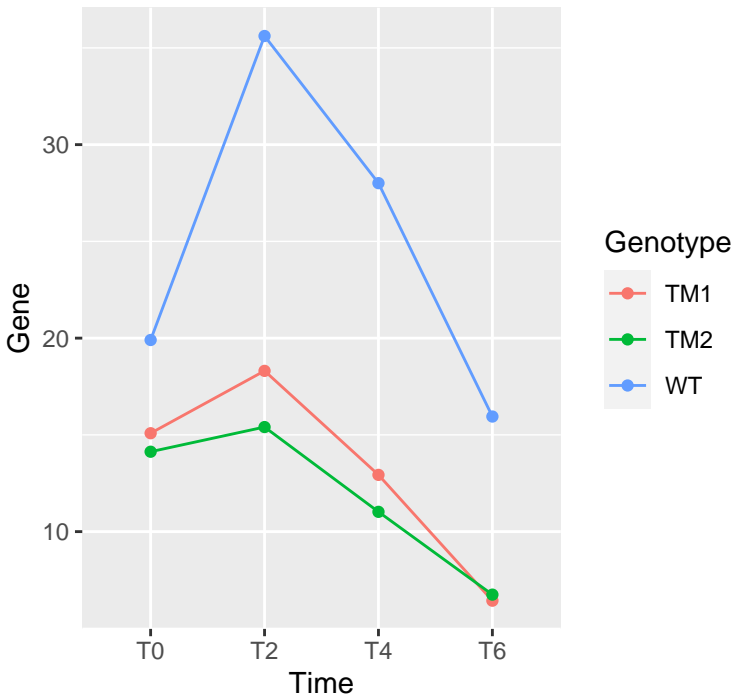

# AT1G04680

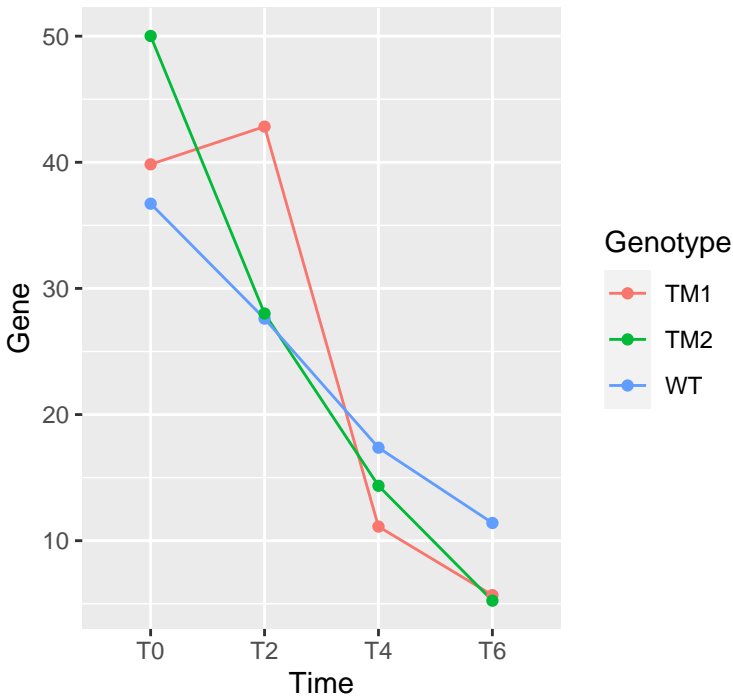

# AT1G05300

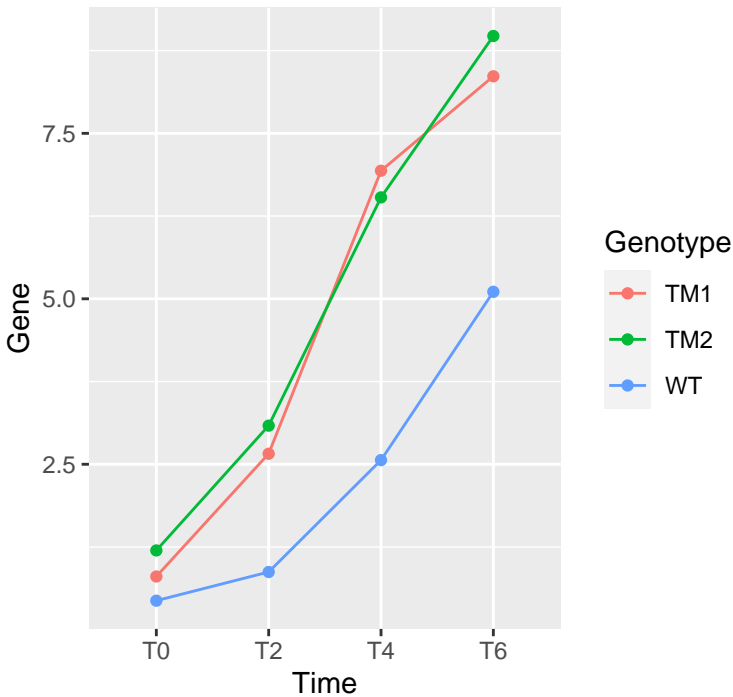

# AT1G07150

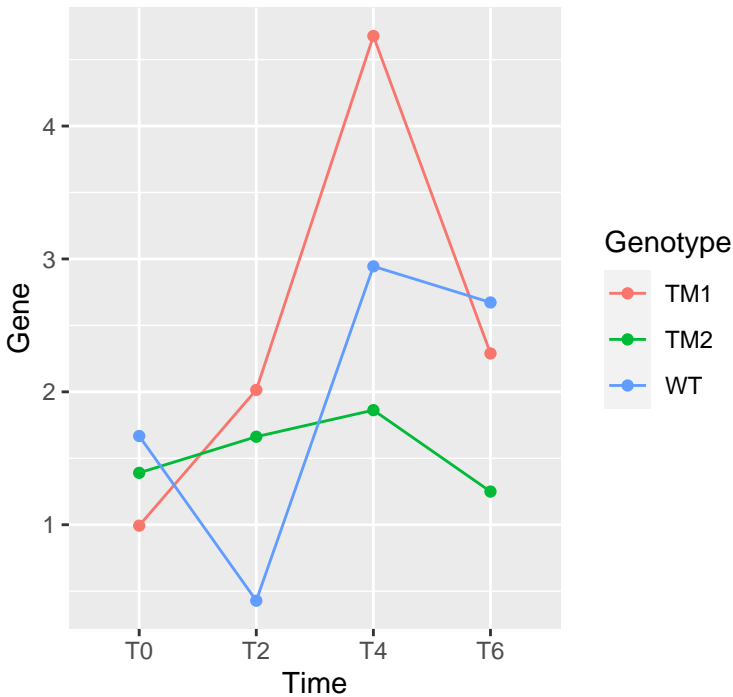

# AT1G07430

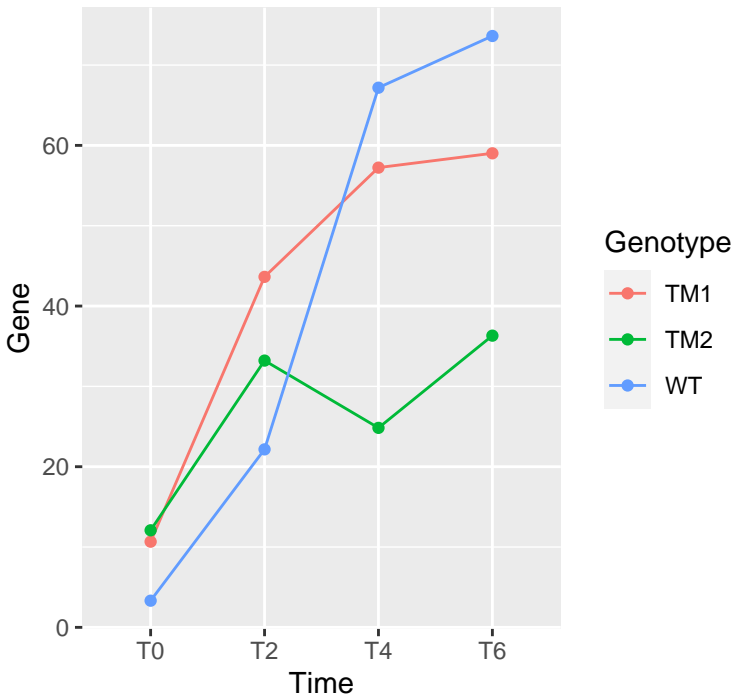

# AT1G07610

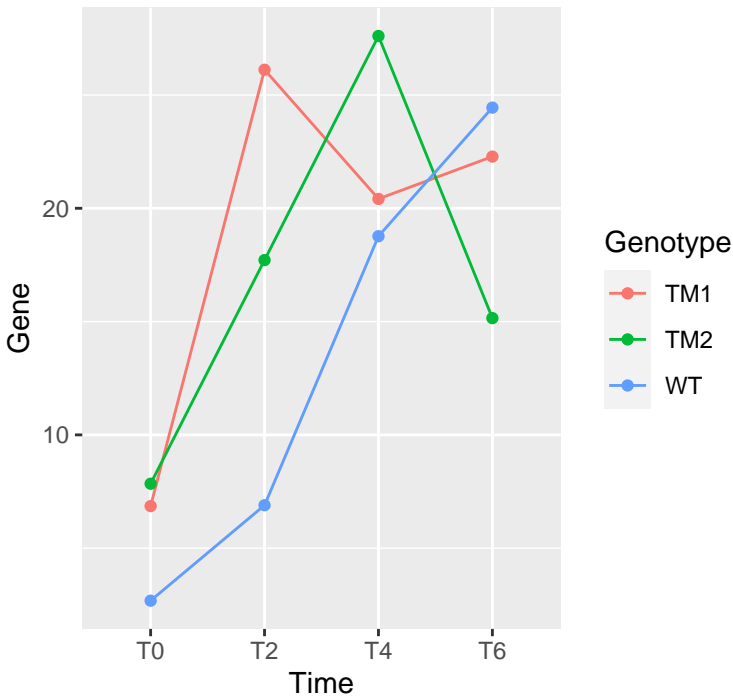

# AT1G07900

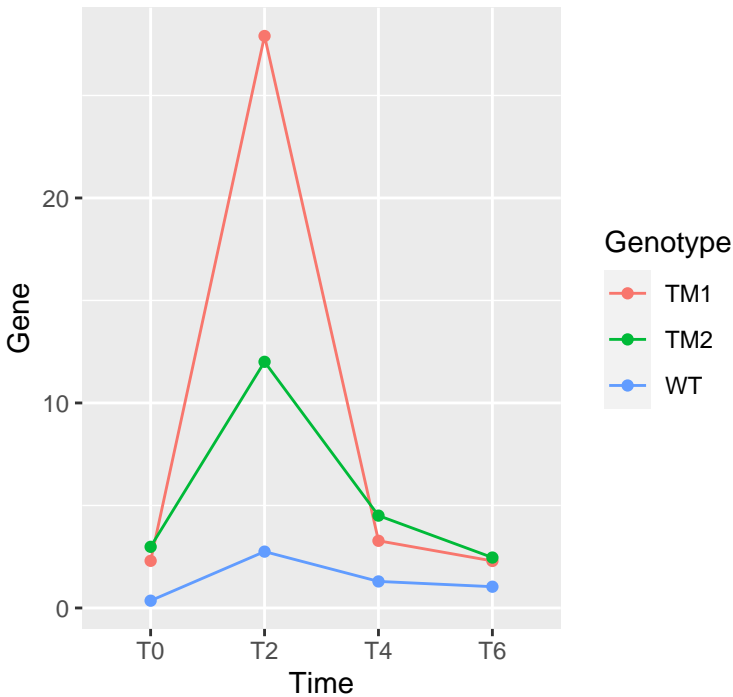

# AT1G08050

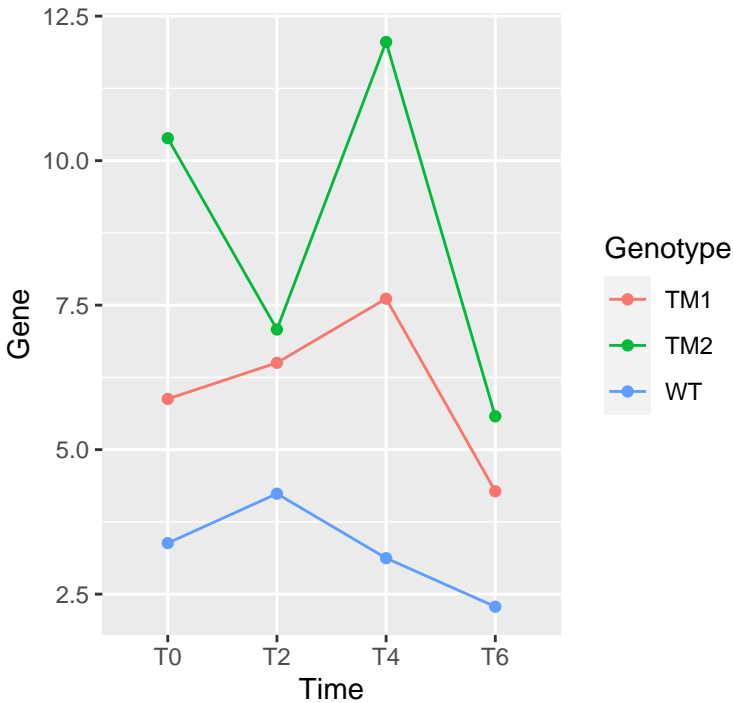

# AT1G08230

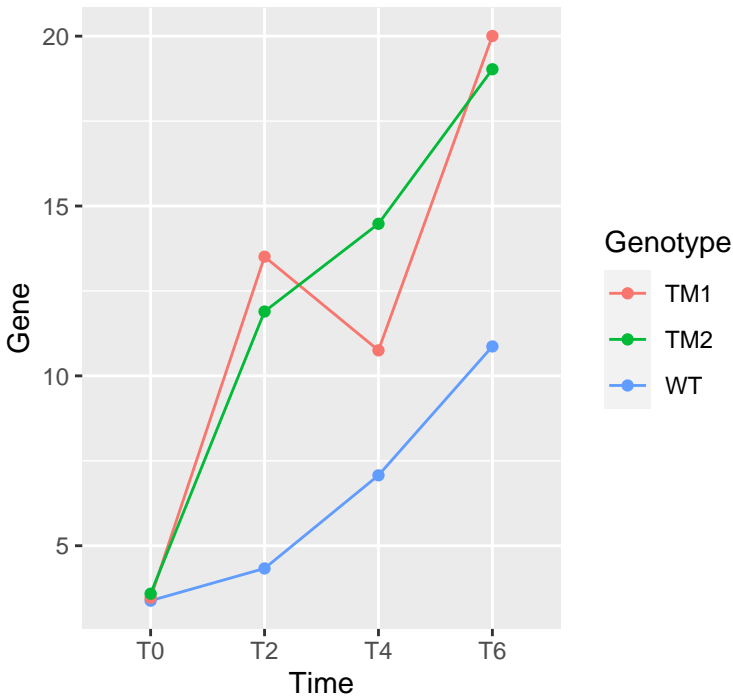

# AT1G08560

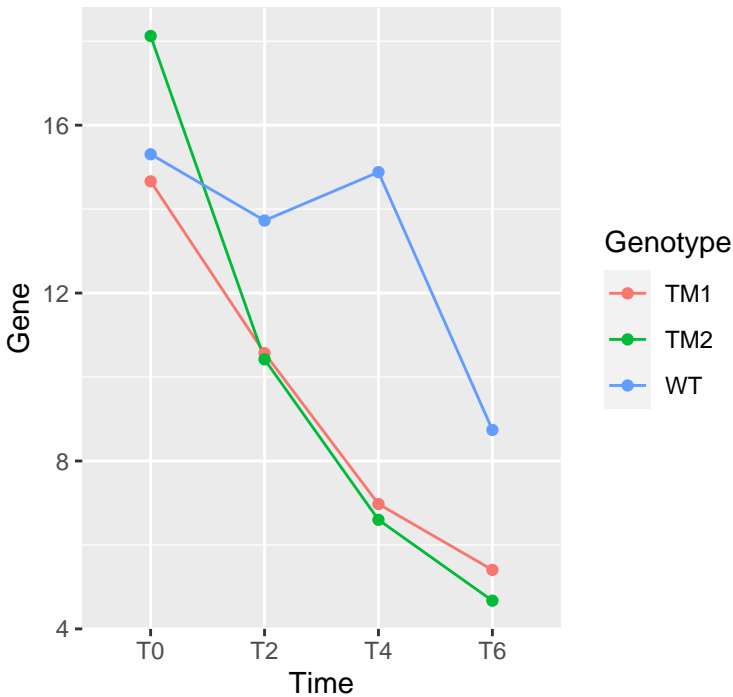

# AT1G08940

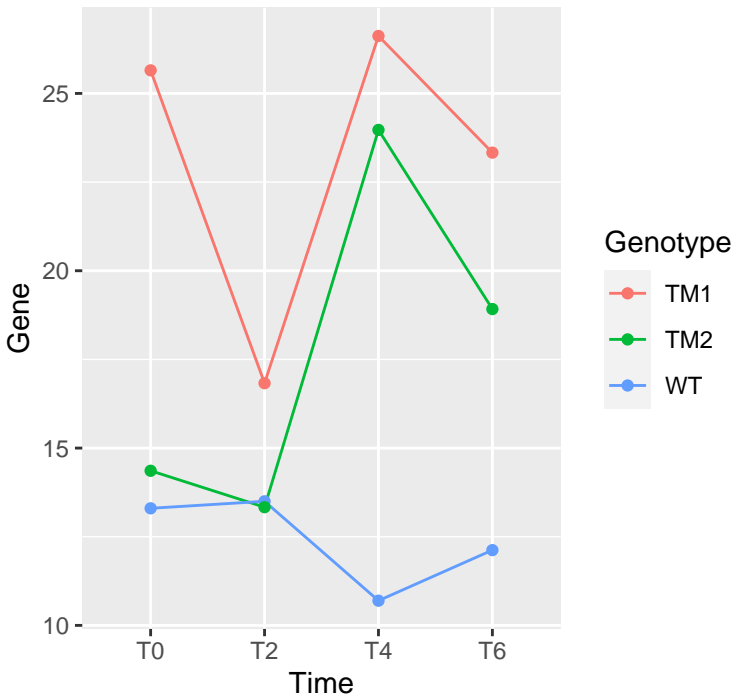

# AT1G09140

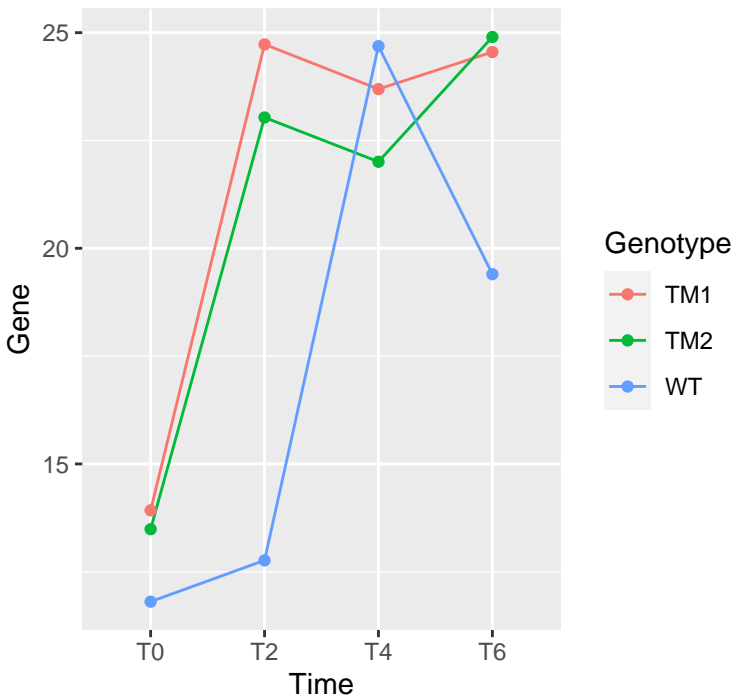

# AT1G09932

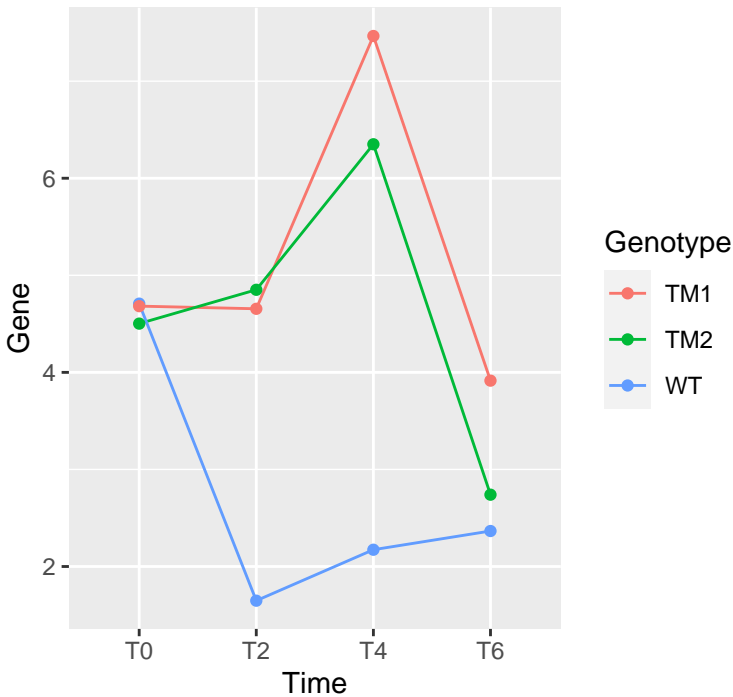

# AT1G12760

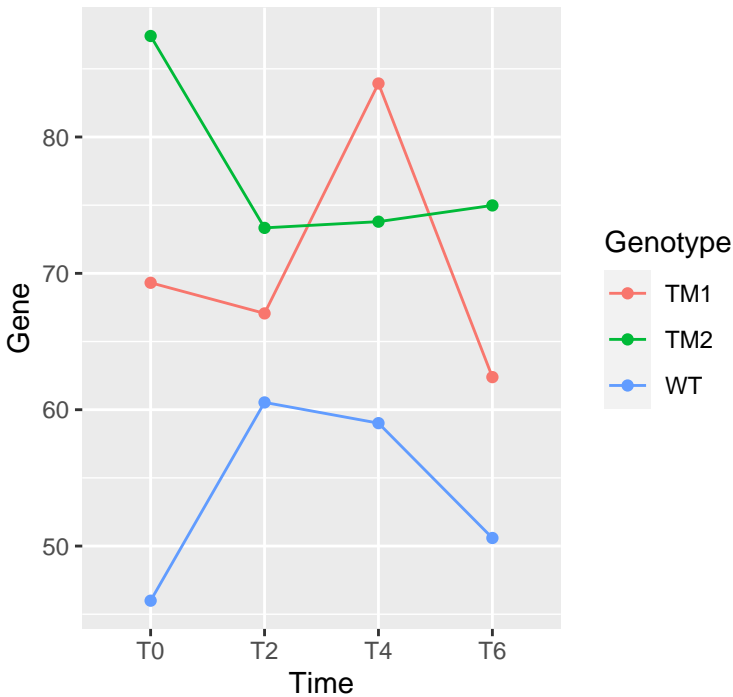

# AT1G13930

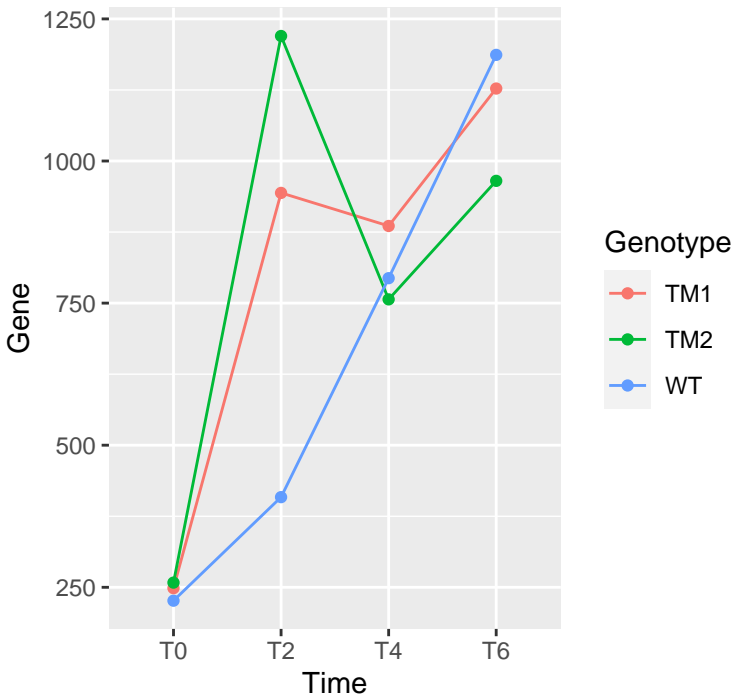

# AT1G14200

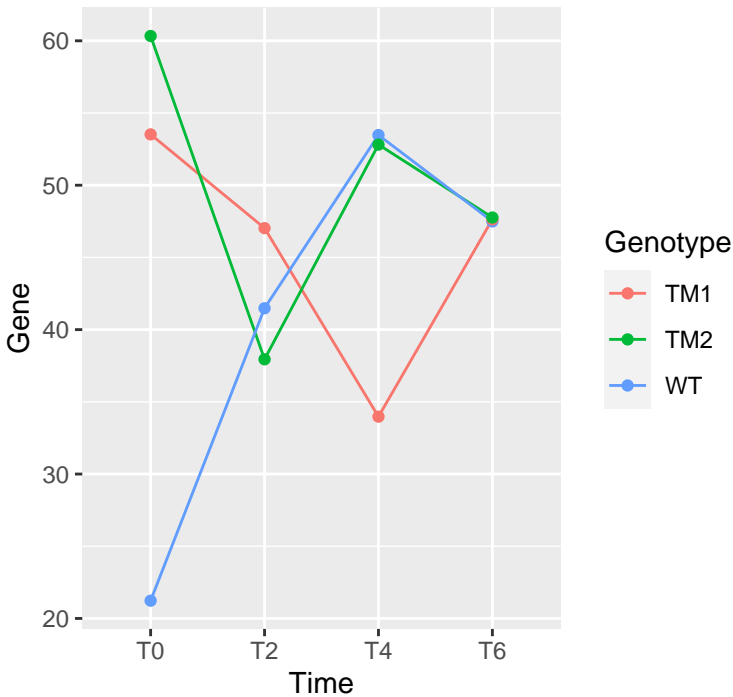

# AT1G14250

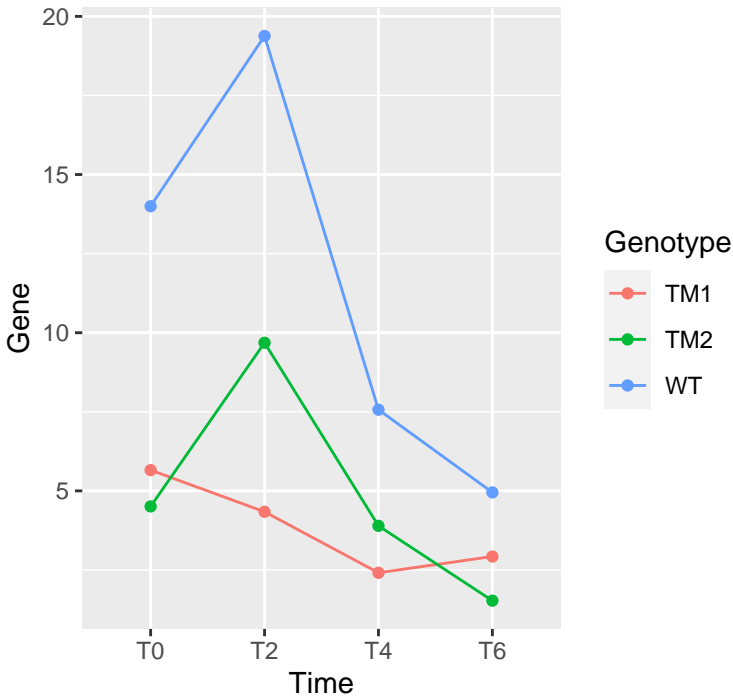

# AT1G14870

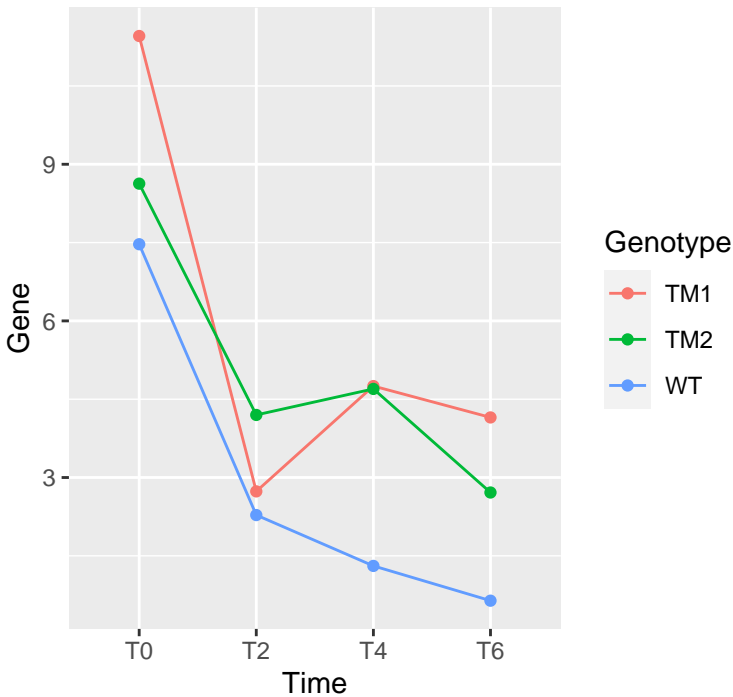

# AT1G15570

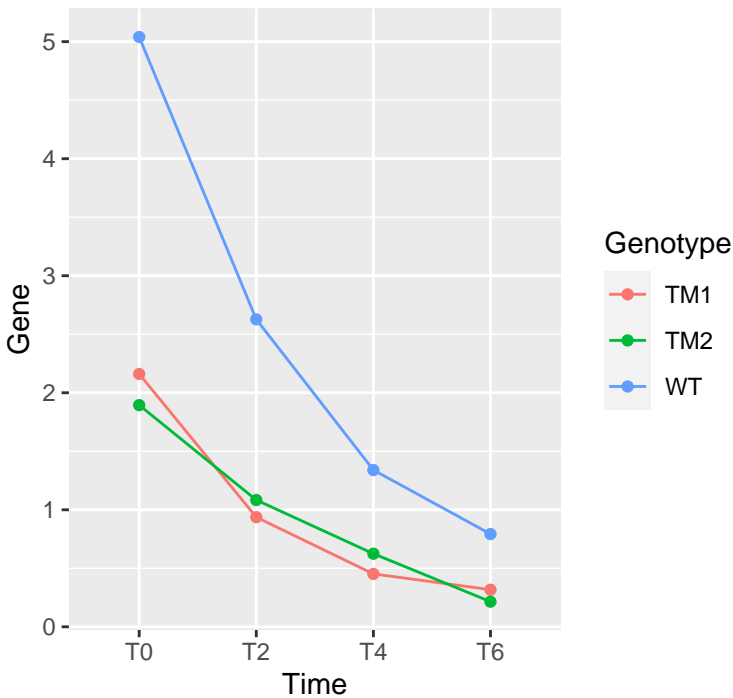

# AT1G15670

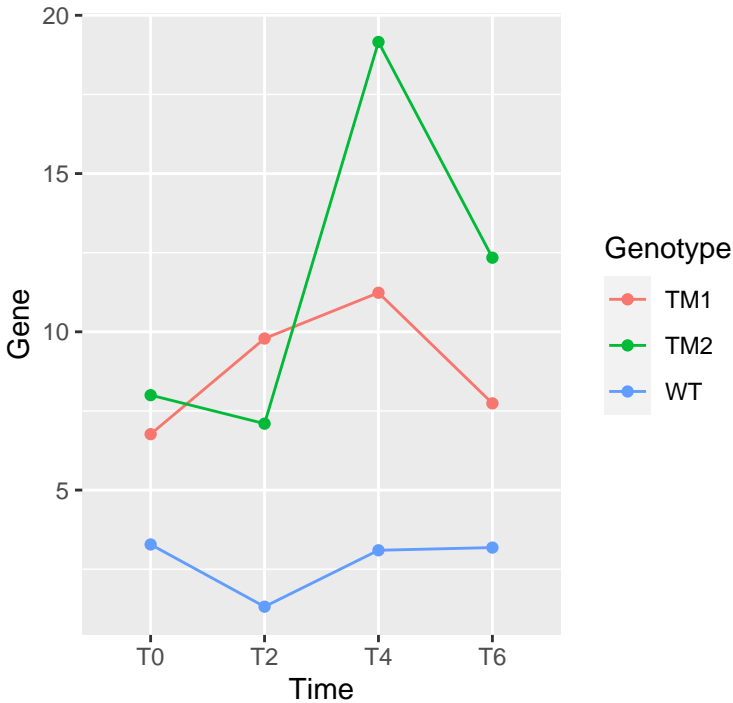

# AT1G16510

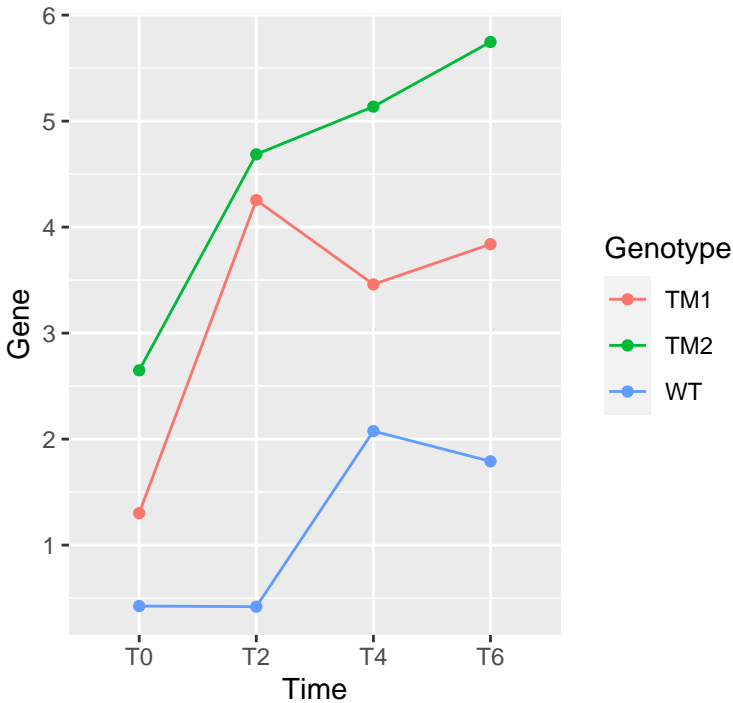

# AT1G17140

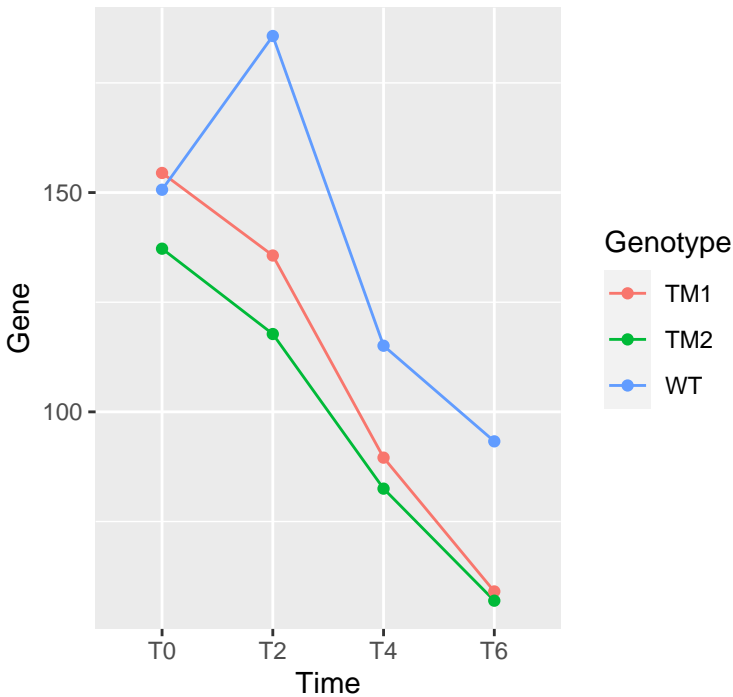

# AT1G17170

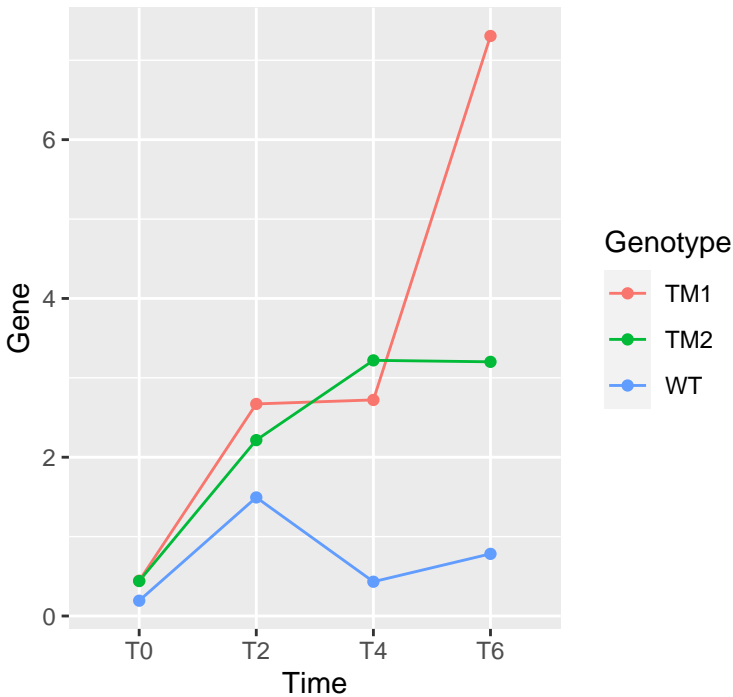

# AT1G18990

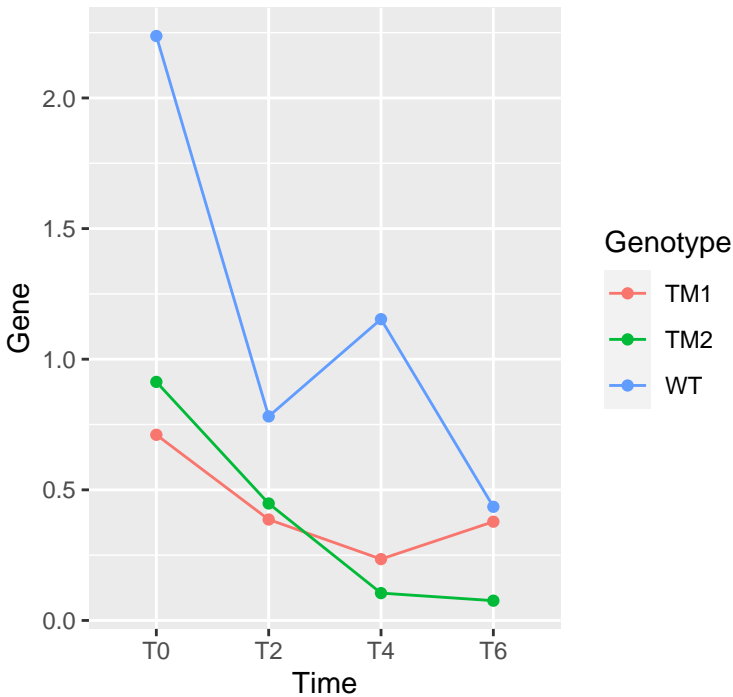

# AT1G19350

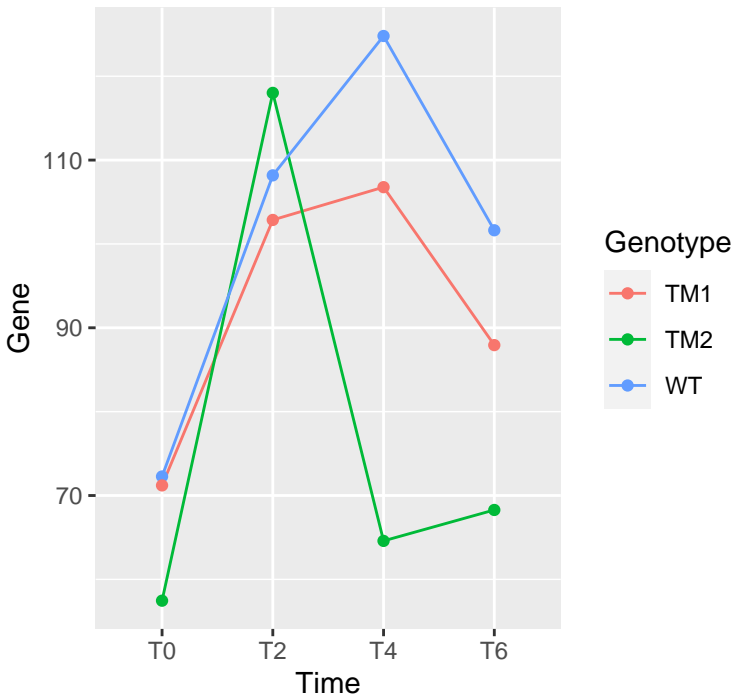

# AT1G20190

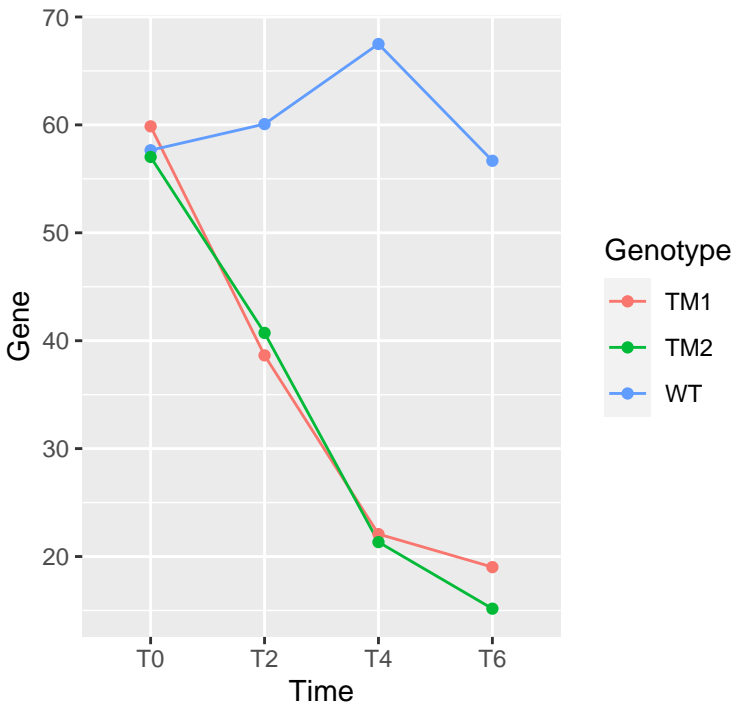

# AT1G20350

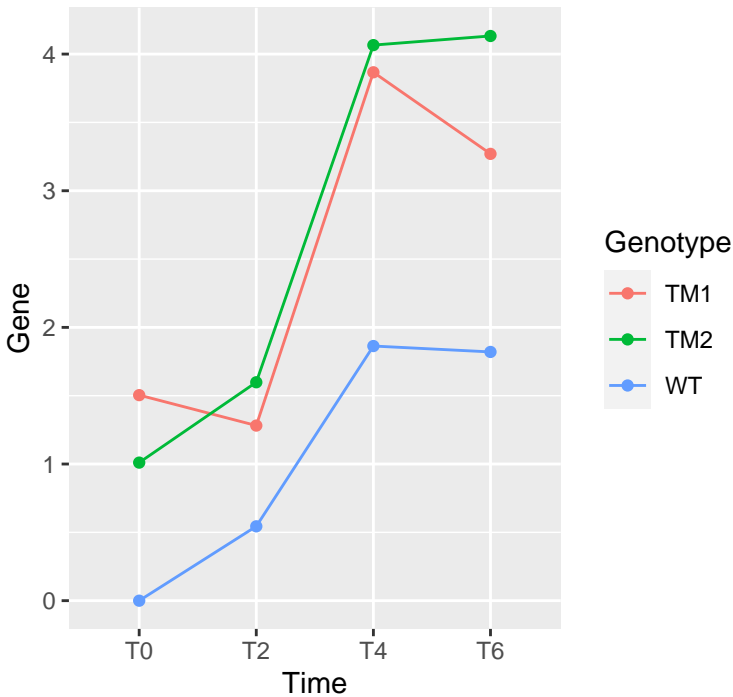

# AT1G20440

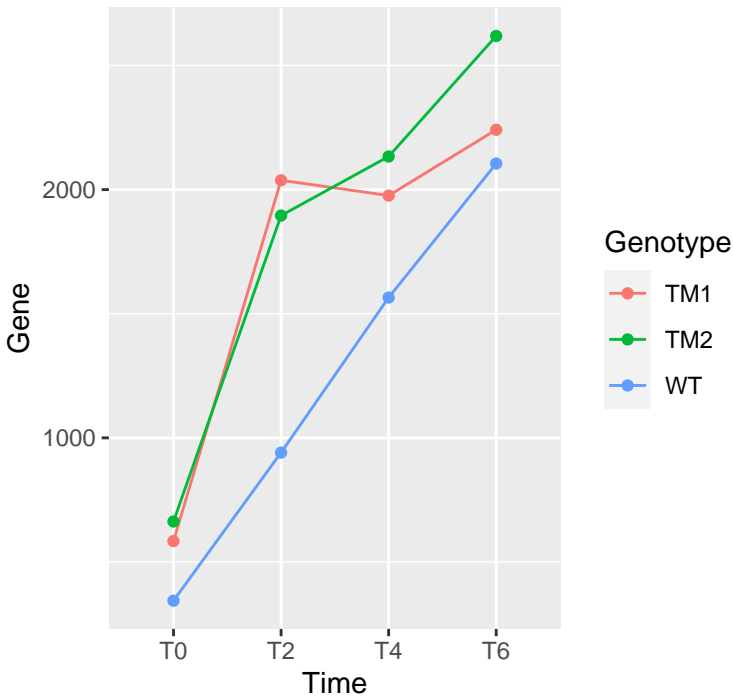

# AT1G21140

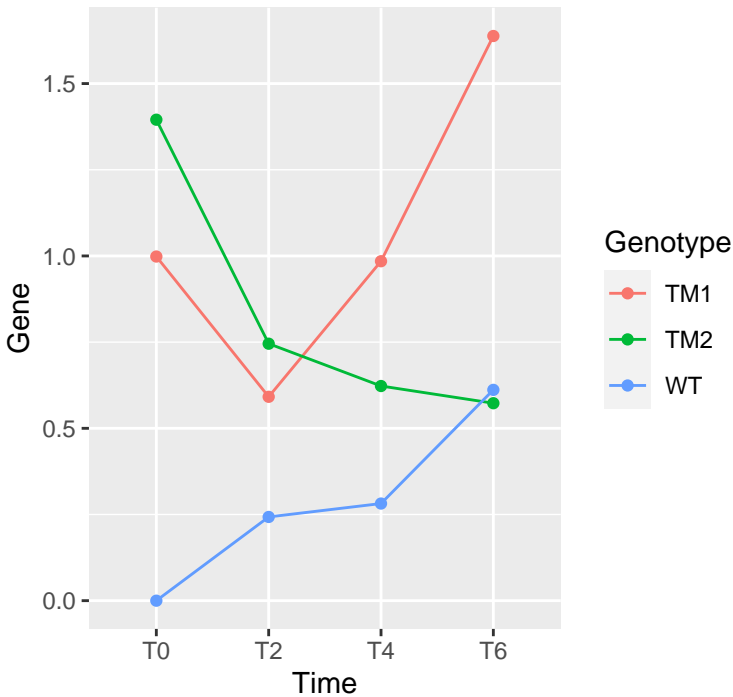

# AT1G21410

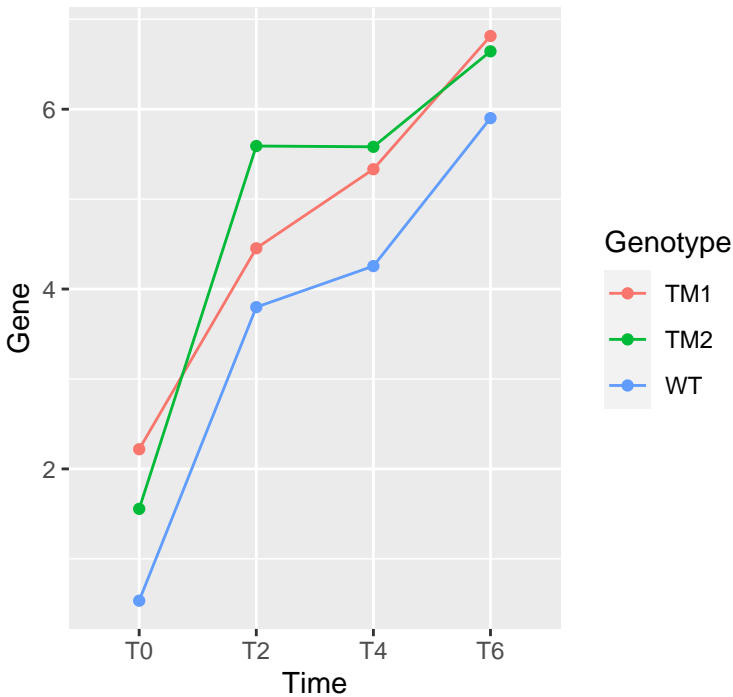

# AT1G22180

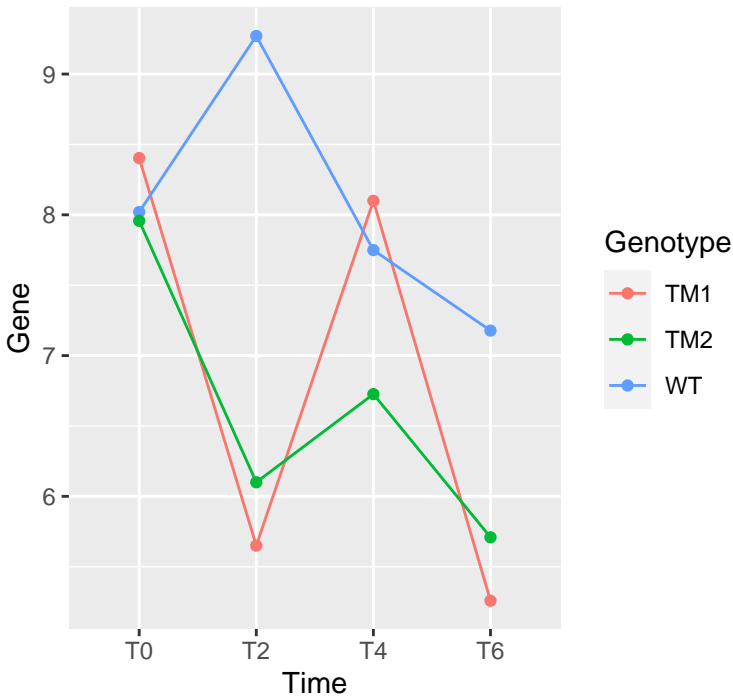

# AT1G22250

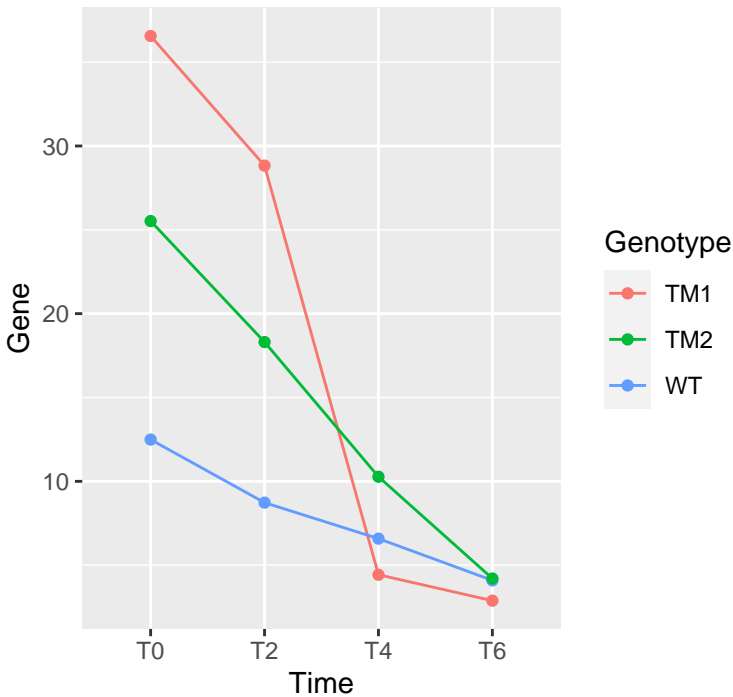

# AT1G23050

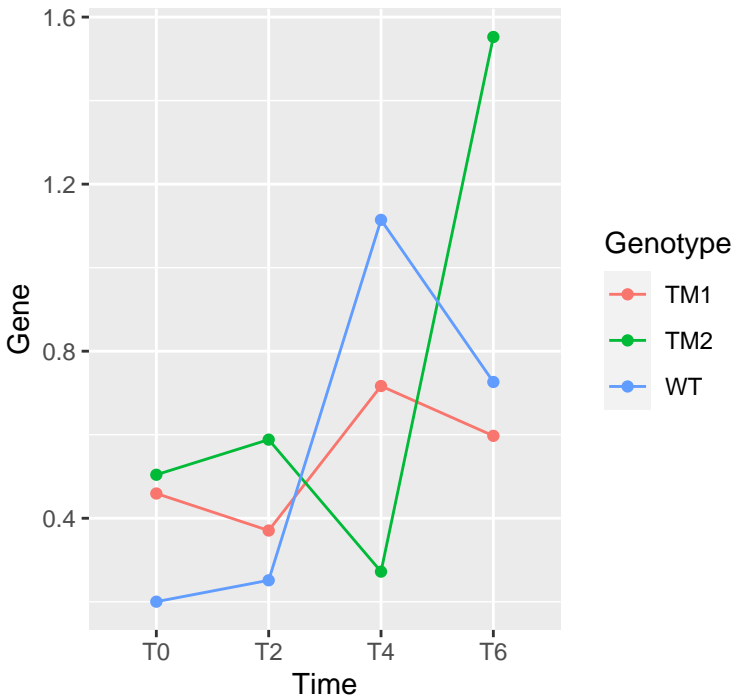

# AT1G24290

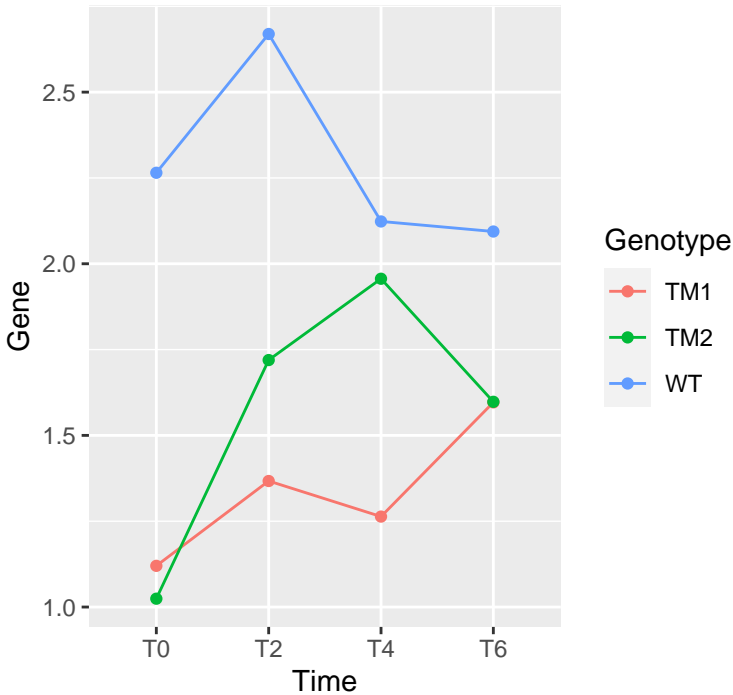

# AT1G25275

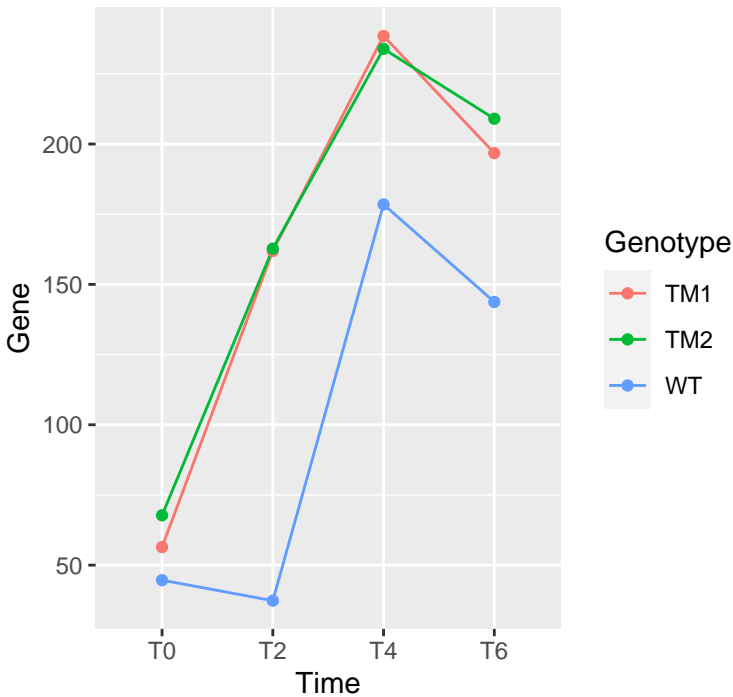

# AT1G25500

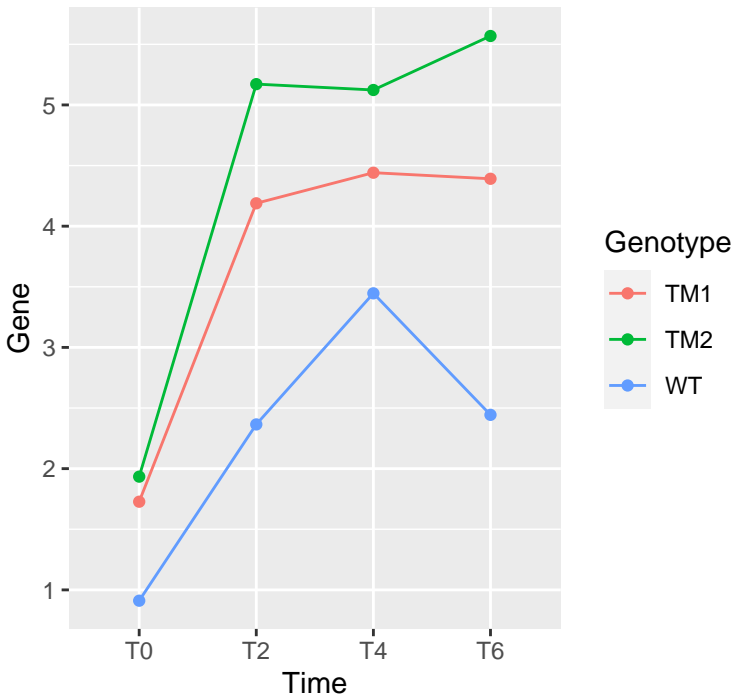

# AT1G26290

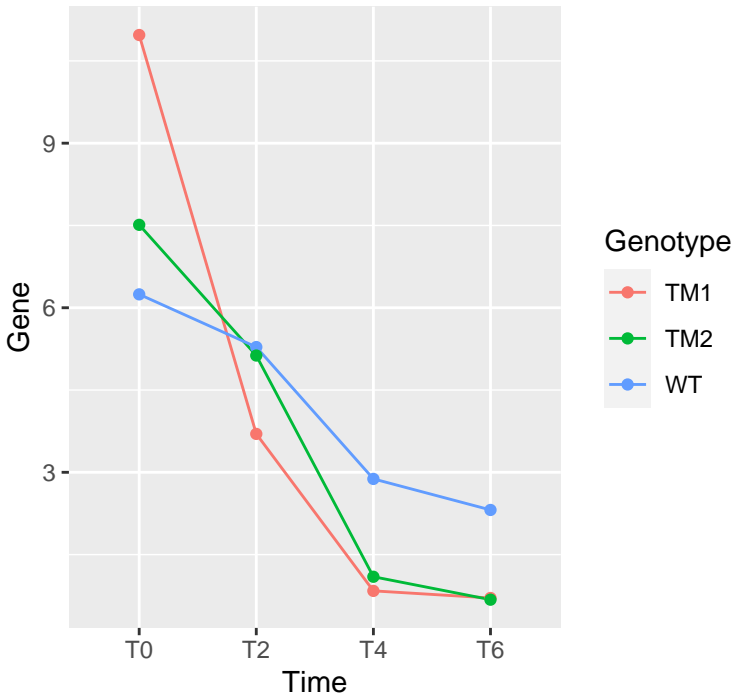

# AT1G26380

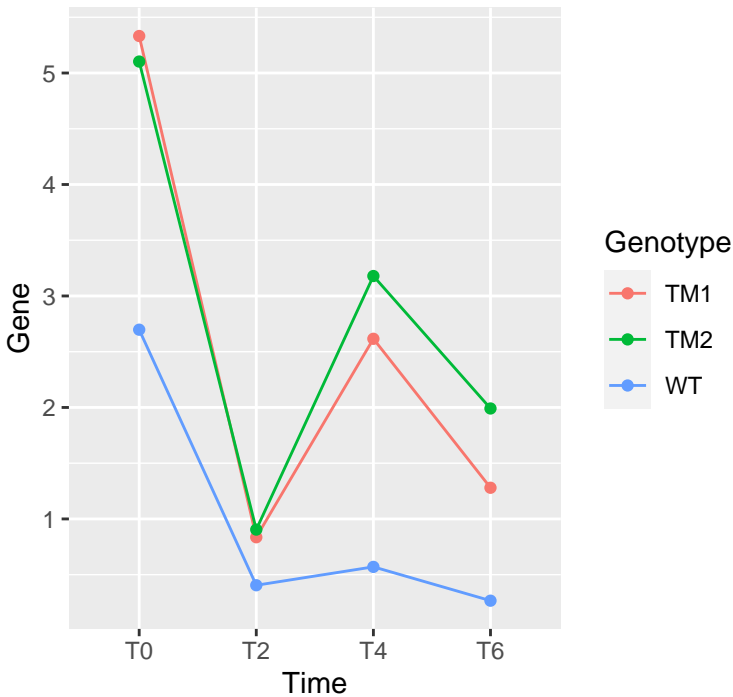

# AT1G26770

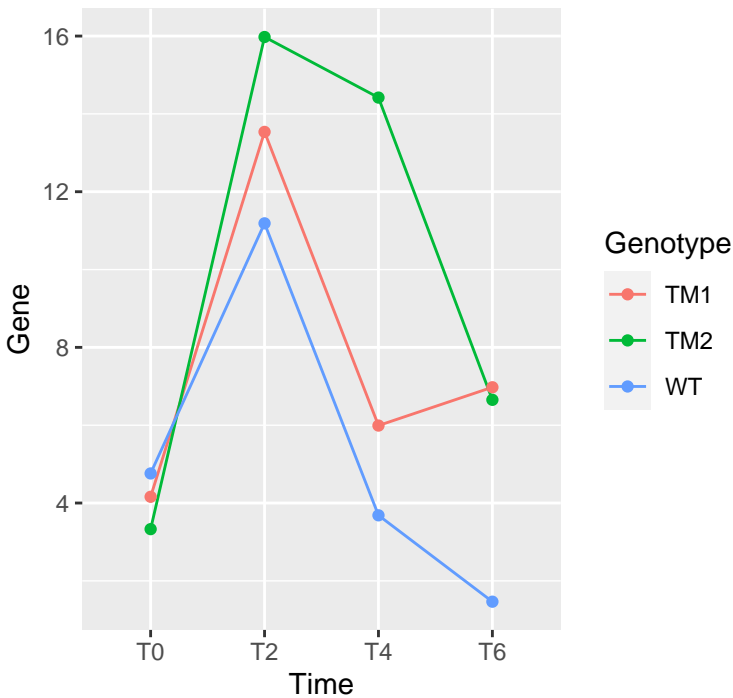

# AT1G27290

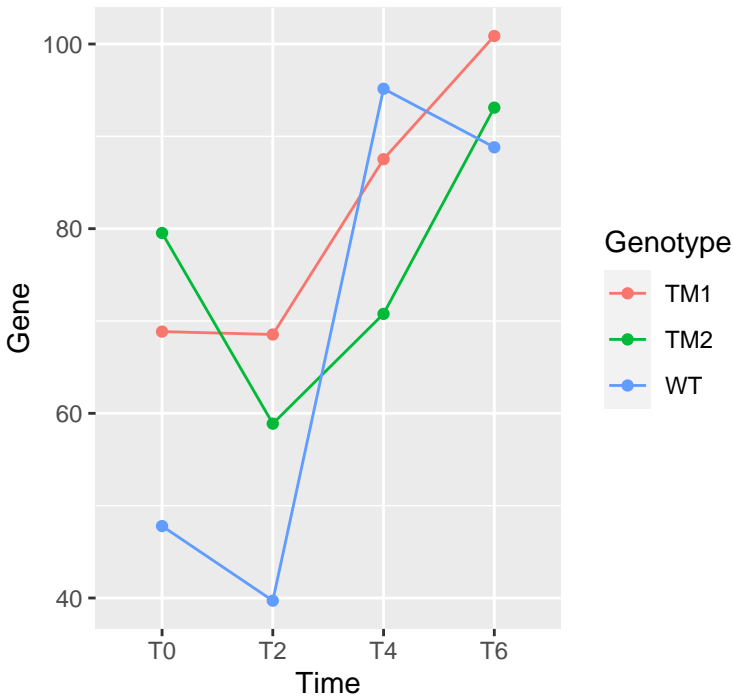

# AT1G28010

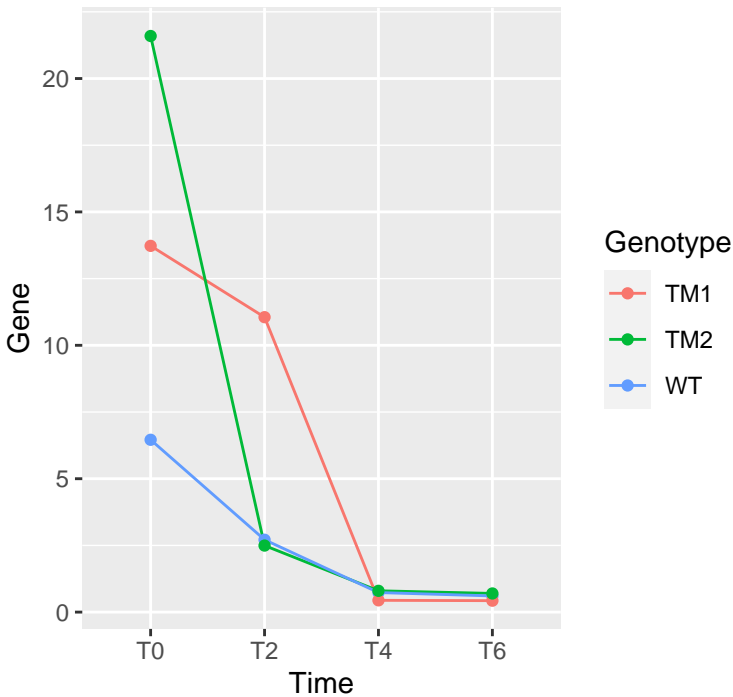

# AT1G28600

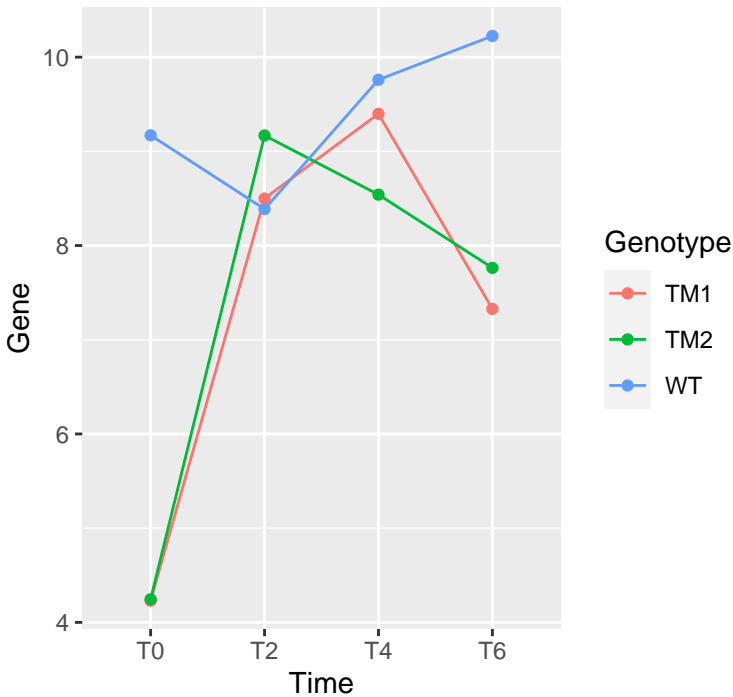

# AT1G29050

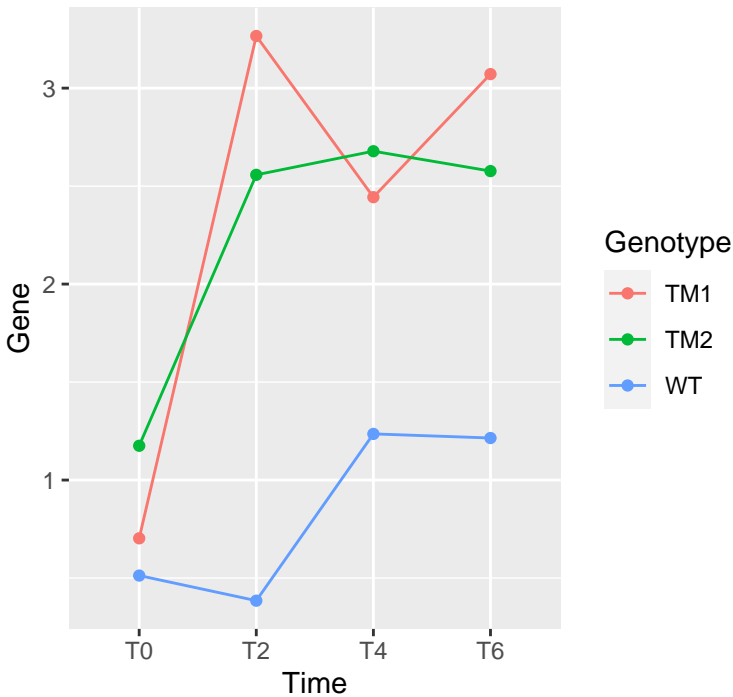

# AT1G29470

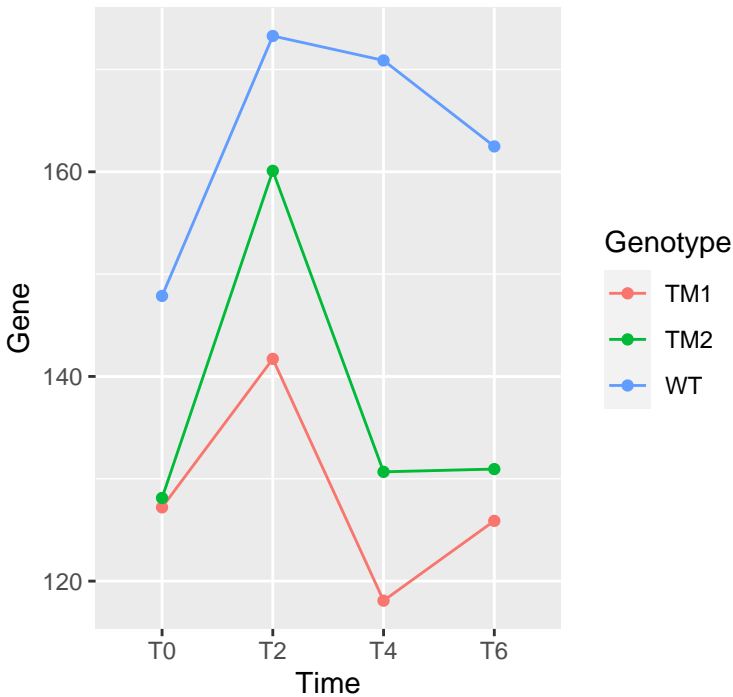

# AT1G29660

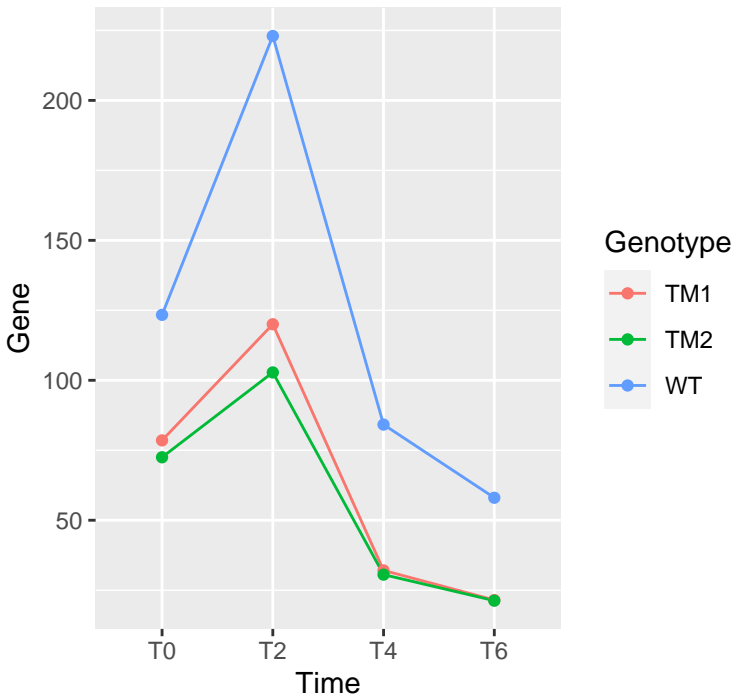

# AT1G30250

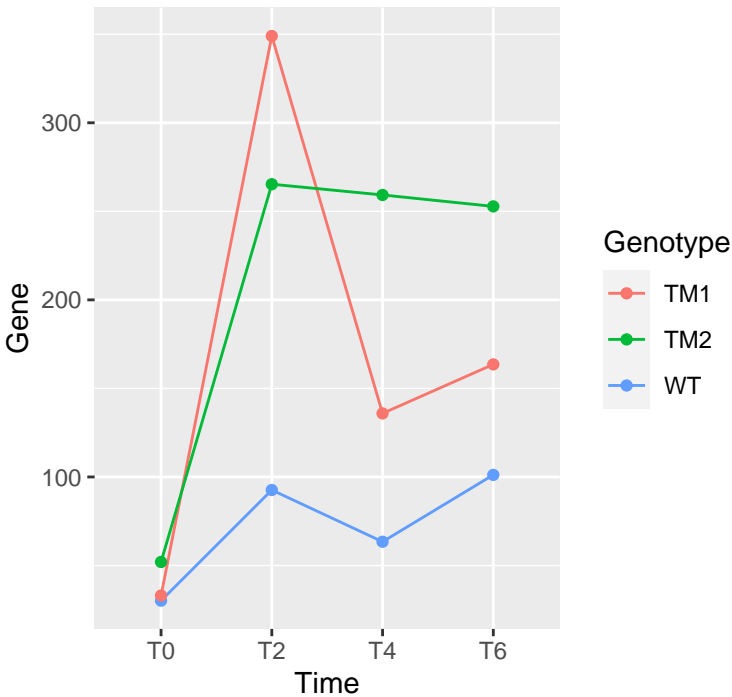

# AT1G30320

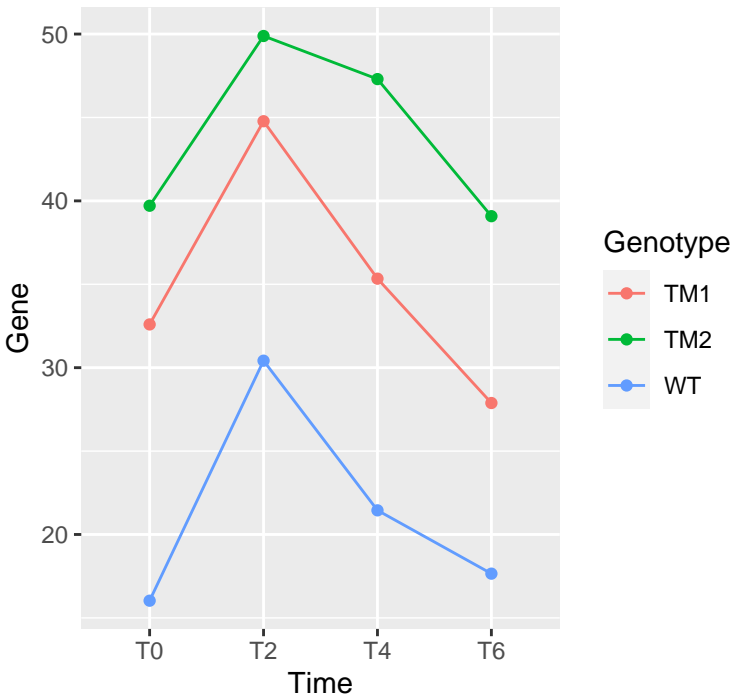

# AT1G30700

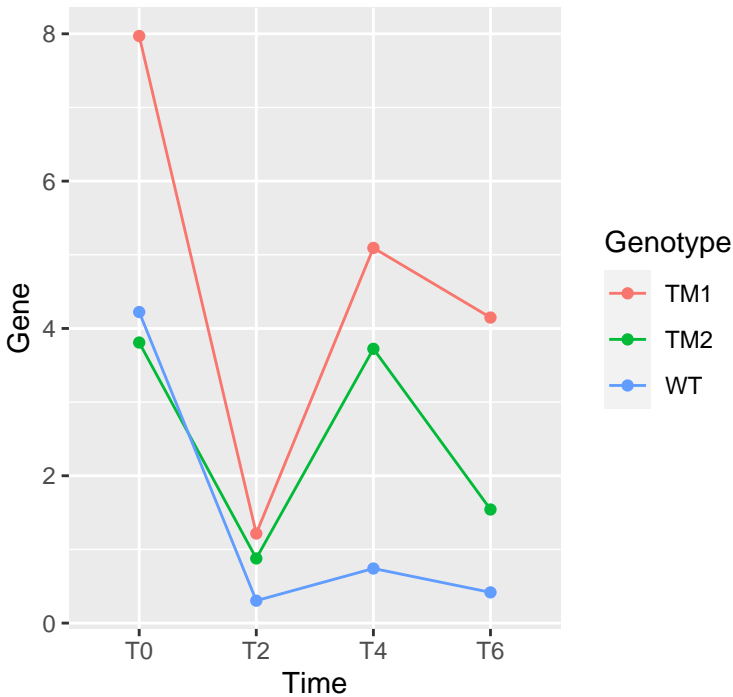

# AT1G33110

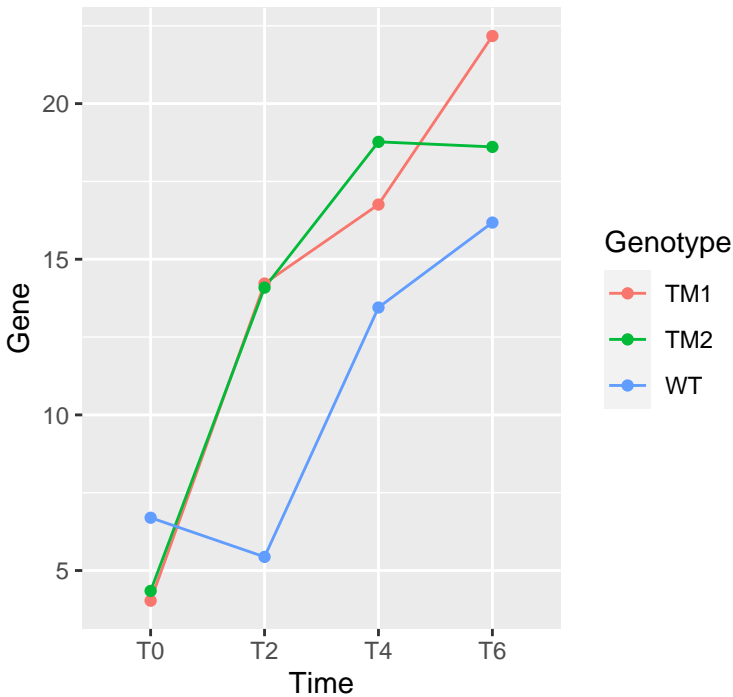

# AT1G33260

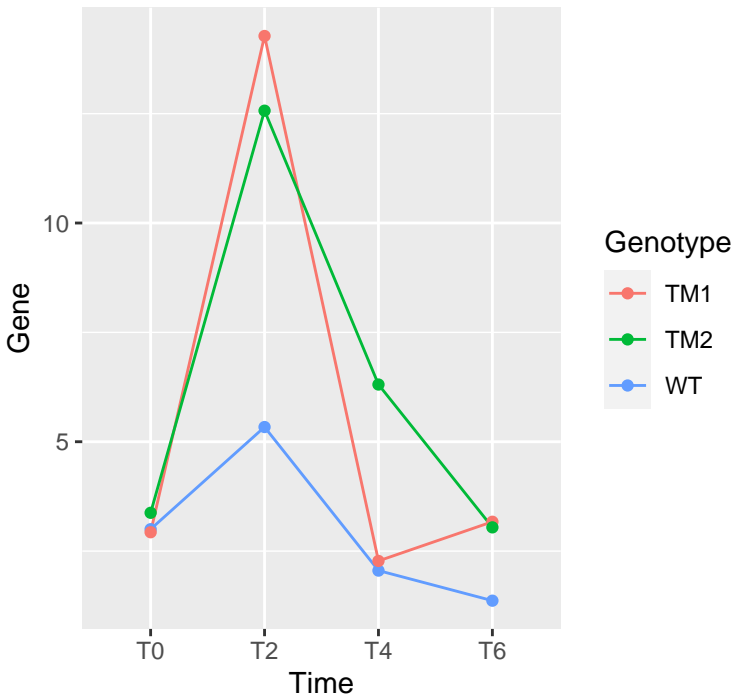

# AT1G37130

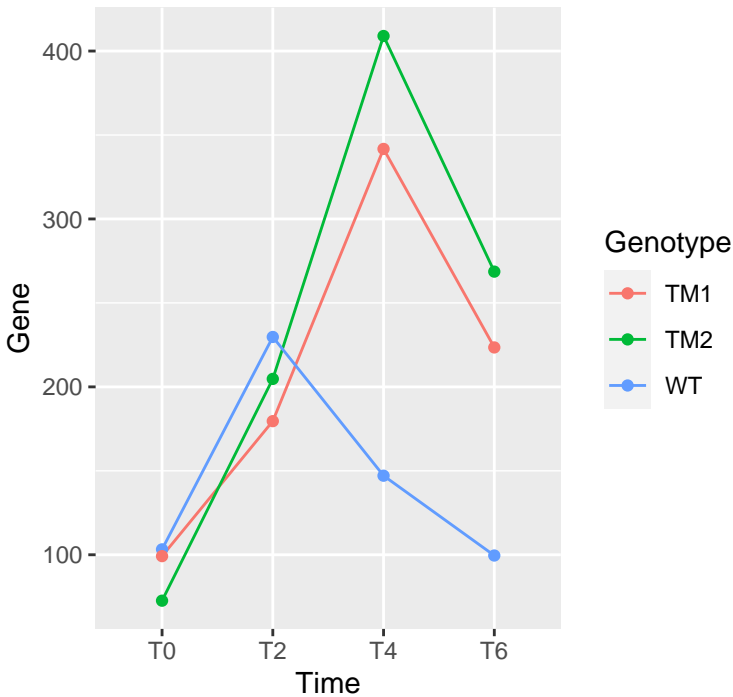

# AT1G41830

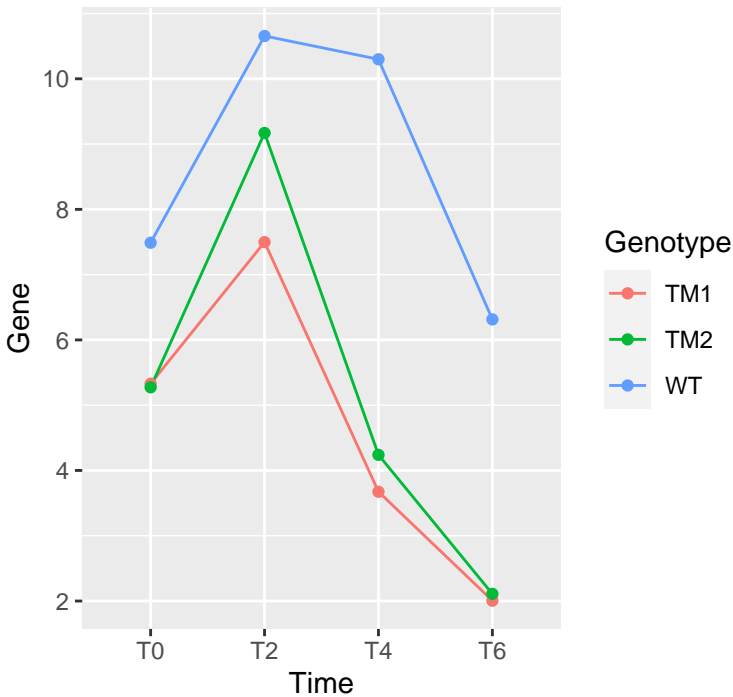

# AT1G45130

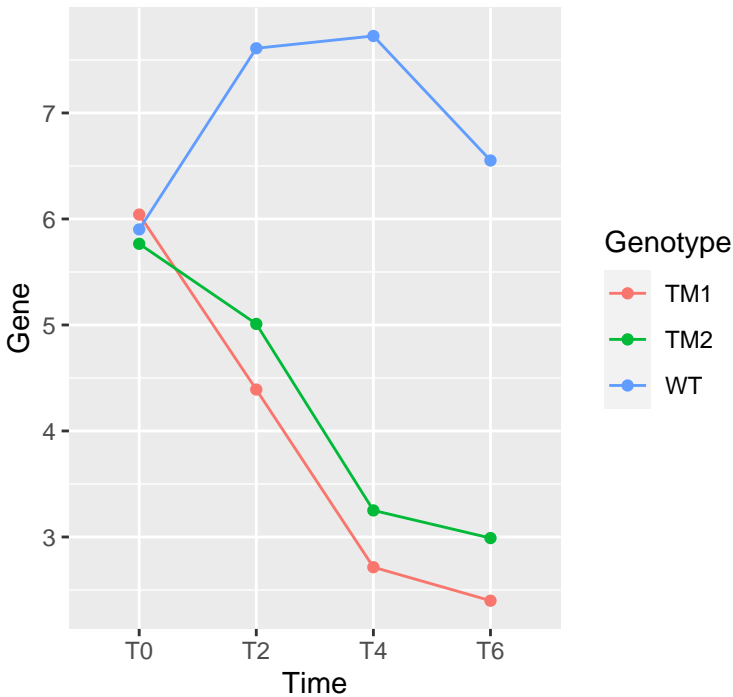

# AT1G47960

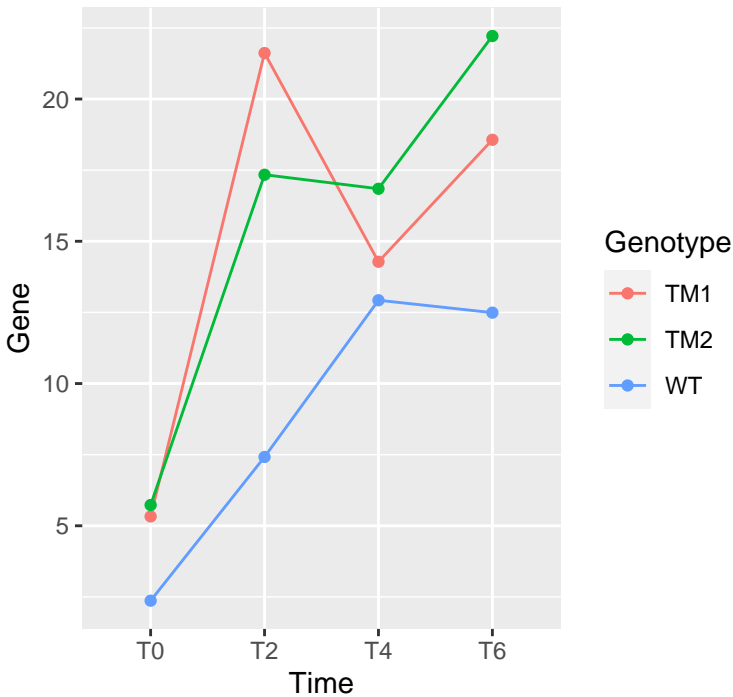

# AT1G48480

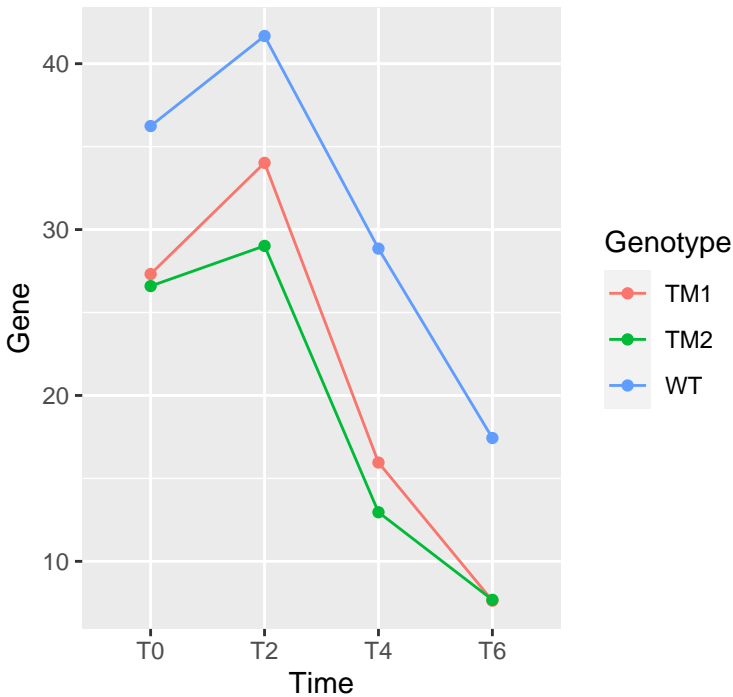

# AT1G49310

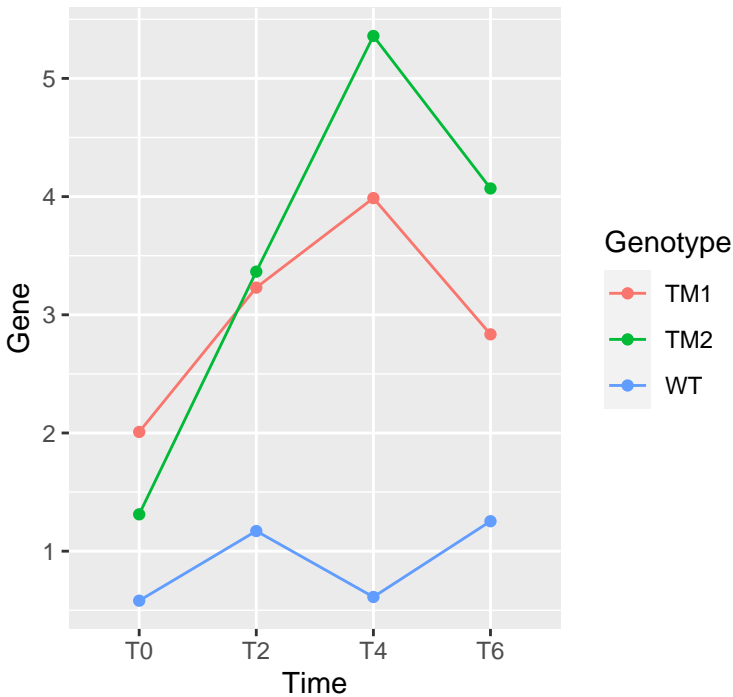

# AT1G49450

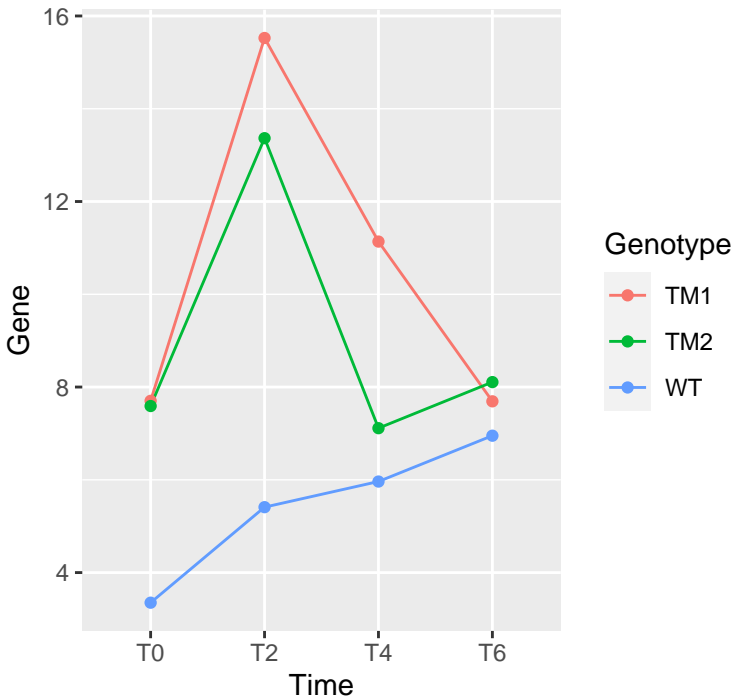

# AT1G49470

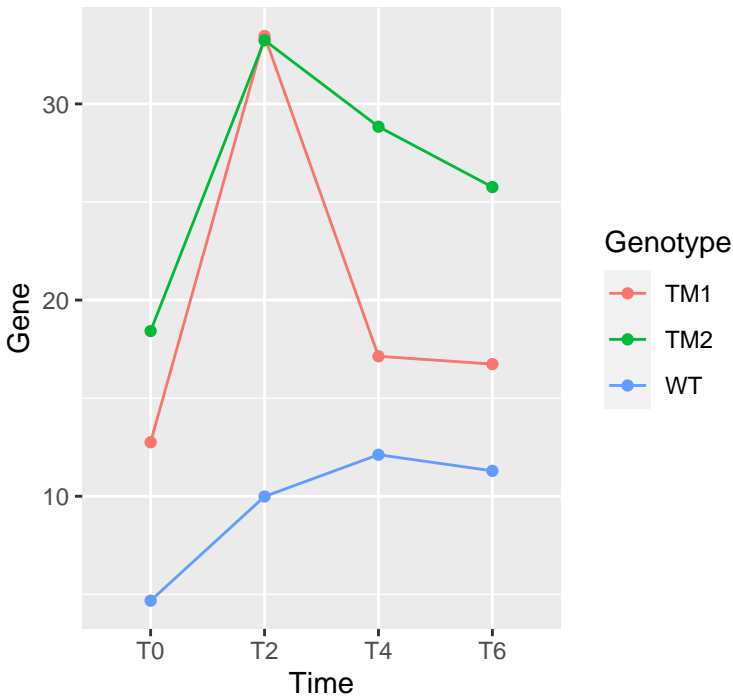

# AT1G51200

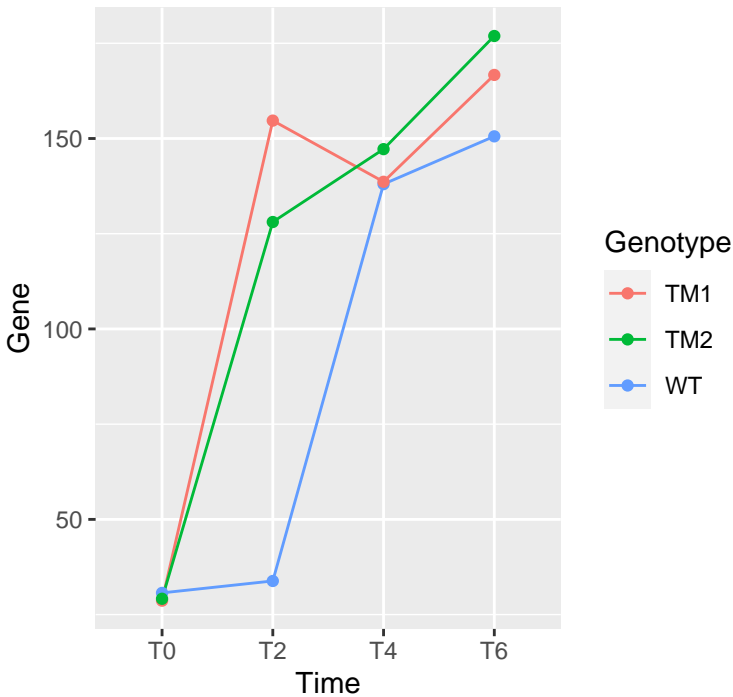

# AT1G51340

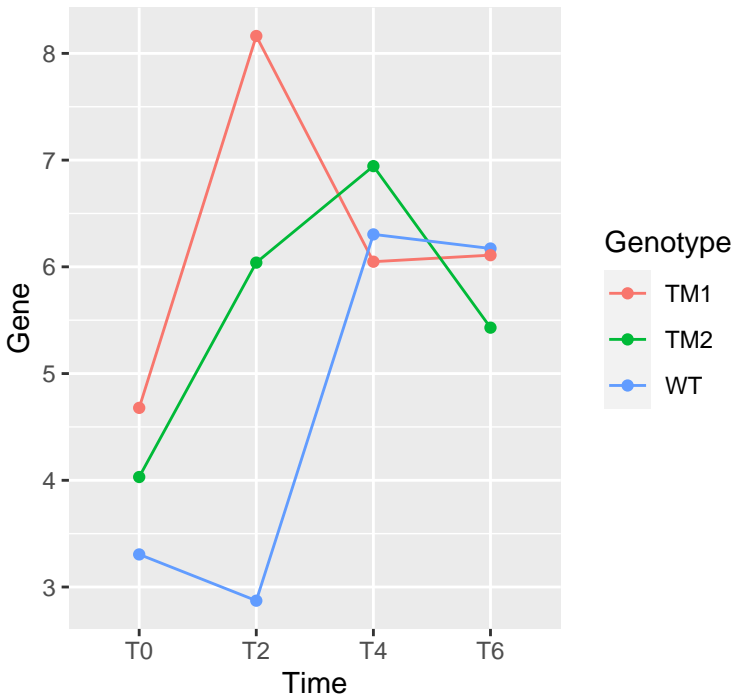

# AT1G51800

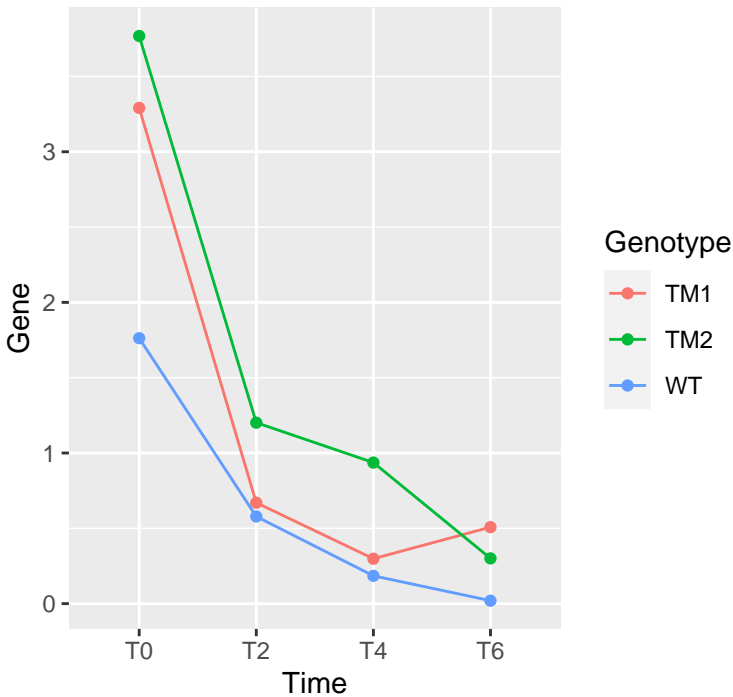

# AT1G52890

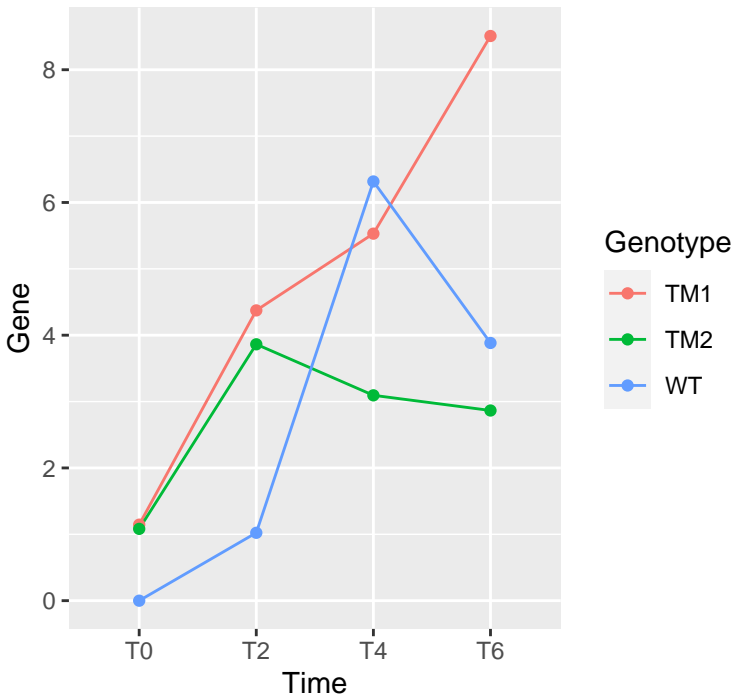

# AT1G53030

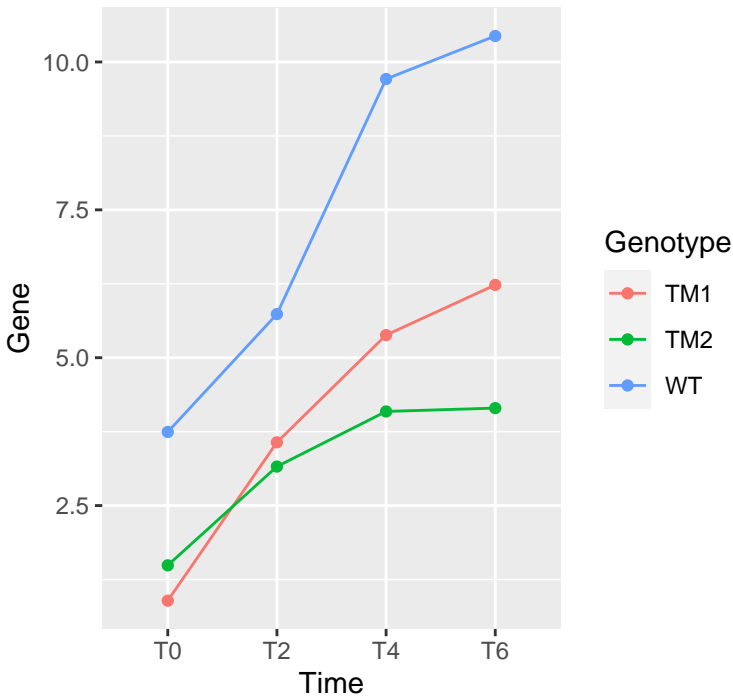

# AT1G54100

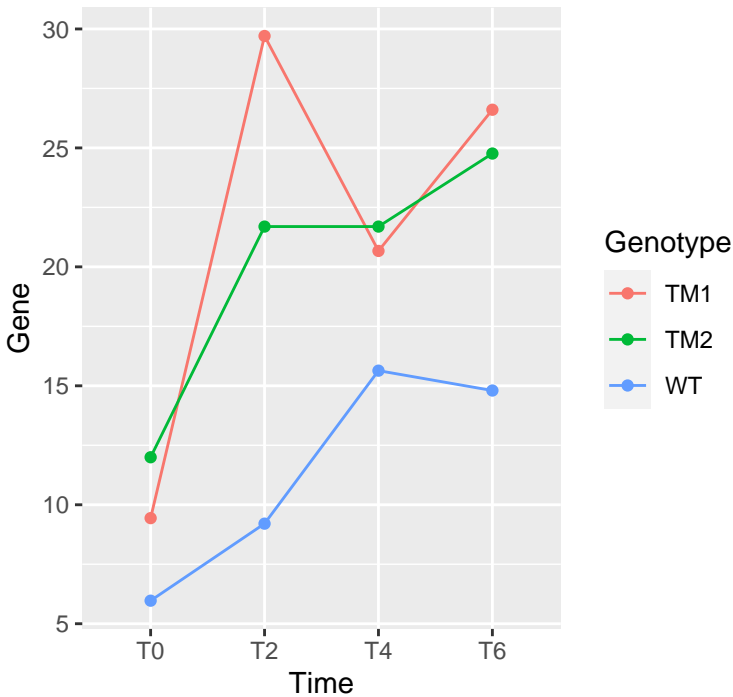

# AT1G54210

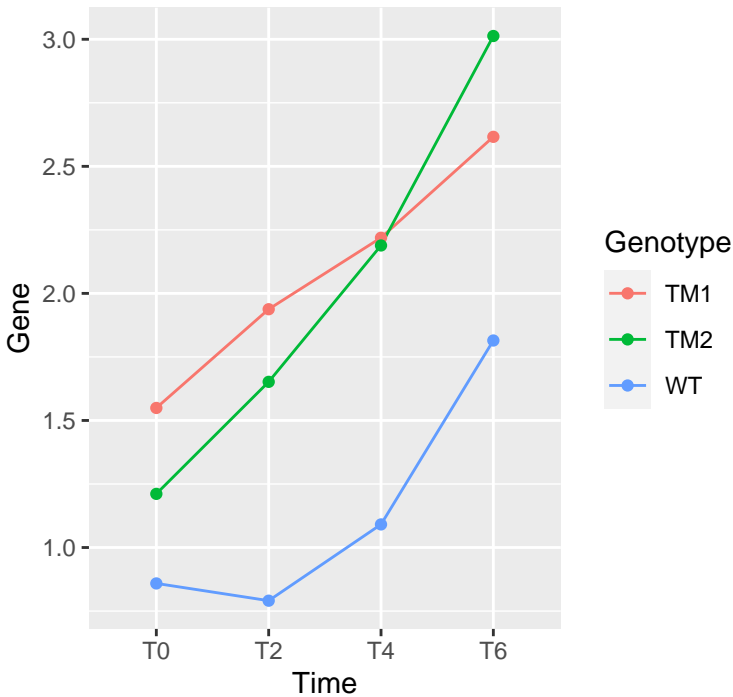

# AT1G54575

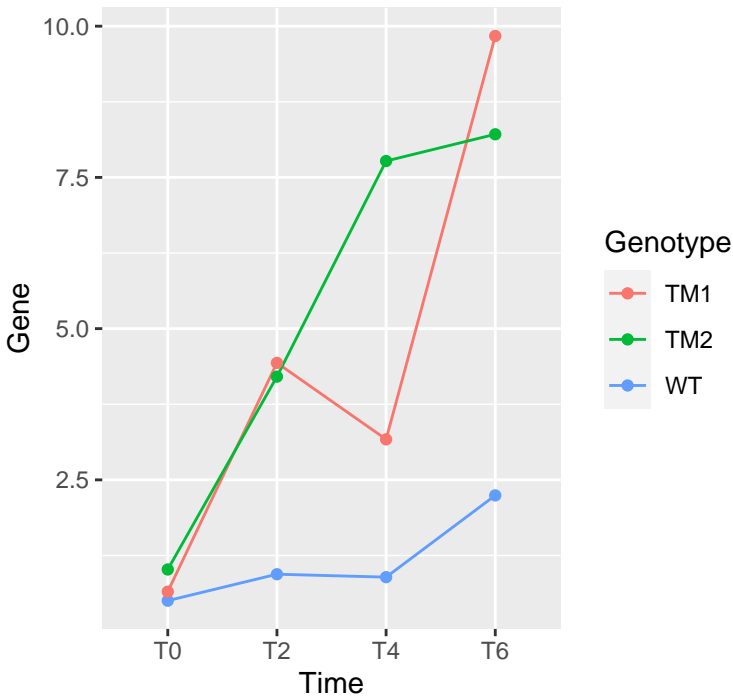

# AT1G54820

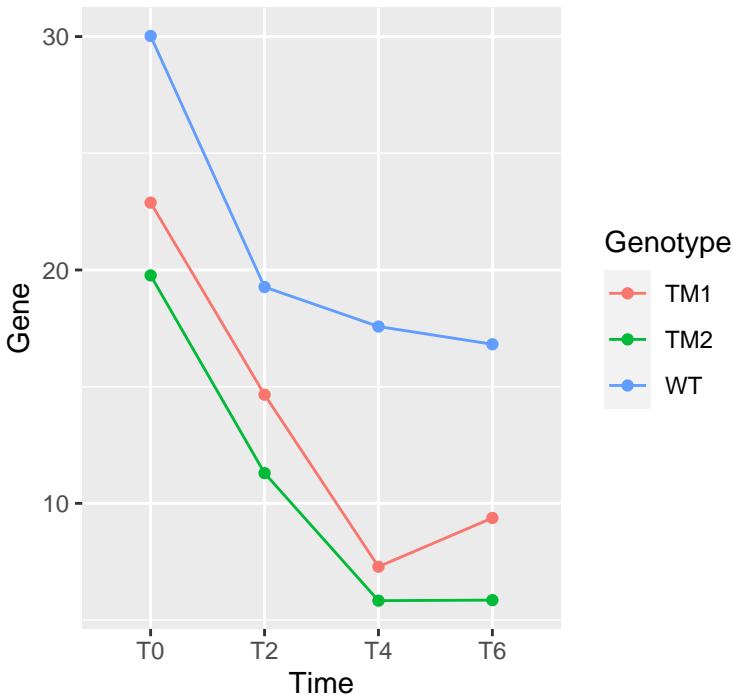

# AT1G55265

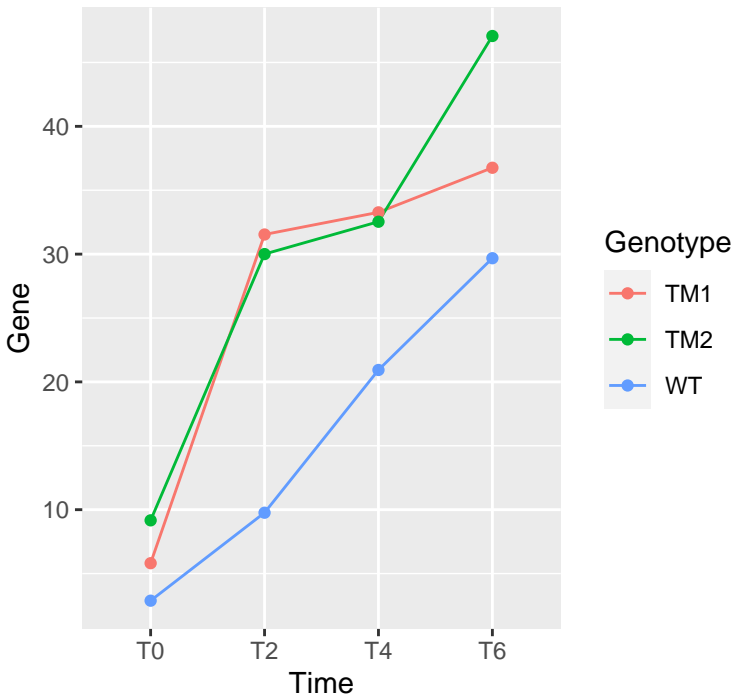

# AT1G56600

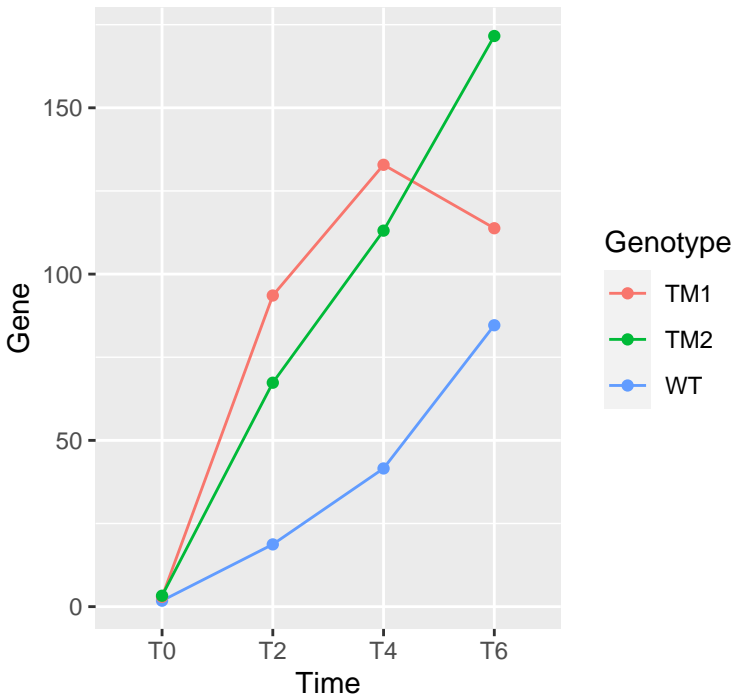

# AT1G56610

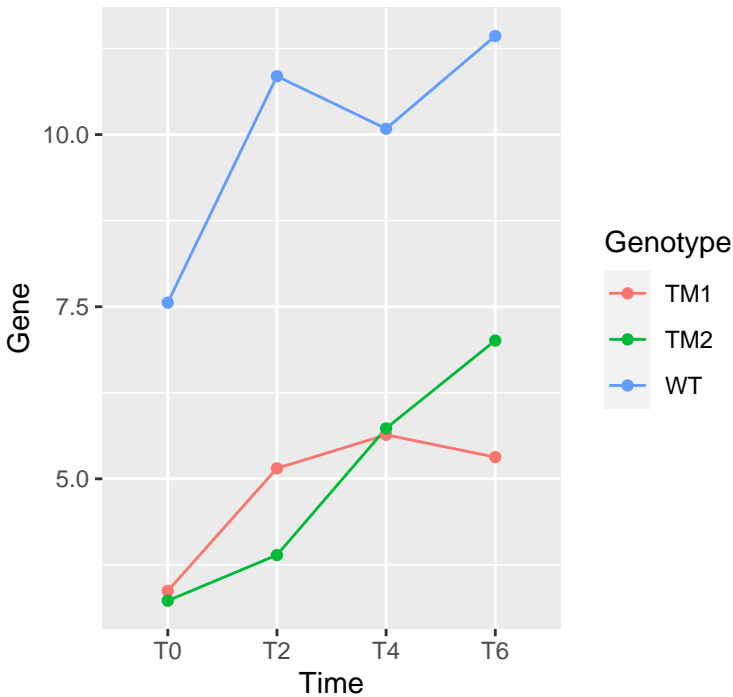

# AT1G58225

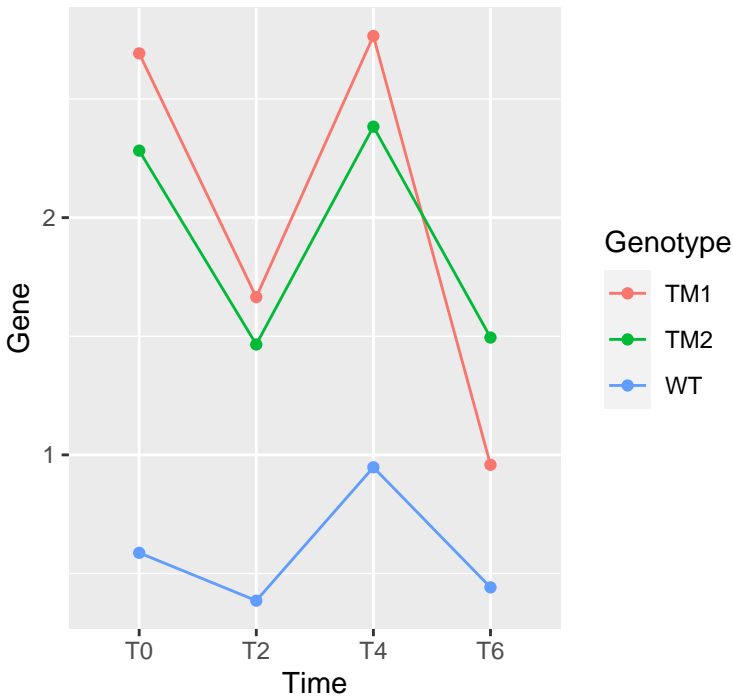

# AT1G58270

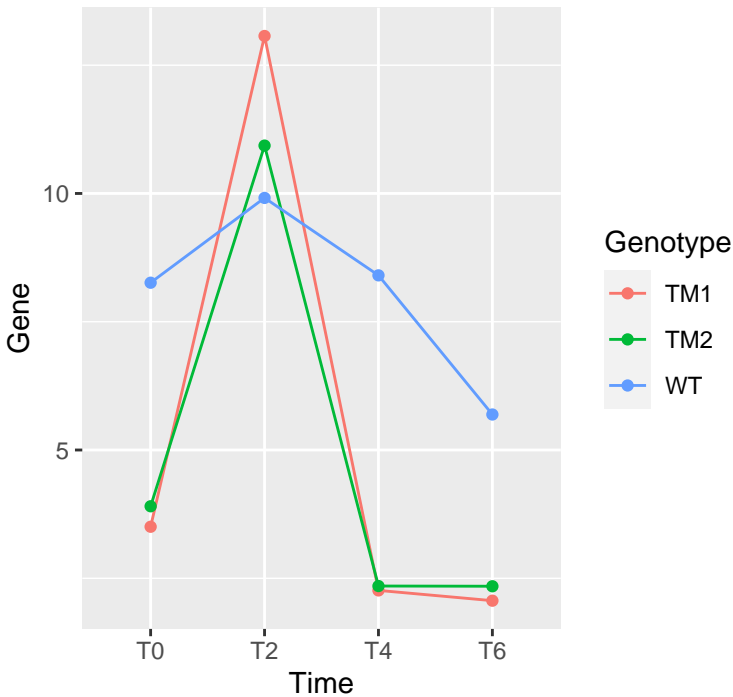

# AT1G60590

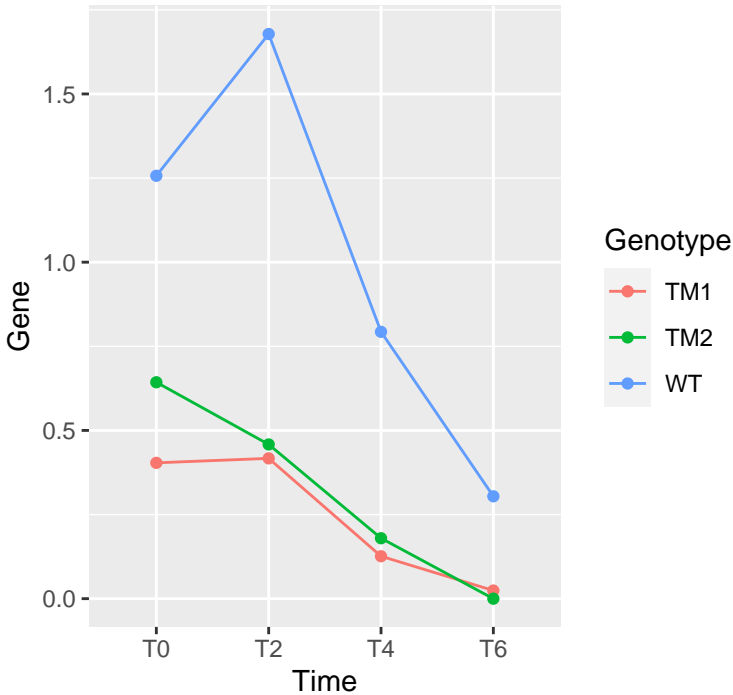

# AT1G61660

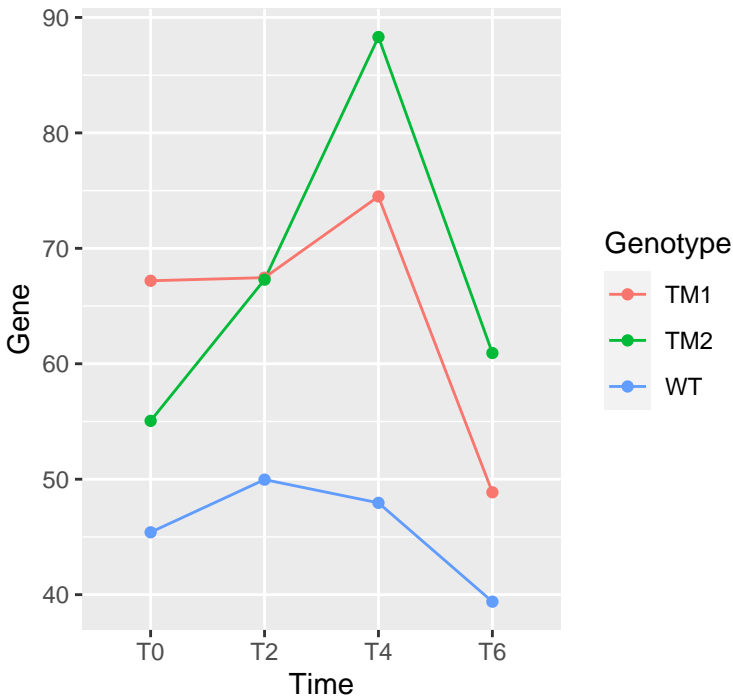

# AT1G62040

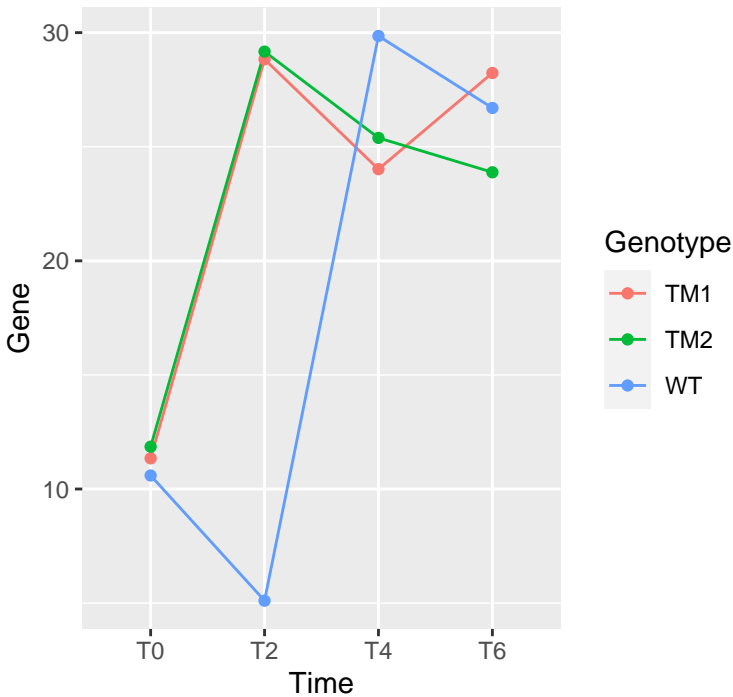

# AT1G62570

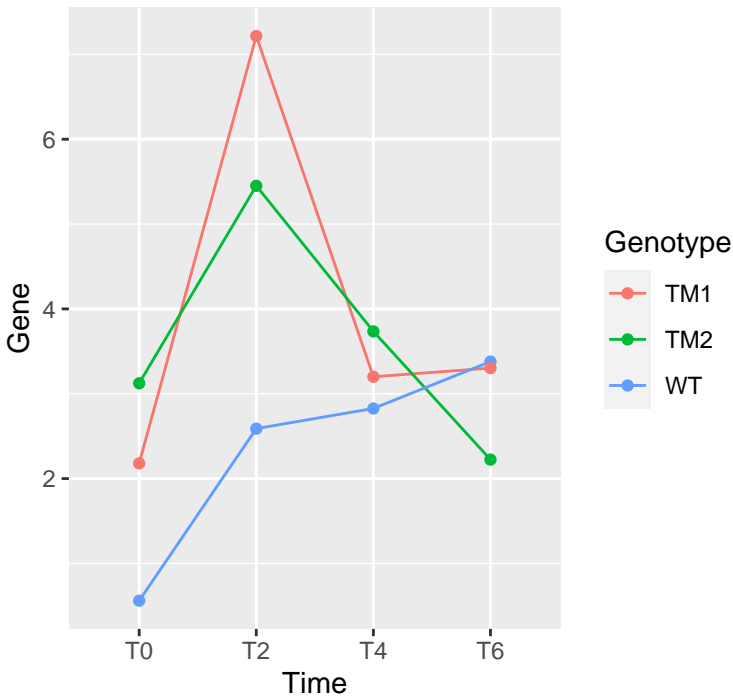

# AT1G63720

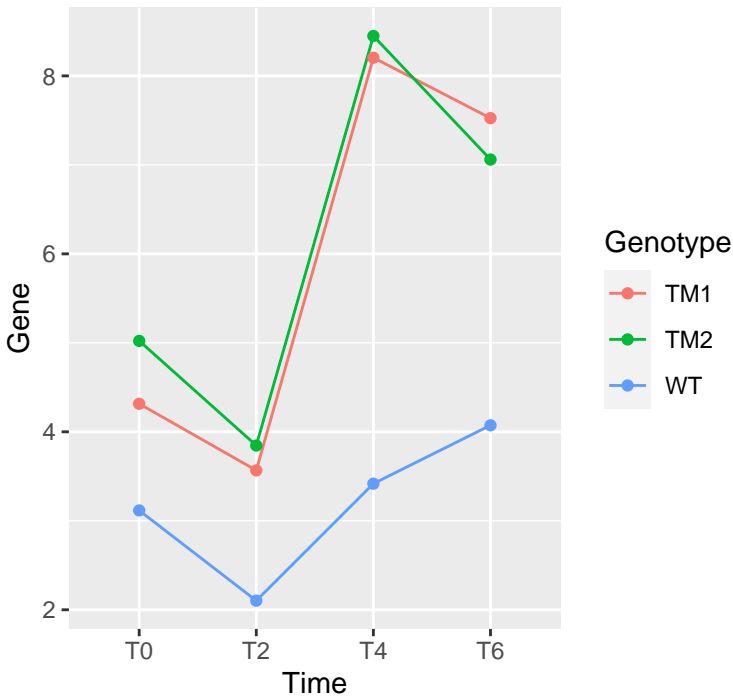

# AT1G64390

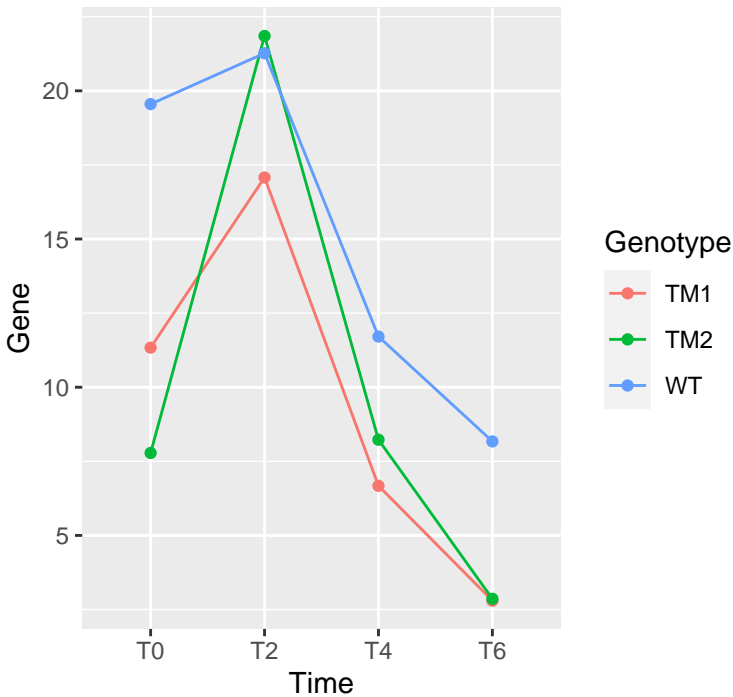

# AT1G64640

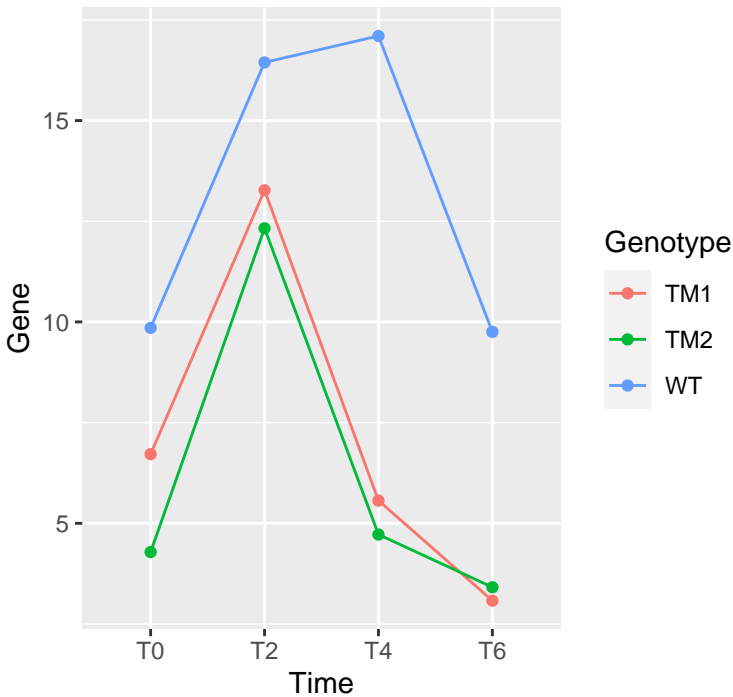

# AT1G64670

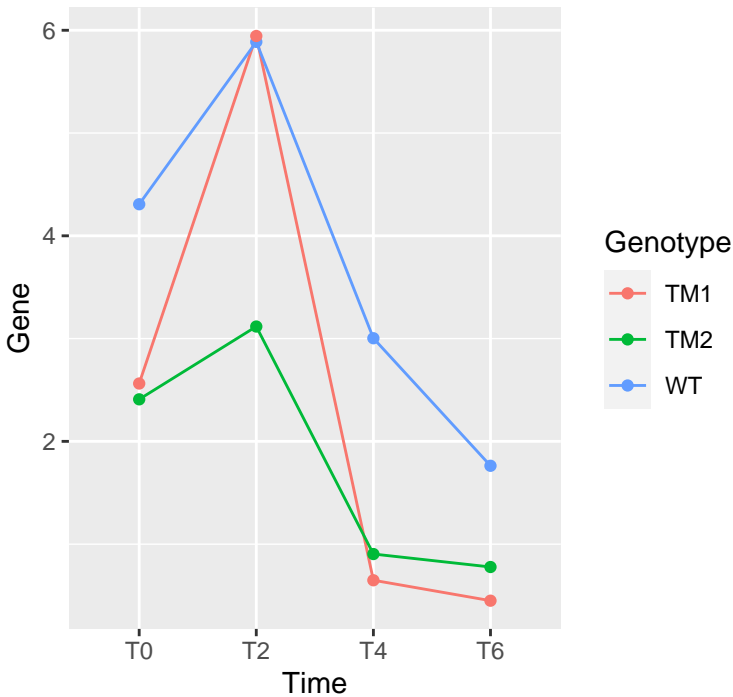

# AT1G64780

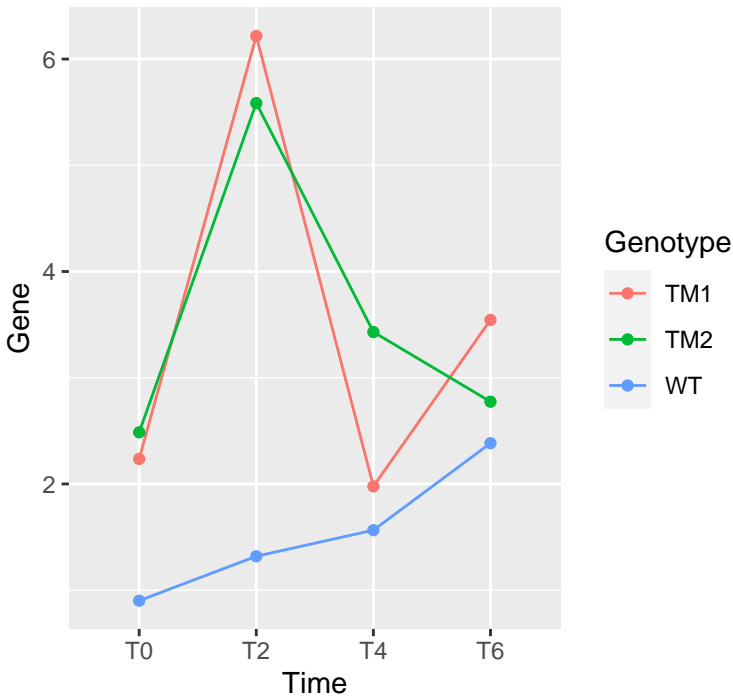

# AT1G64790

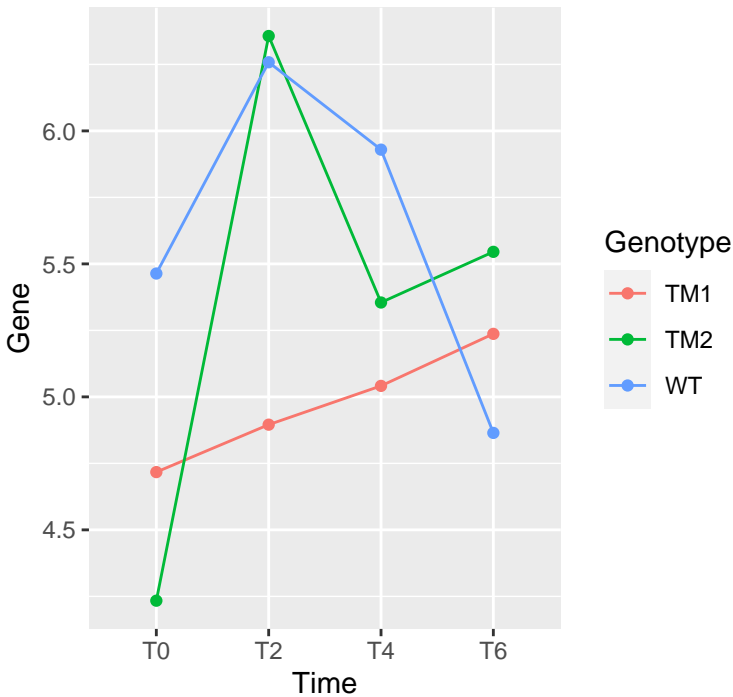

# AT1G65480

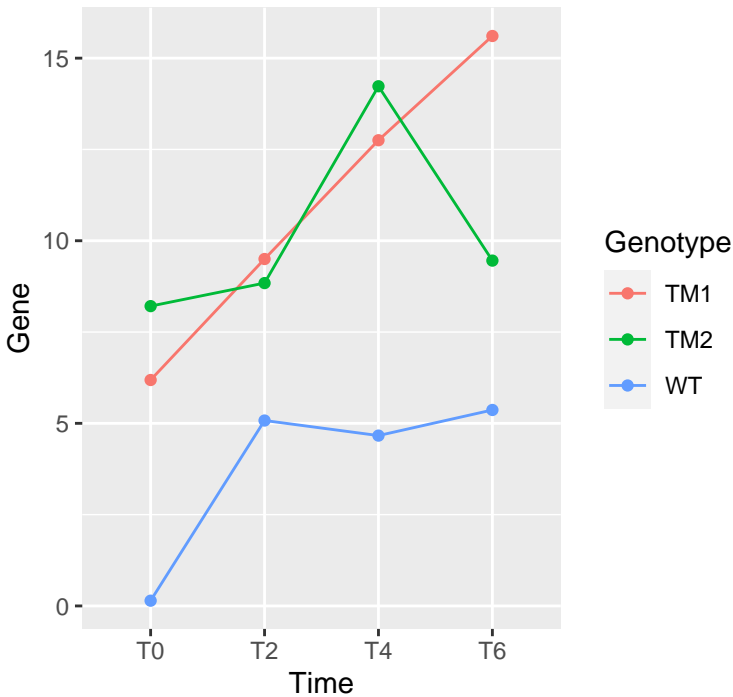

# AT1G65690

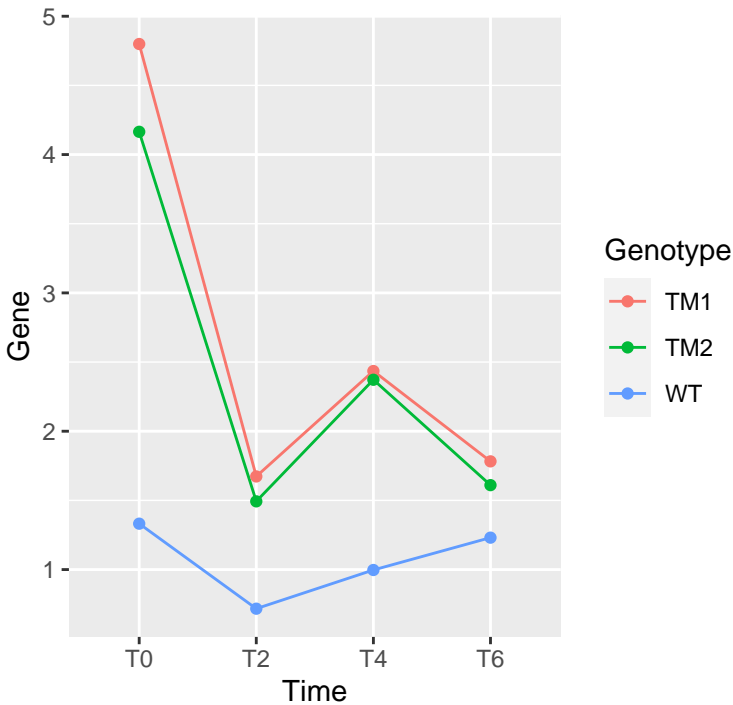

# AT1G66540

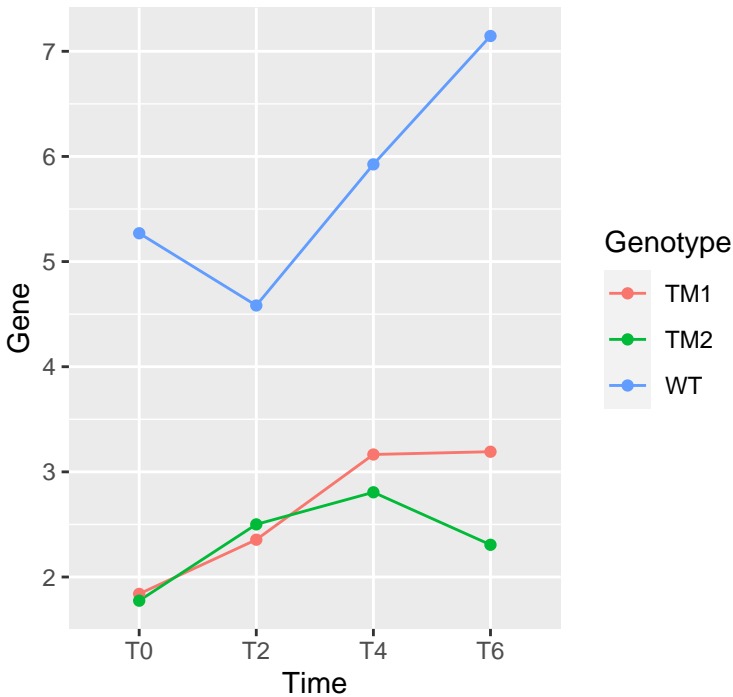

# AT1G66920

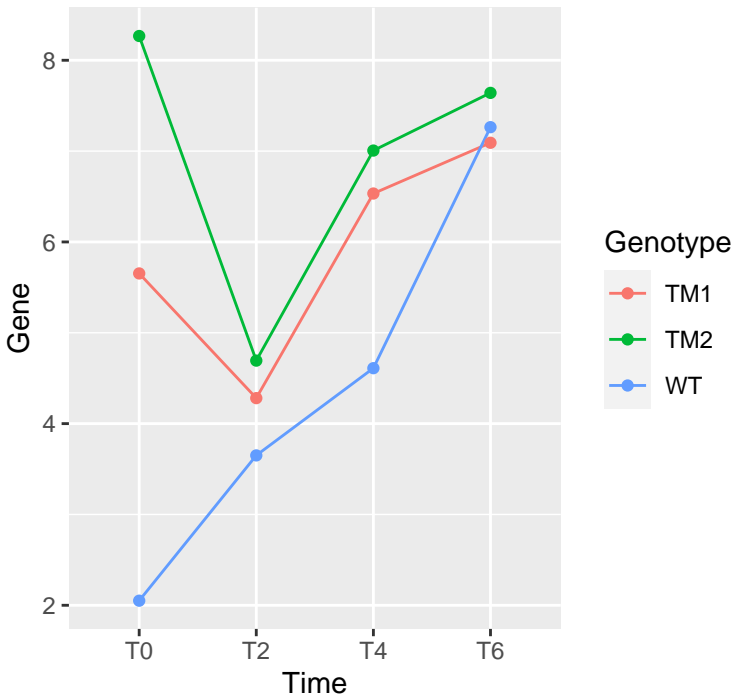

# AT1G67500

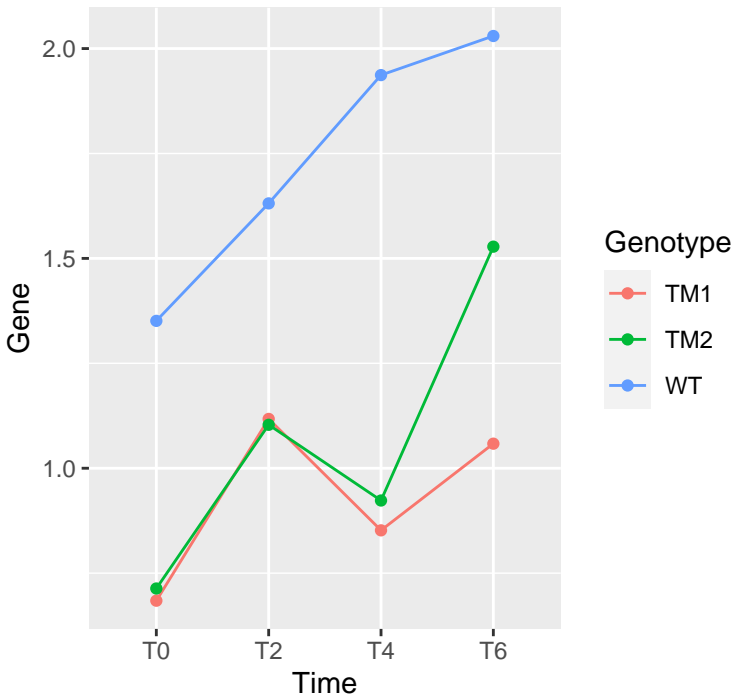

# AT1G67750

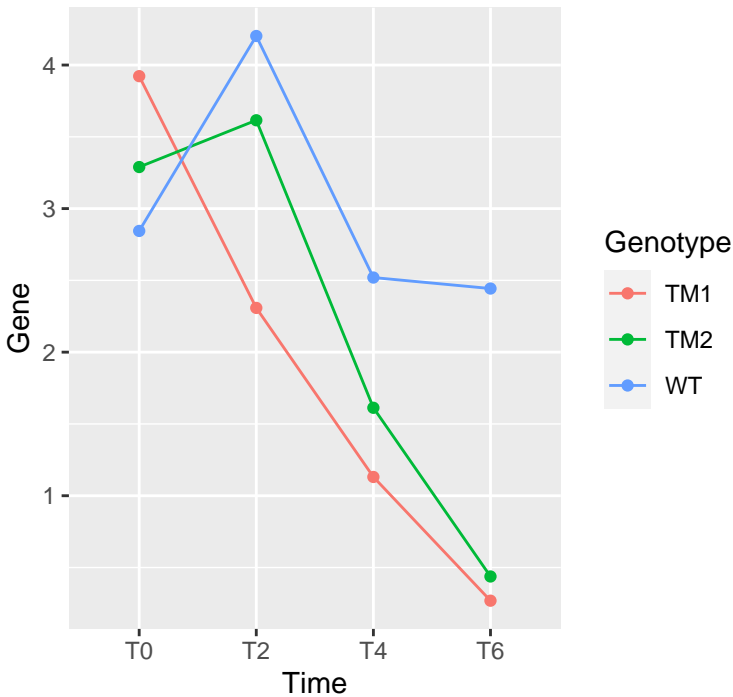

# AT1G67810

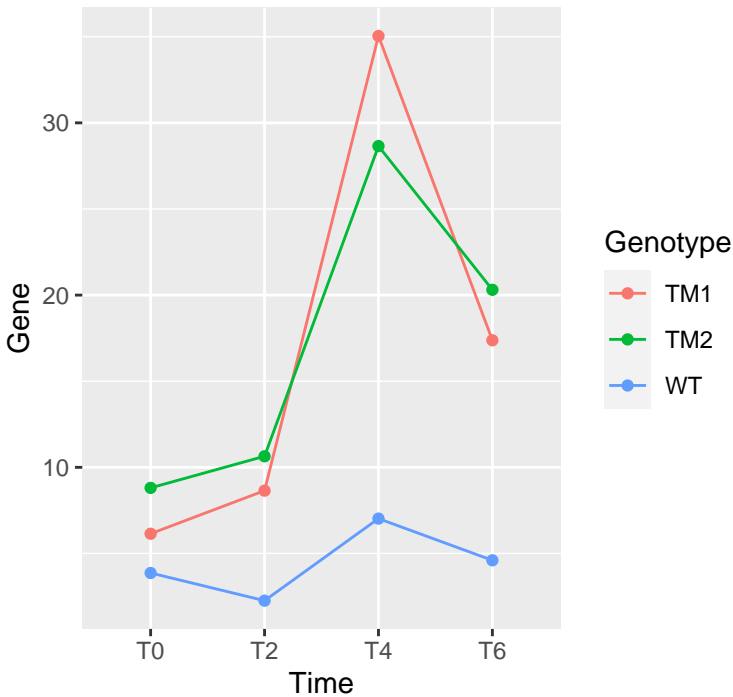

# AT1G67865

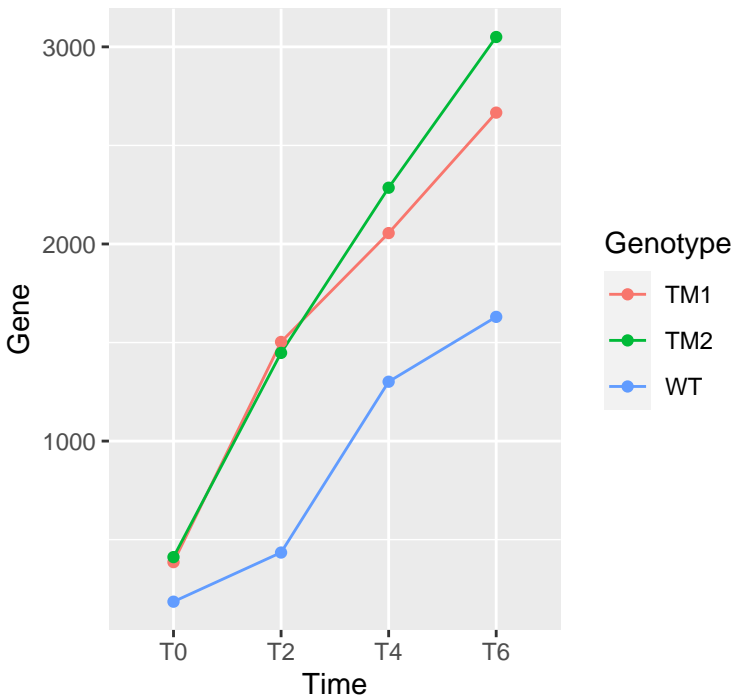

# AT1G68530

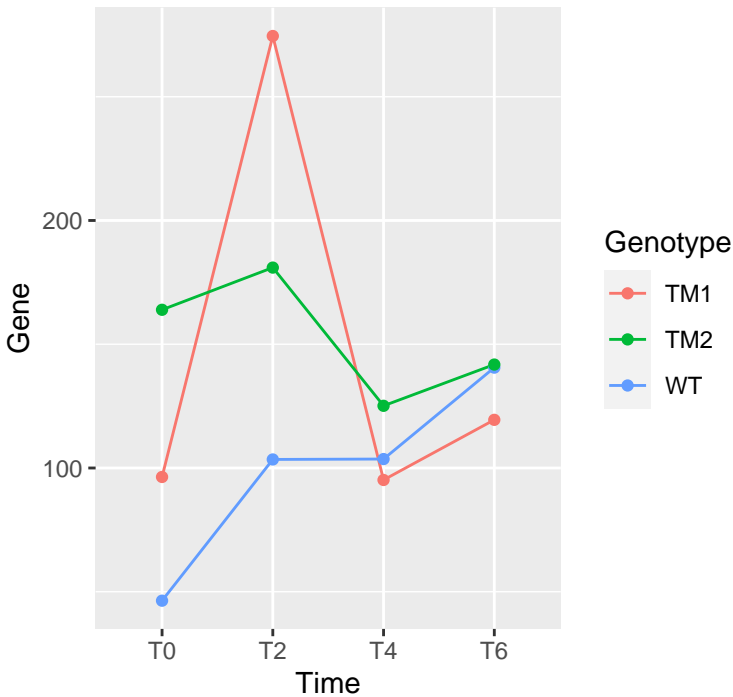

# AT1G68570

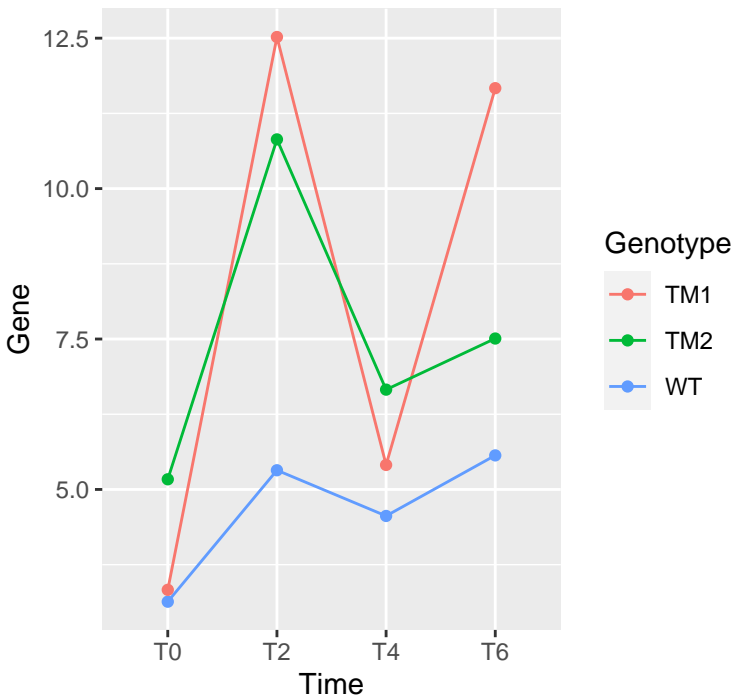

# AT1G69040

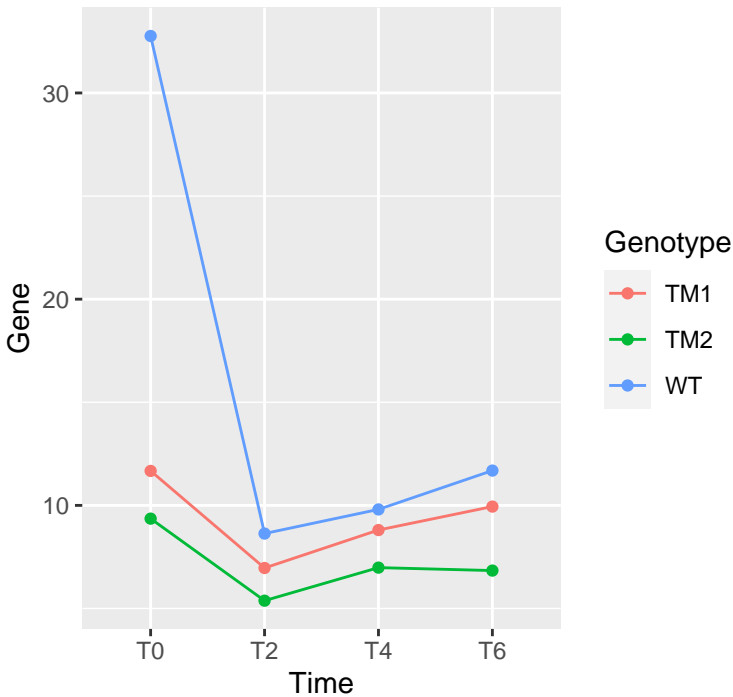

# AT1G69260

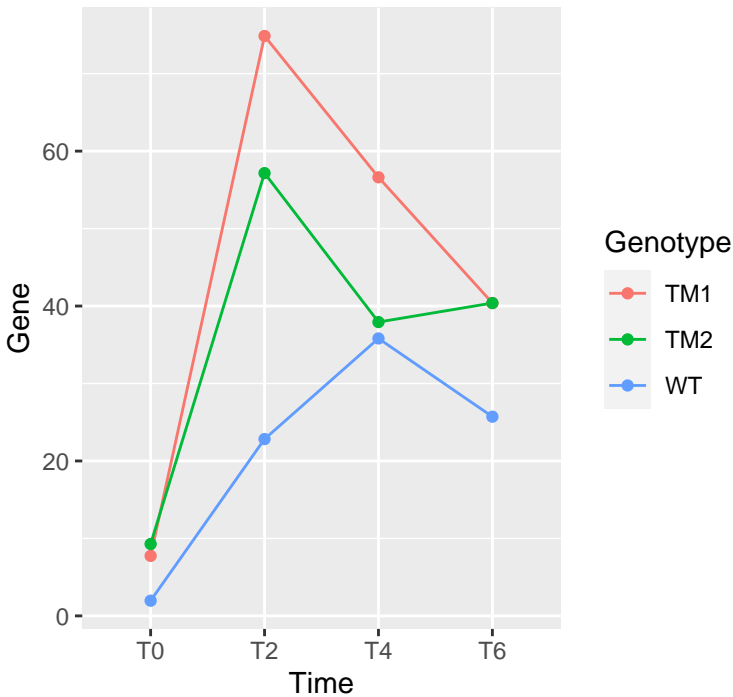

# AT1G69310

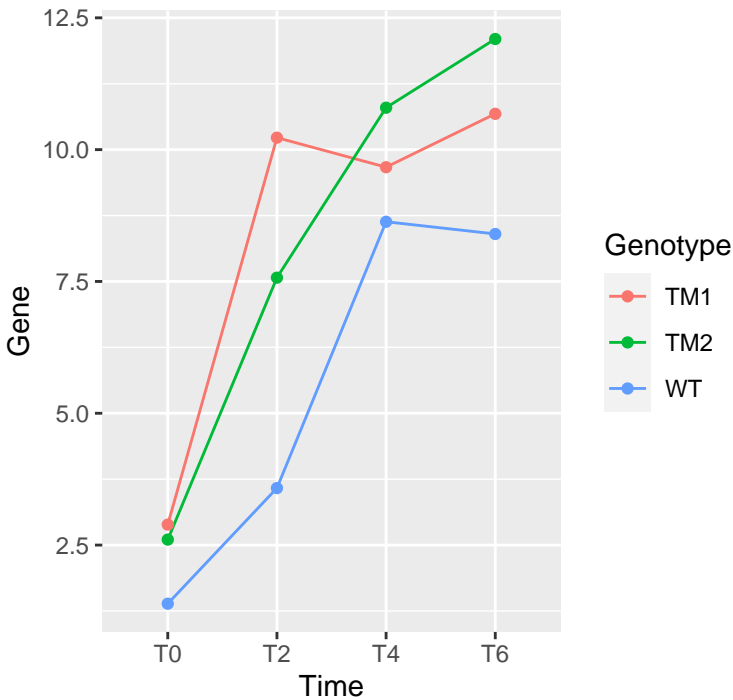

# AT1G69410

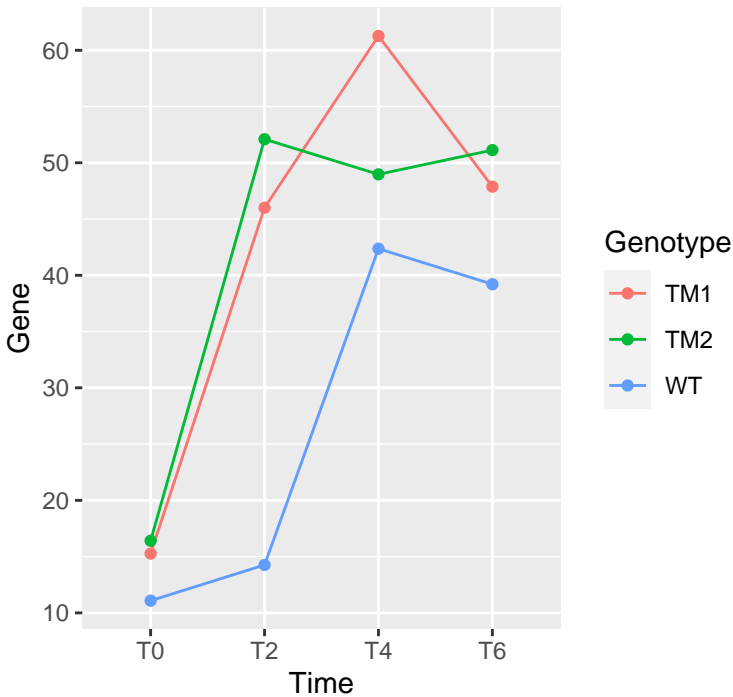

# AT1G69490

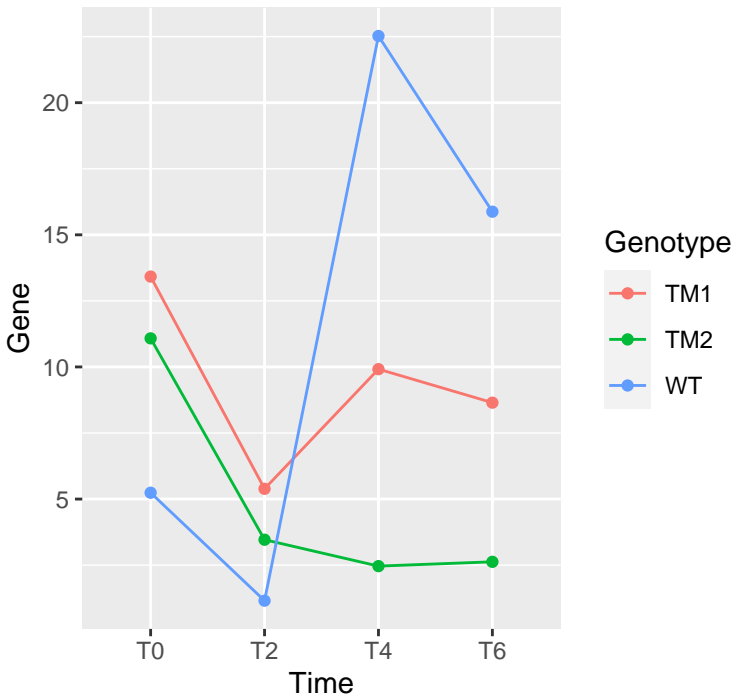

# AT1G70140

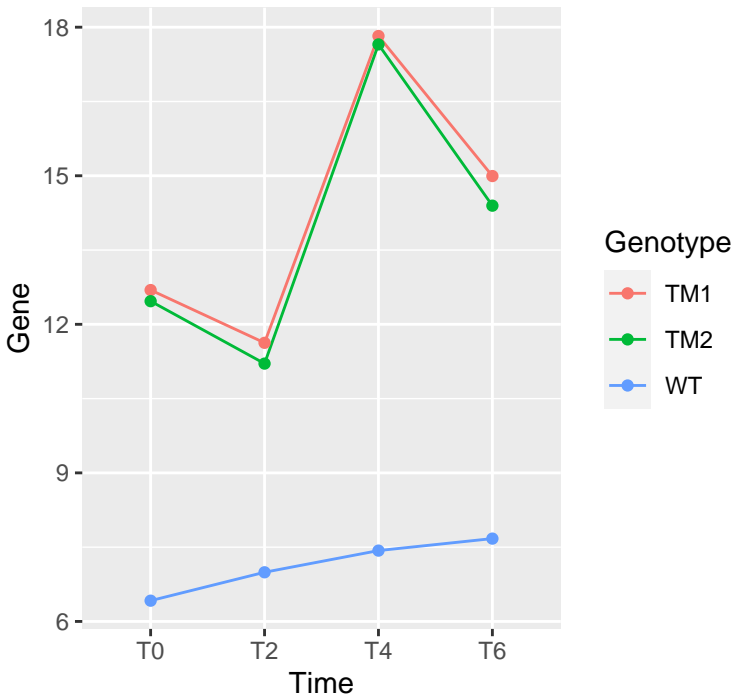

# AT1G70210

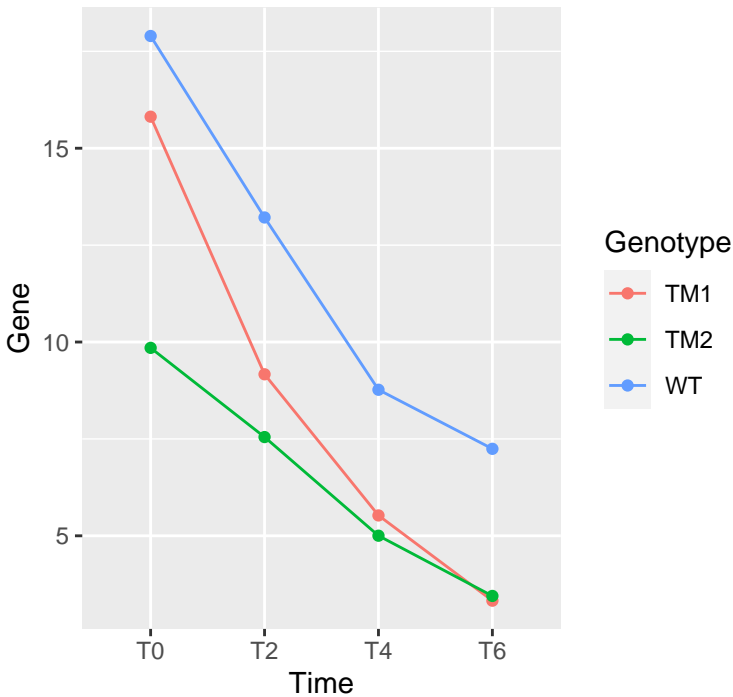

# AT1G70895

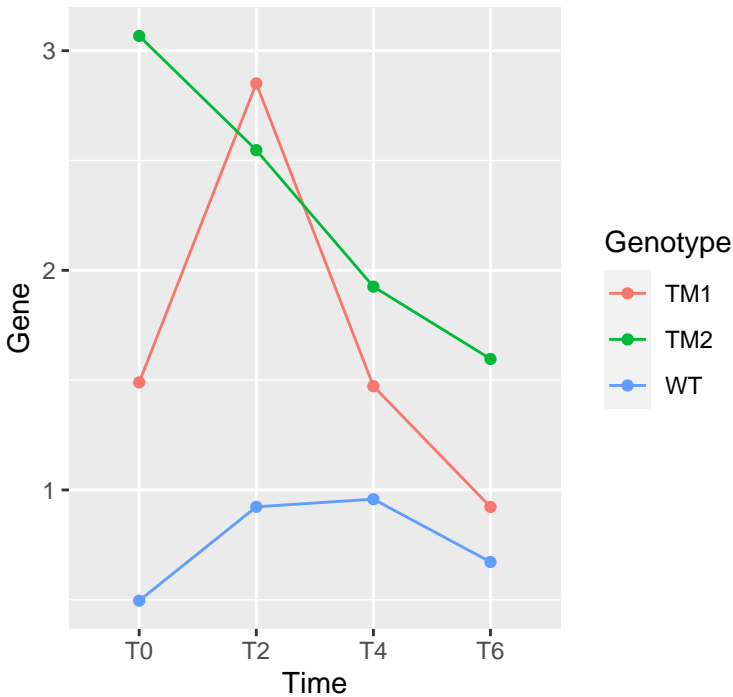

# AT1G71130

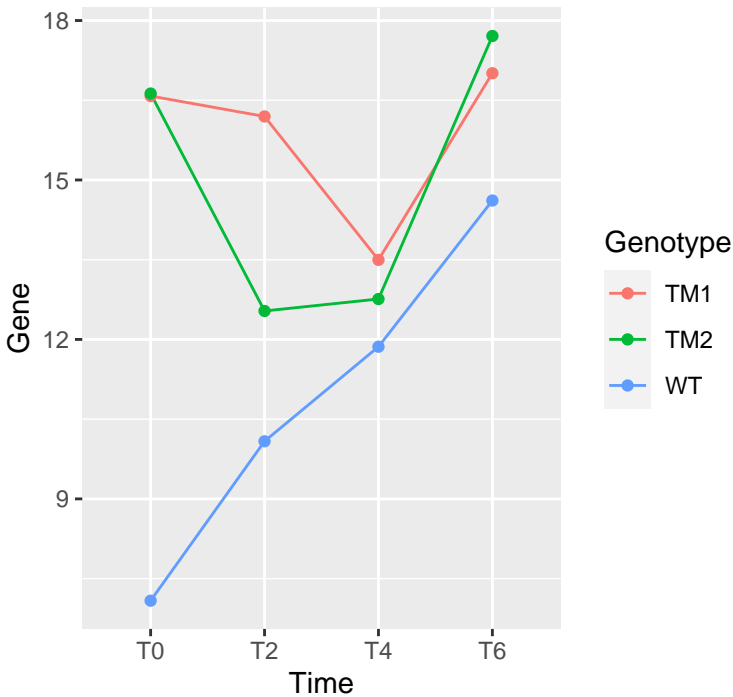

# AT1G71697

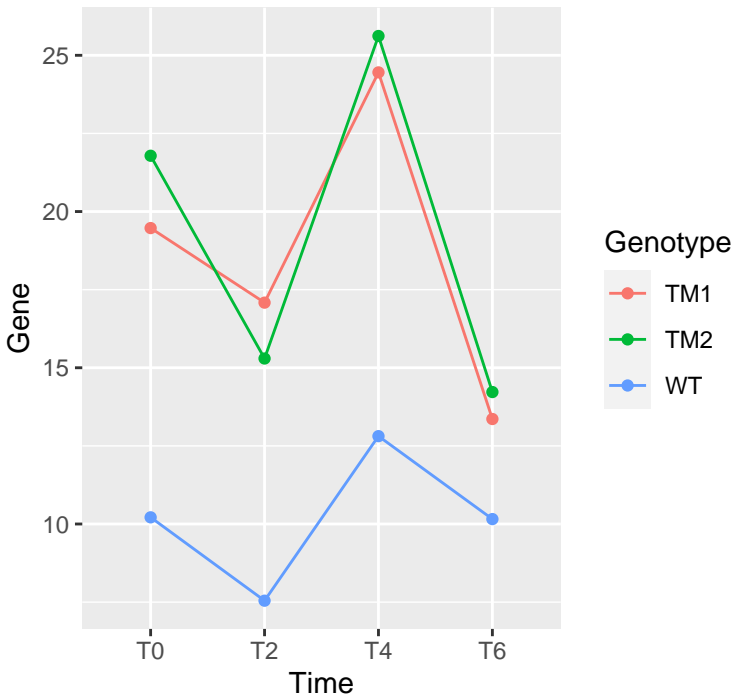

# AT1G72520

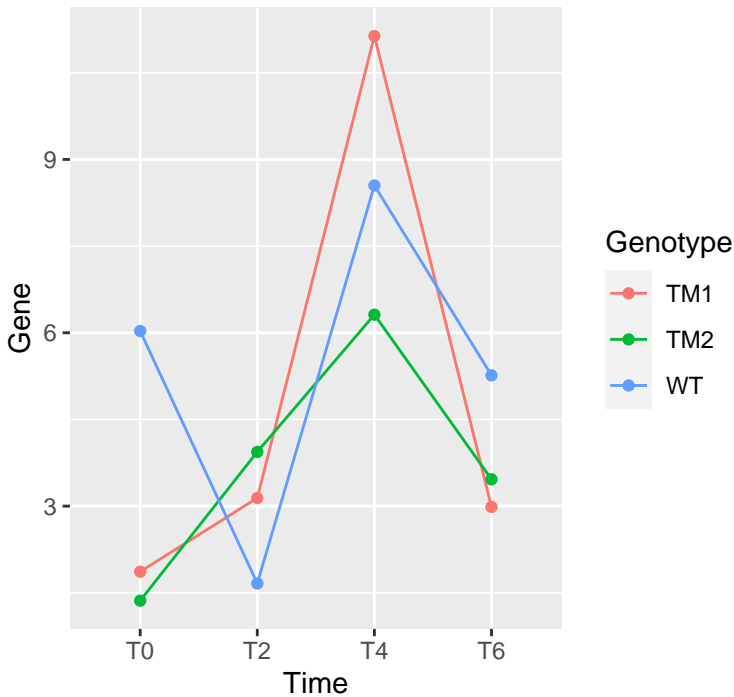

# AT1G72800

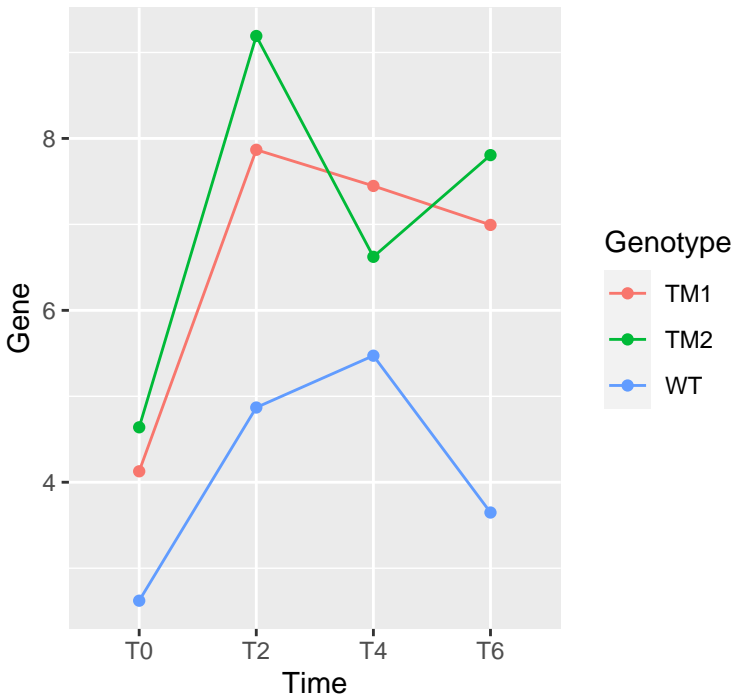

# AT1G73680

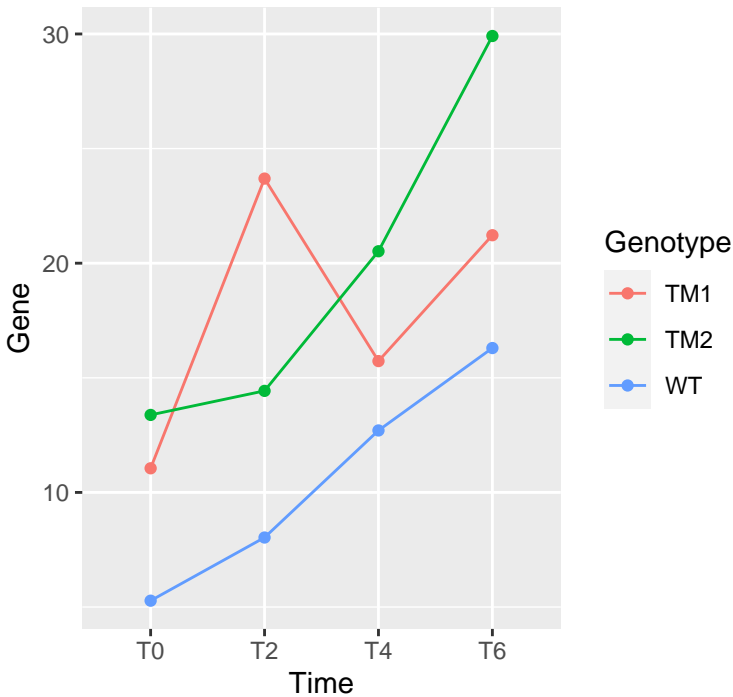

# AT1G73810

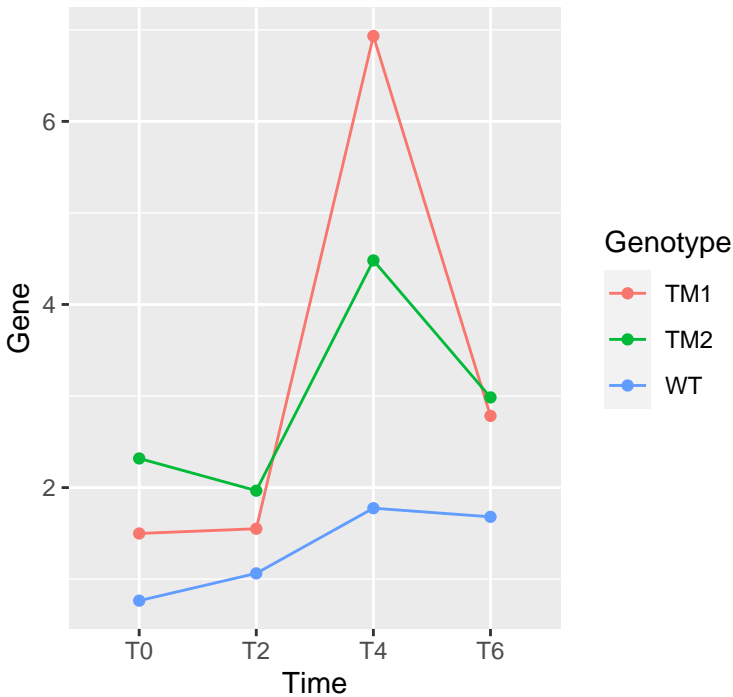

# AT1G74070

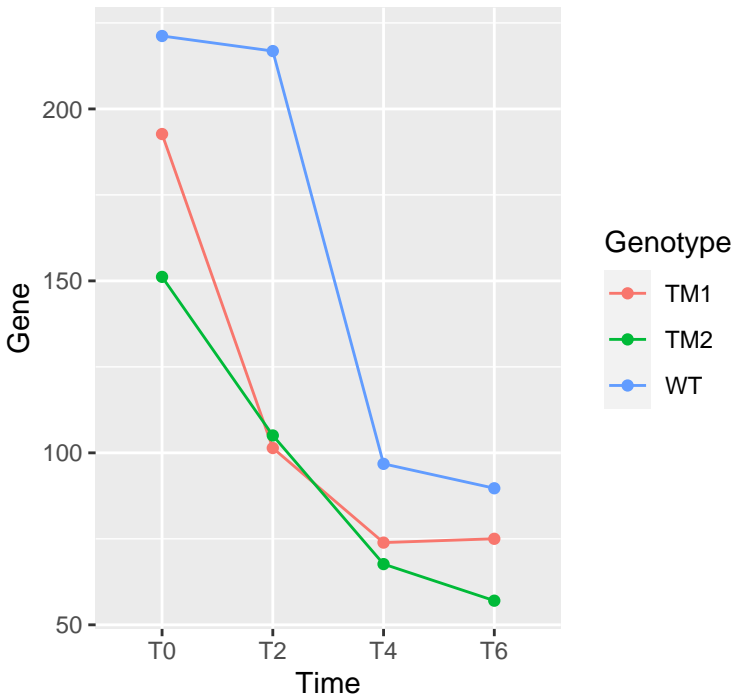

# AT1G74930

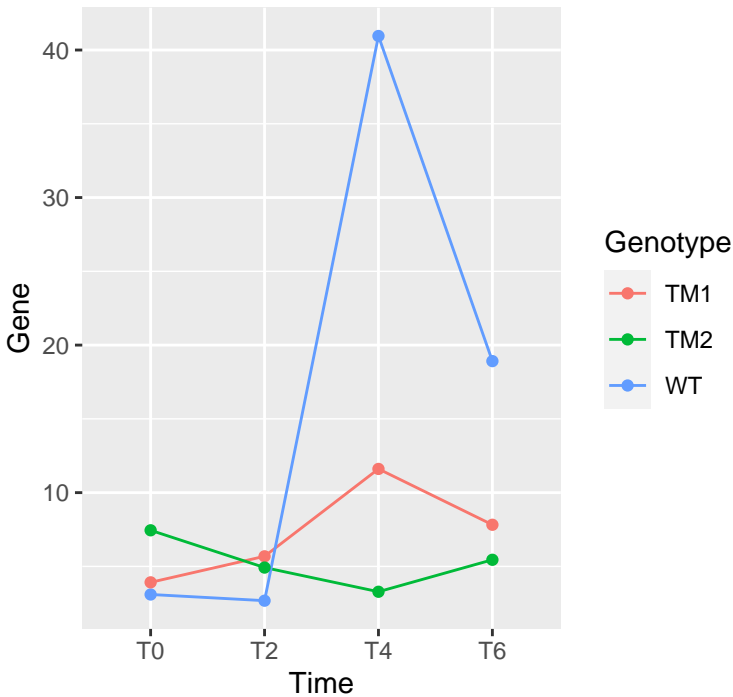

# AT1G76980

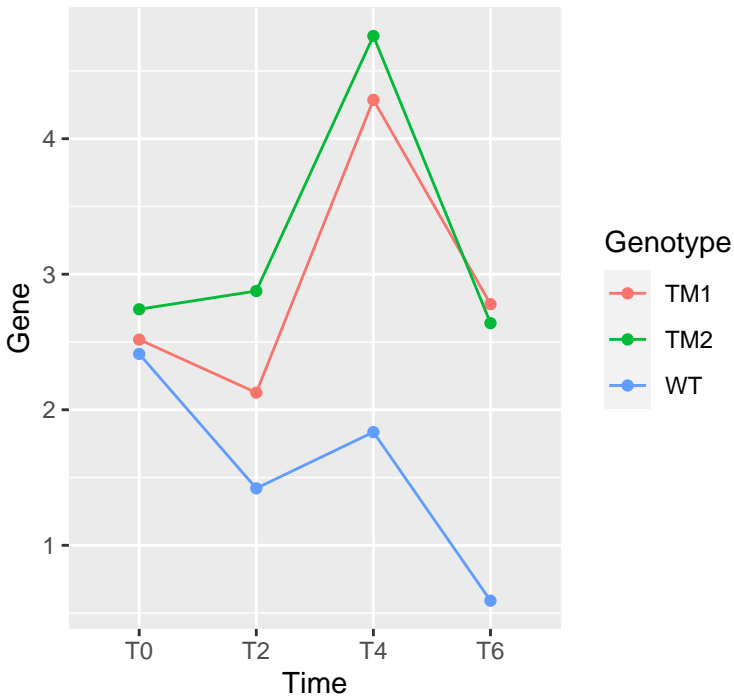

# AT1G77450

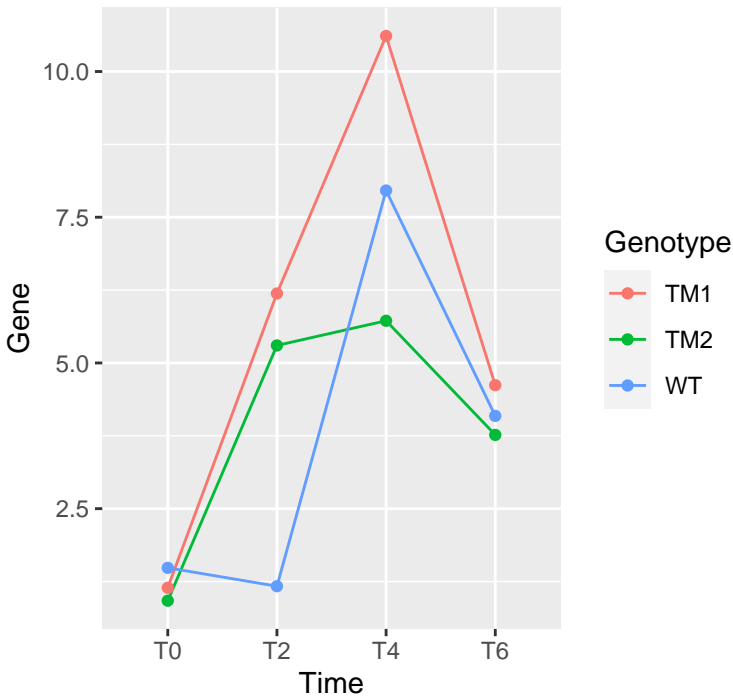

# AT1G77760

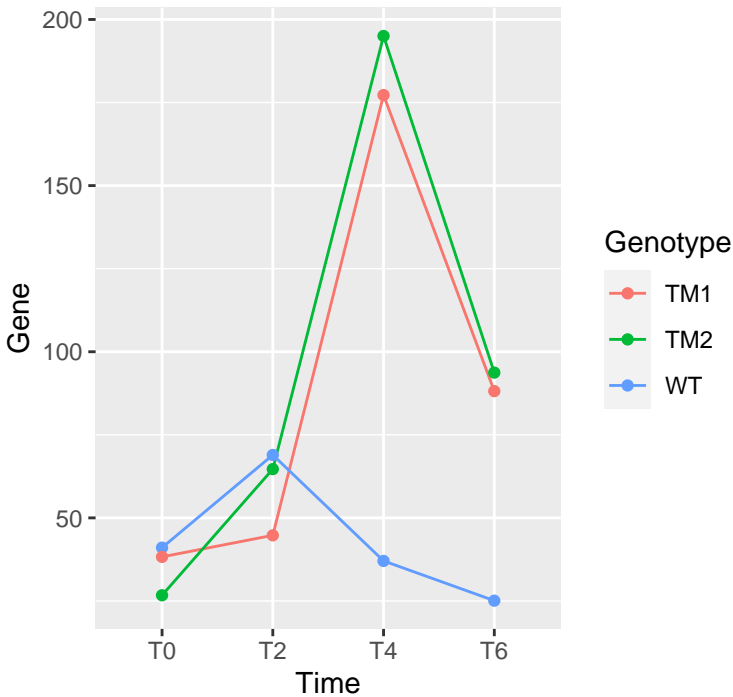

# AT1G78070

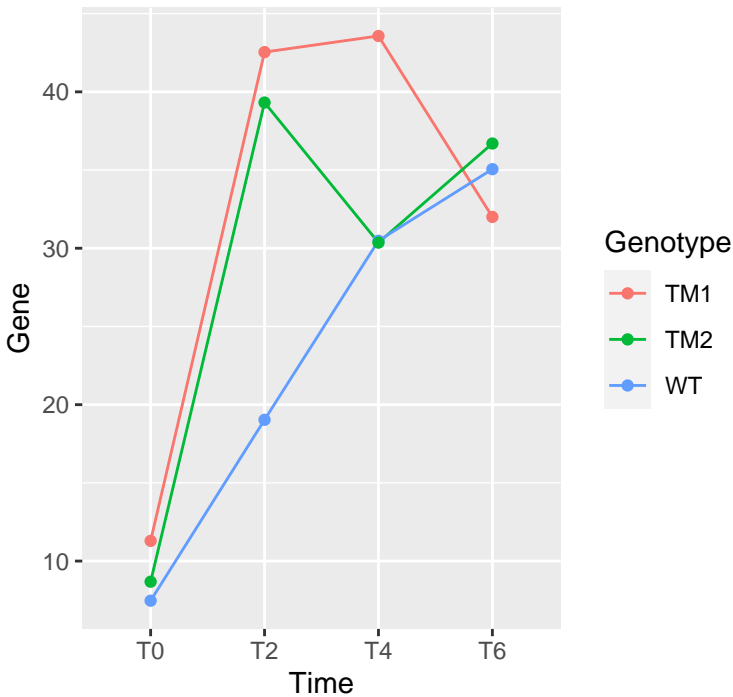

# AT1G80130

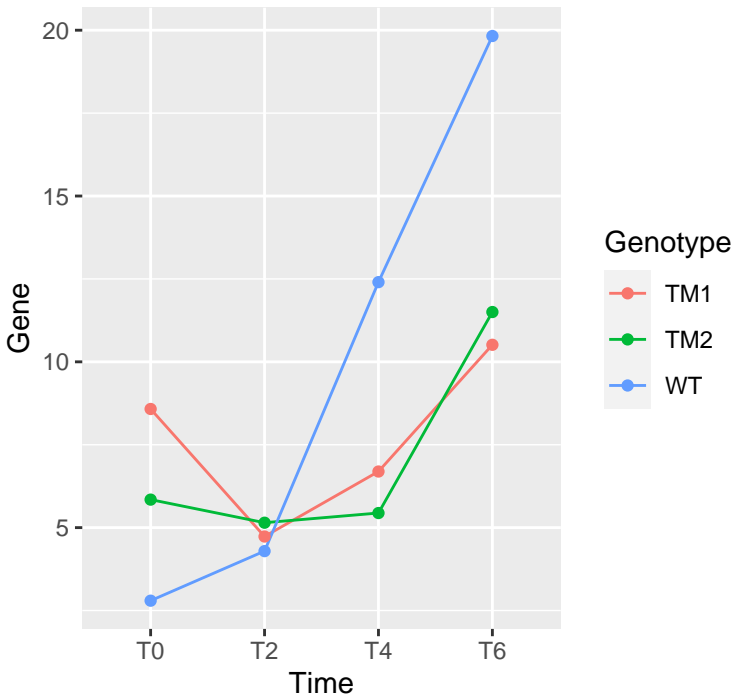

# AT1G80760

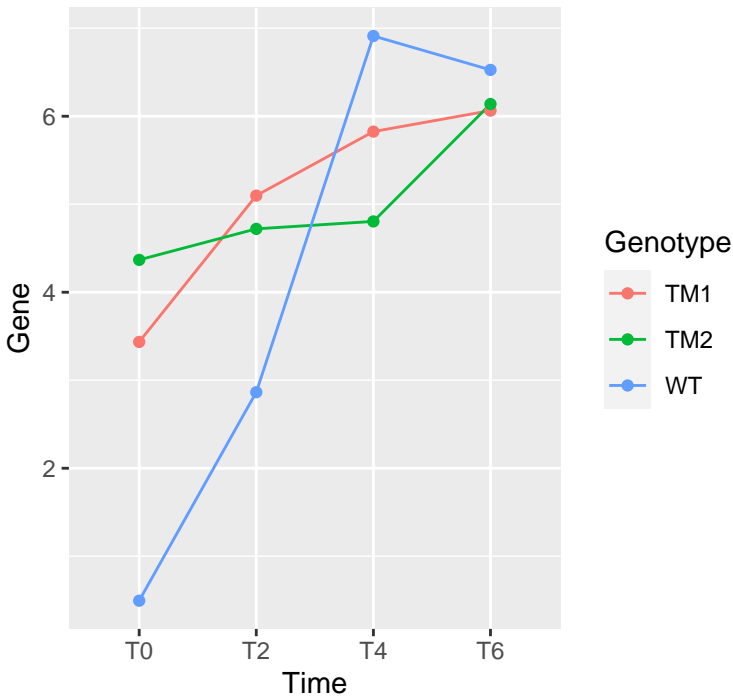

# AT1G80830

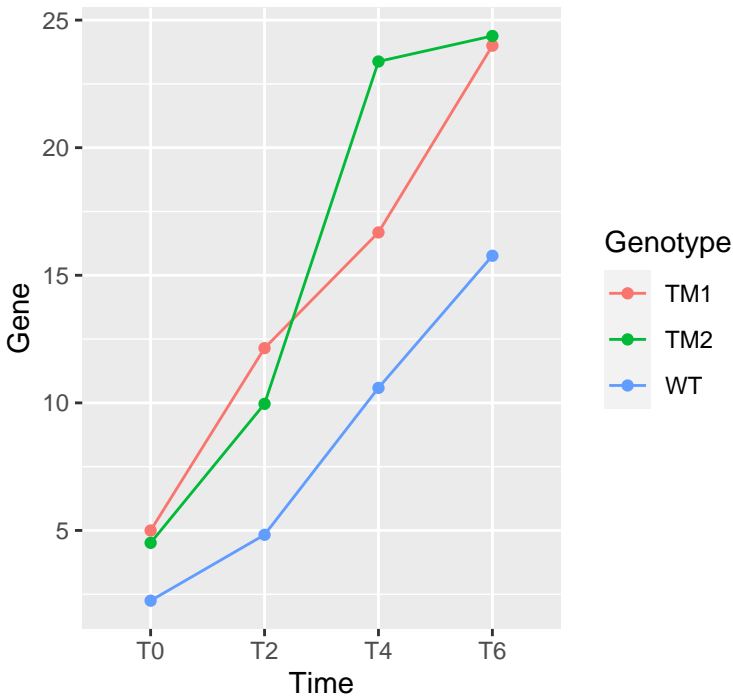

# AT2G01830

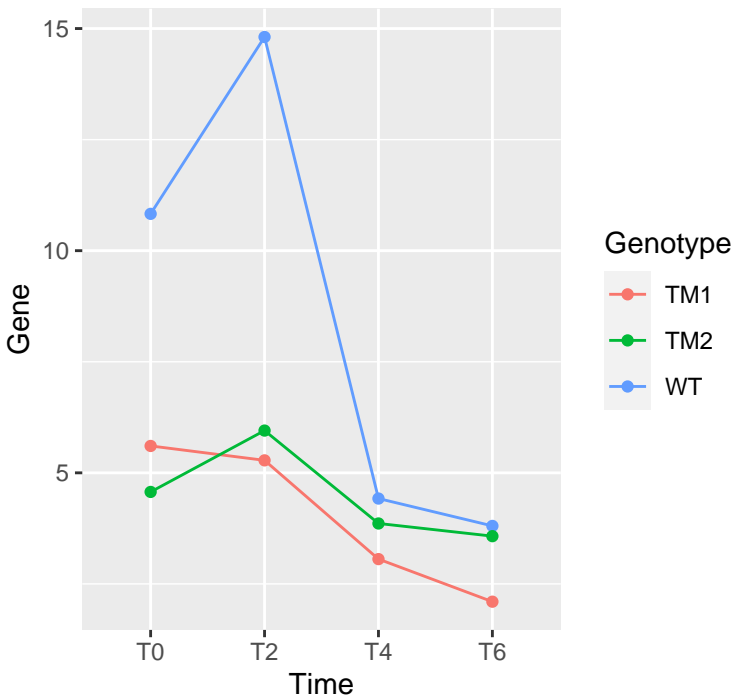

# AT2G04495

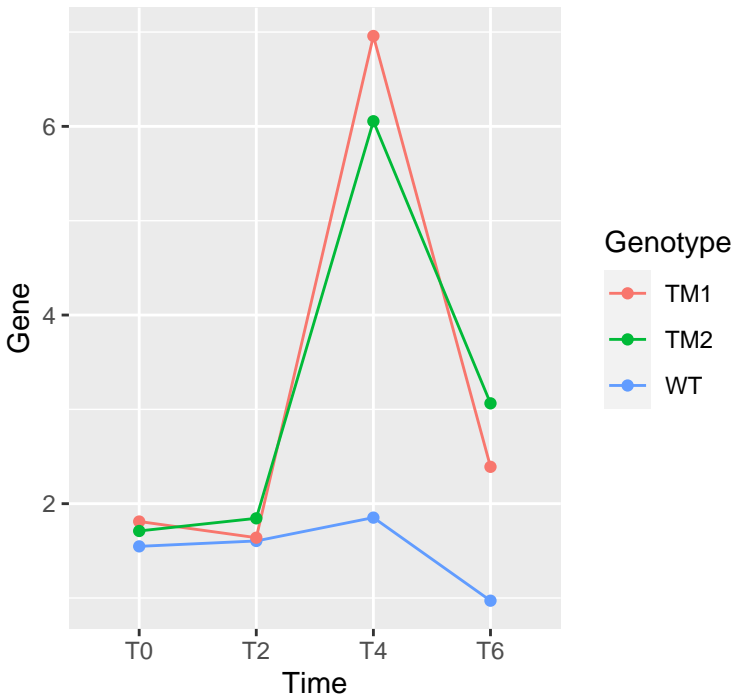

# AT2G13610

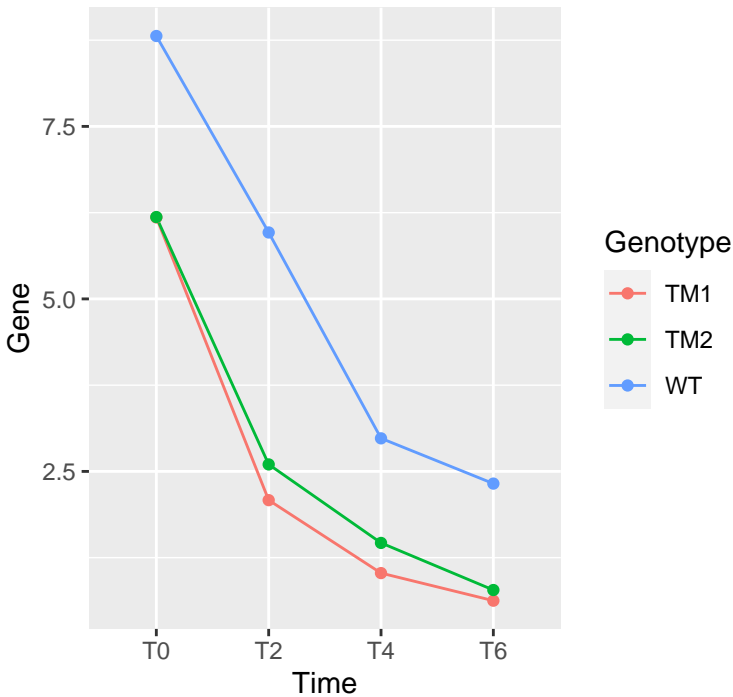

# AT2G14247

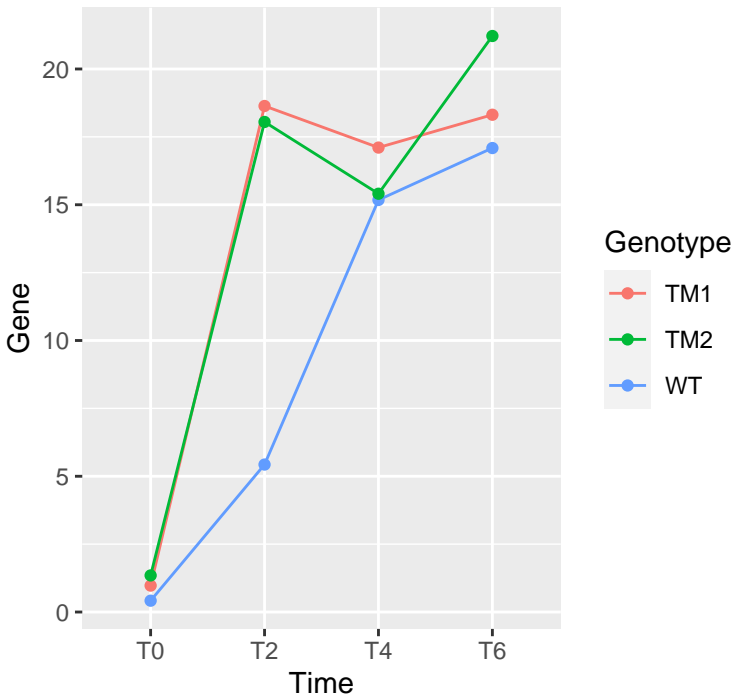

# AT2G15280

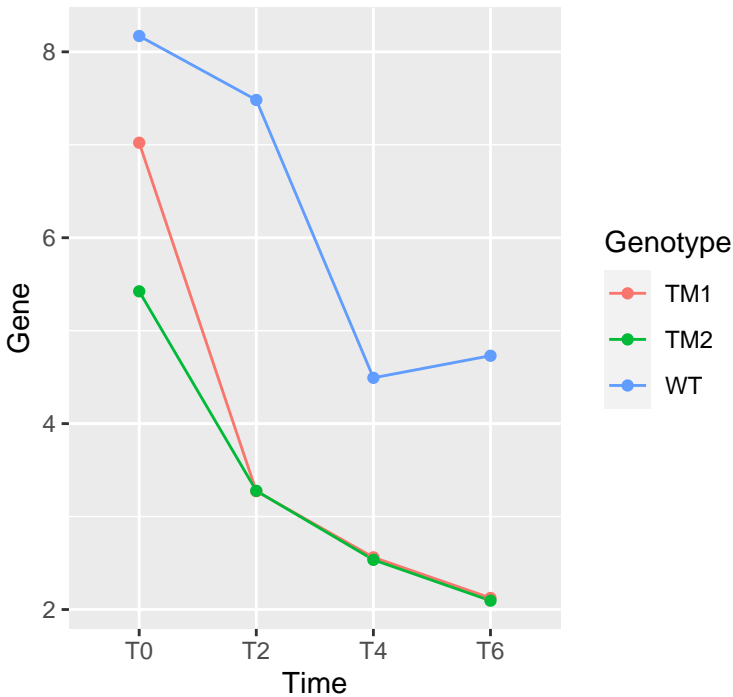

# AT2G18196

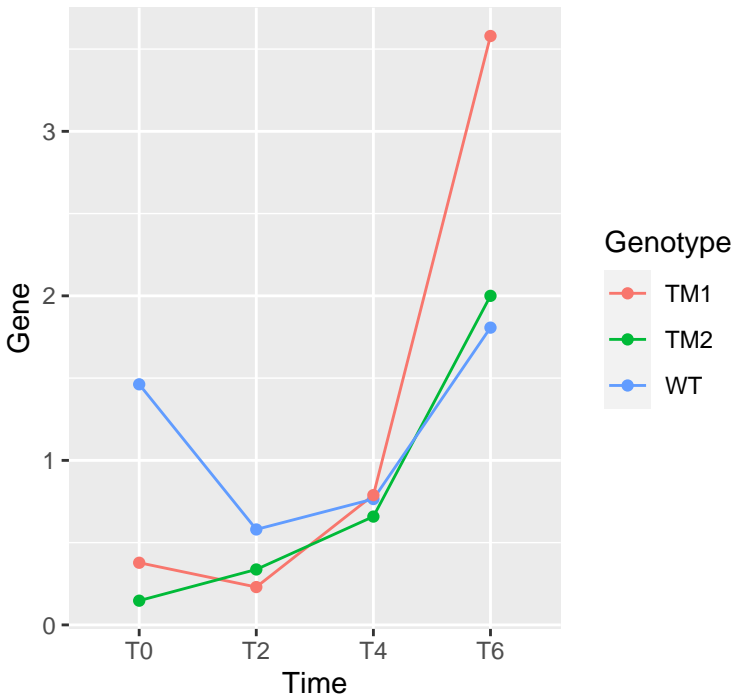

# AT2G20980

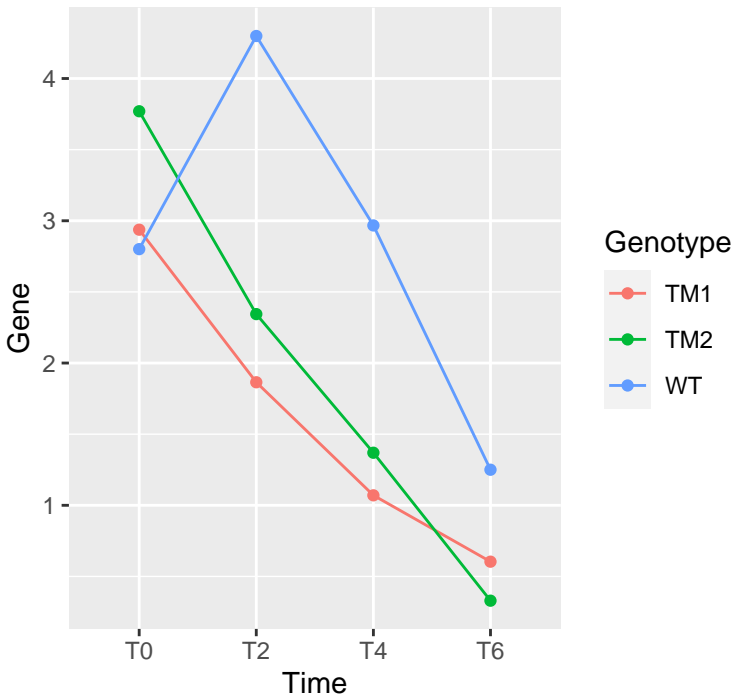

# AT2G21185

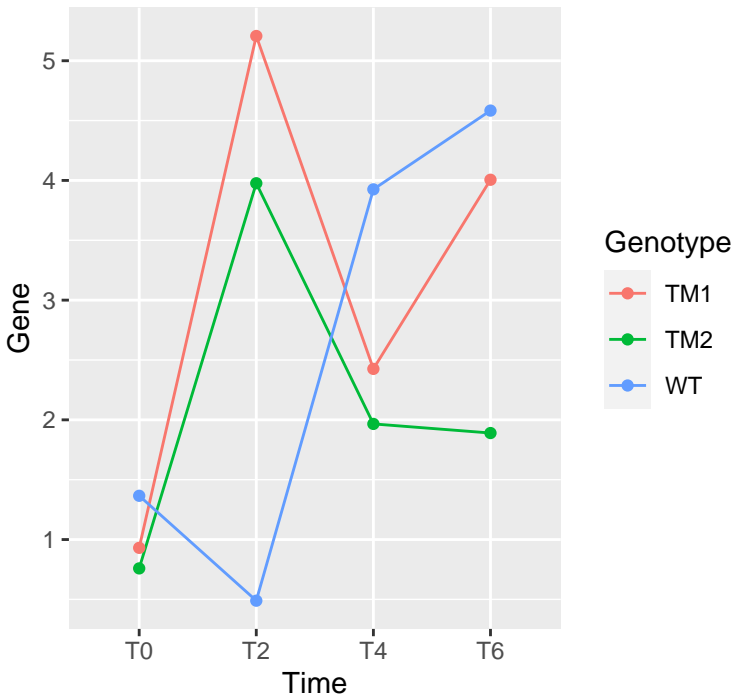

# AT2G21650

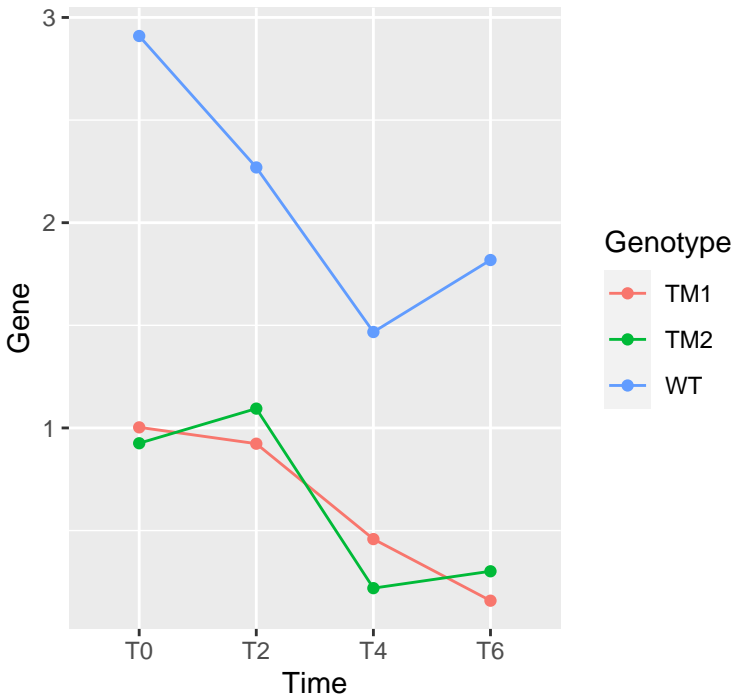

# AT2G22170

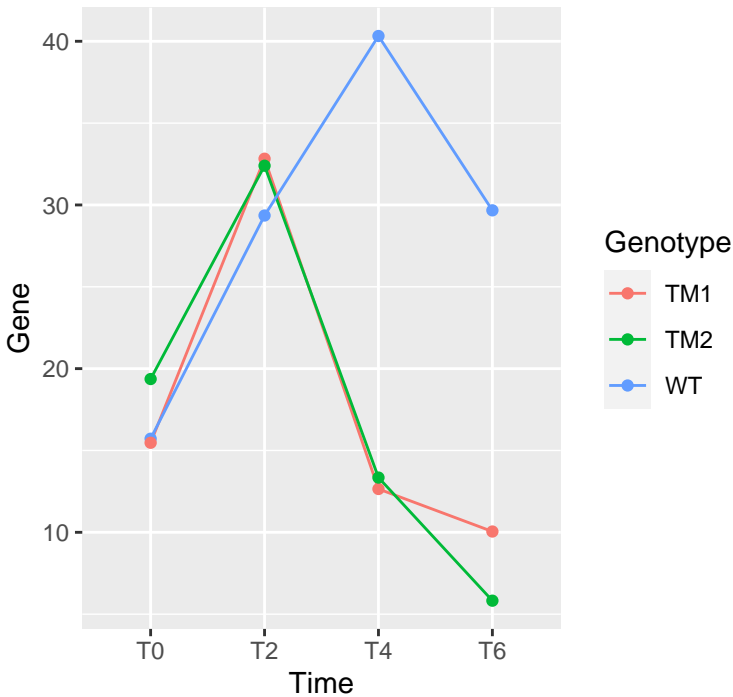

# AT2G23670

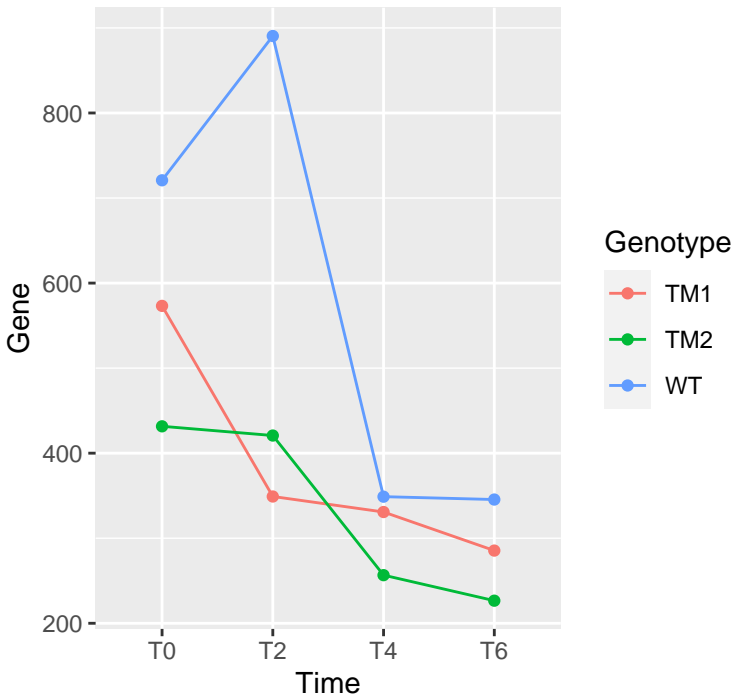

# AT2G24240

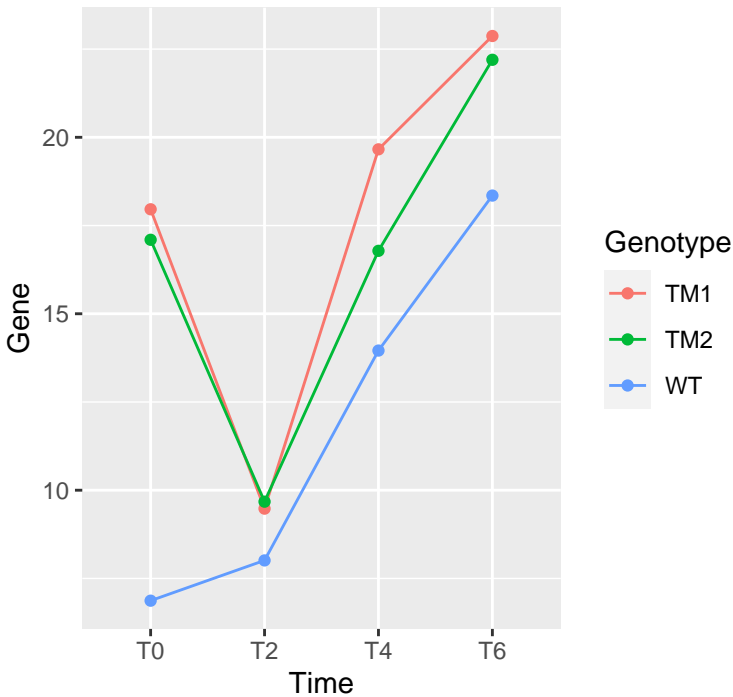

# AT2G25200

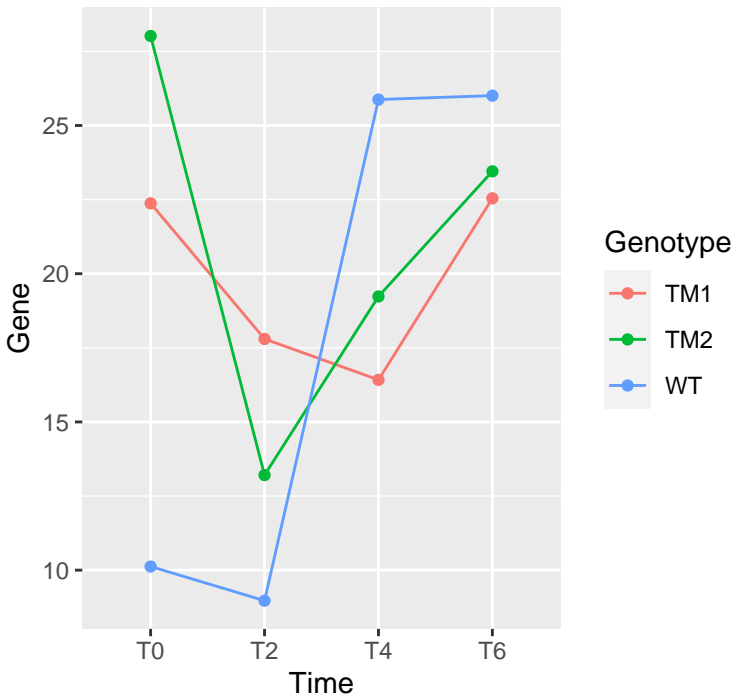

# AT2G26870

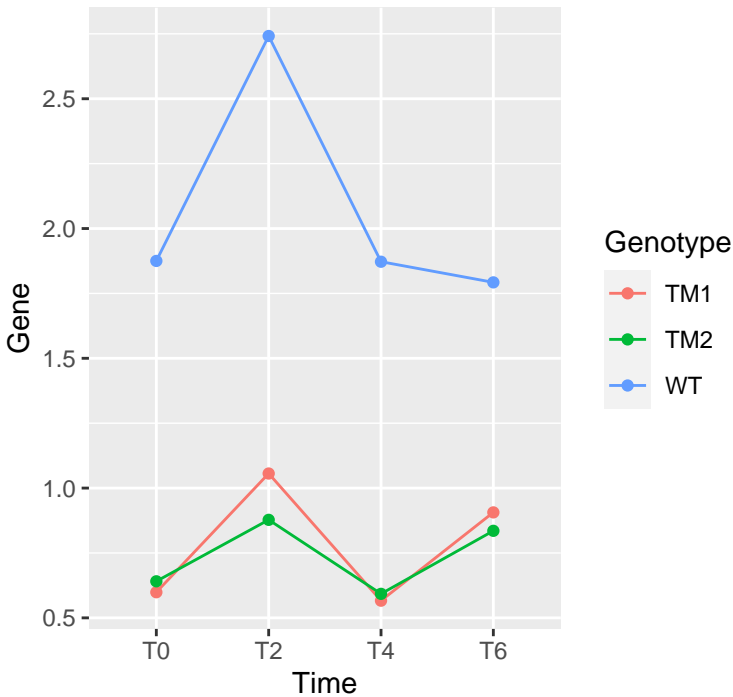

# AT2G27402

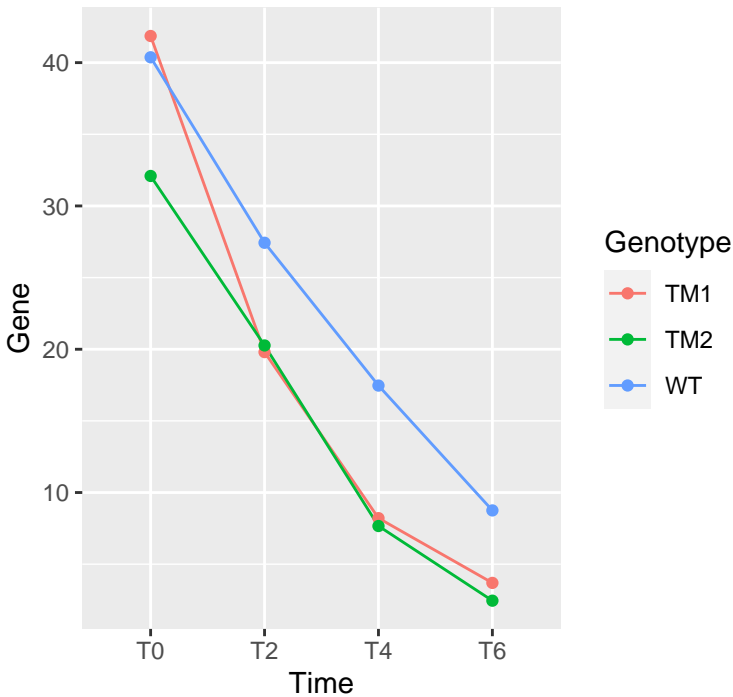

# AT2G27580

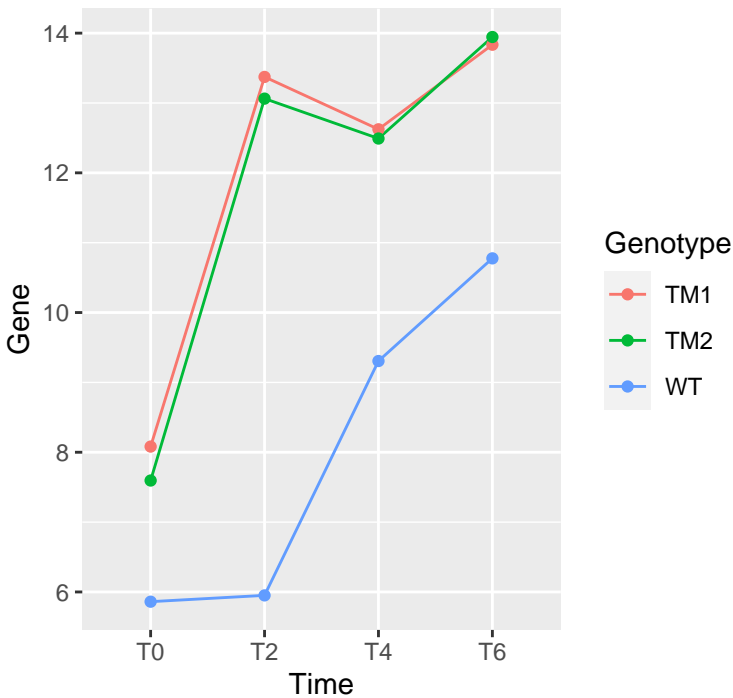

# AT2G28400

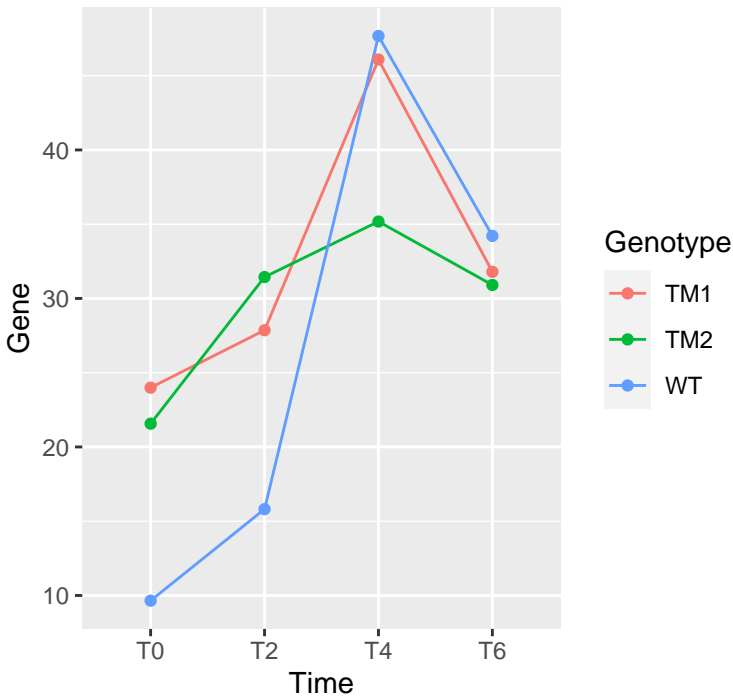

# AT2G29350

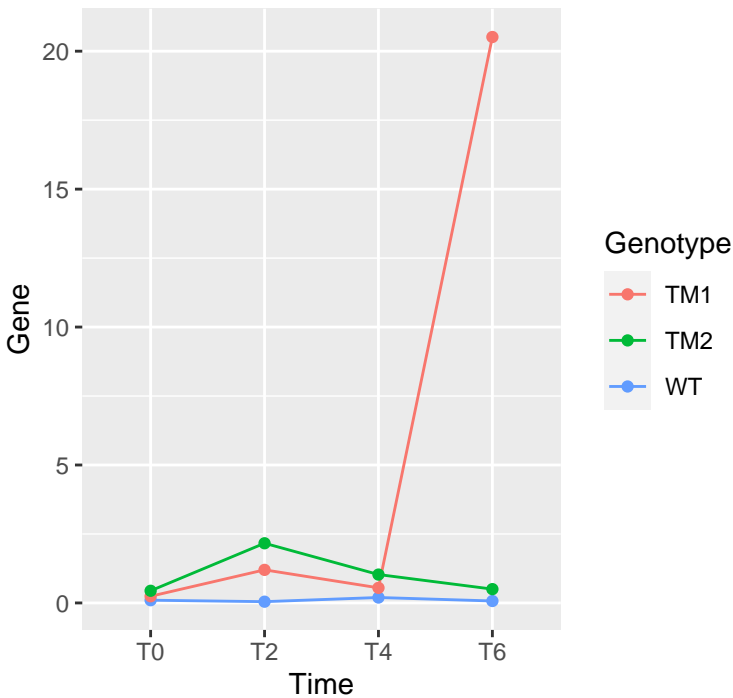

# AT2G29420

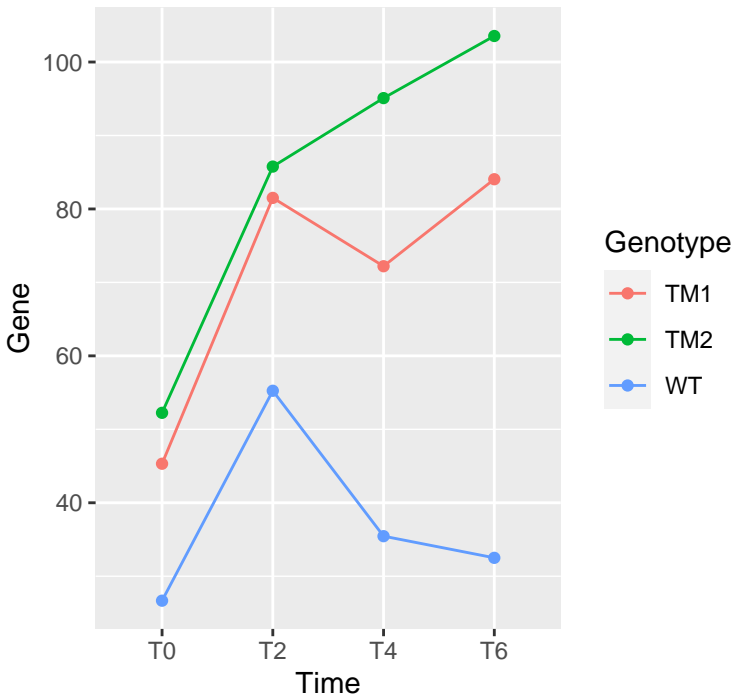

# AT2G30880

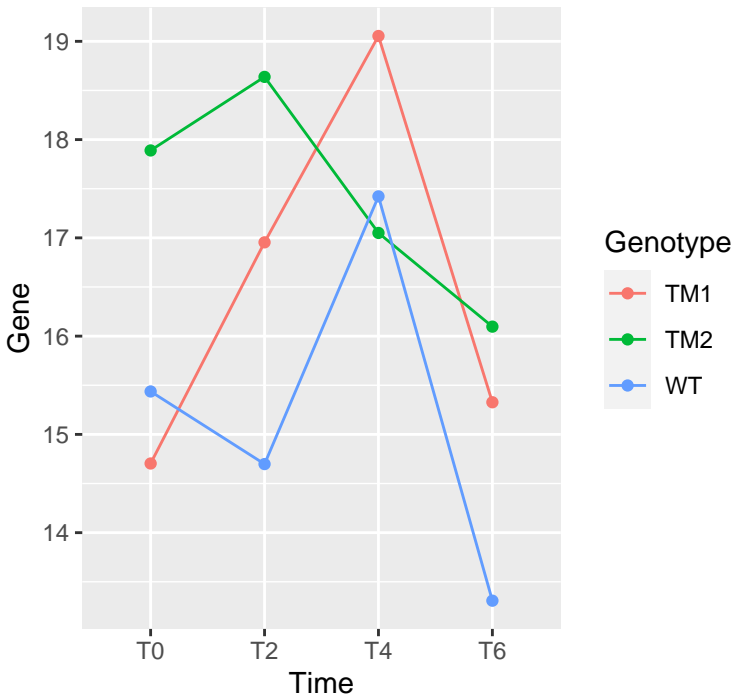

# AT2G32870

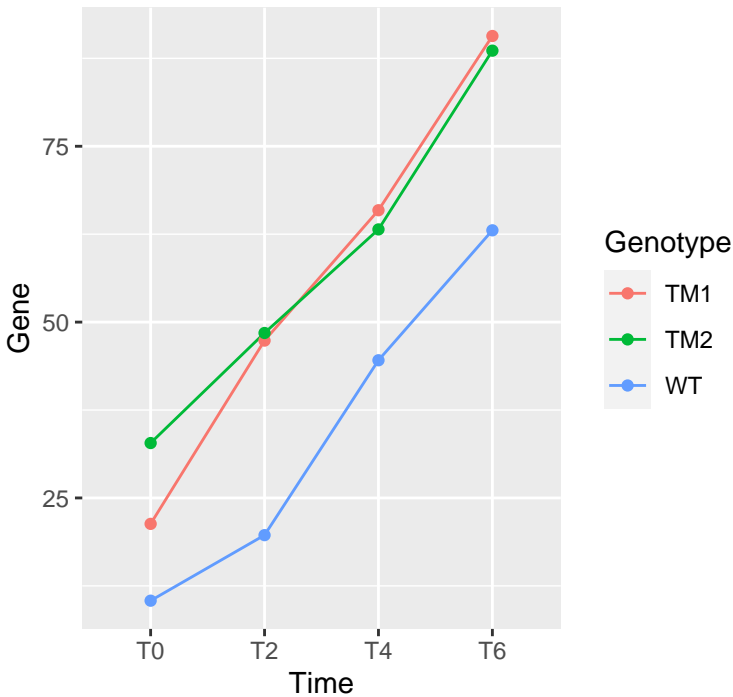

# AT2G34300

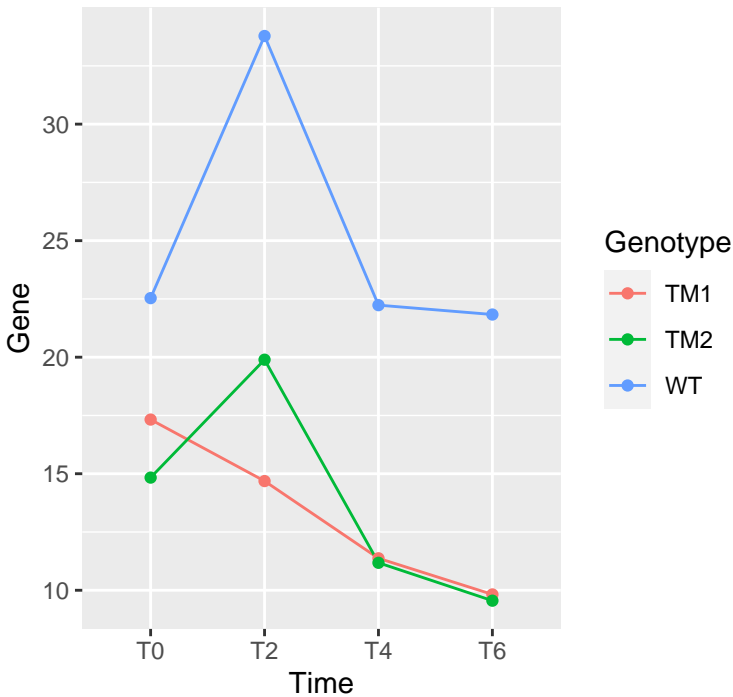

# AT2G34510

How the deposited data were processed for this re-analysis (not part of the article)

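The experiment compared leaf 6 of WT Col-0 with that of 2 isolates of the atx1,3,4 triple mutant, TM1 and TM2, at T0, T2, T4 and T6, which gave 12 groups of 3 libraries. The 3 libraries of a group were parts of 1 pool of 10 ground leaves. All p-values over libraries therefore refer to the spread between libraries of a pool and not to that between plants. Library letters, genotypes and time points were taken from the sample labels, and 0 columns of the deposited table were left unmapped.

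The authors made directional 3′ cDNA libraries, aligned reads to the TAIR10 genome with Rsubread, computed FPKM with NOISeq and filtered genes with HTSFilter. The deposited table holds FPKM for 19437 genes in 36 libraries, with 36978 values listed at 0 in 3370 genes. Its values were used as deposited. Gene names came from the TAIR10.1 gene table, which held 19332 of the 19437 identifiers and lacked 105. The paper's gene lists, network and R code came from its supplementary data files. The public time series and the dark-induced senescence data that the paper compared with were not analysed here, nor were DAP-seq binding data or gene ontology terms.

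Every FPKM value was found to be a whole number of reads divided by a gene length and a library depth, for 19437 of 19437 genes, with the listed genes holding between 99.9558% and 99.9835% of the depth of a library. The recovered reads gave the depth, the floor of 3 reads and the number of reads behind single values. The depth of 4407618 to 11714474 reads per library gives counting error only. Lower bounds of fold changes were computed against 3 reads. They bound the observed ratio and are no confidence limits. Because the deposited unit was FPKM, the recovered reads were used for a fit in a single alternative only.

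Fold changes were estimated with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a mean for each of the 12 groups, contrasts of each isolate with WT at each time point, and eBayes with a trend. P-values were adjusted by the Benjamini-Hochberg method within each contrast. A gene was past the threshold when its adjusted p was under 0.05 and its change at least 2-fold in TM1 and in TM2 in the same direction. The same fit gave TM1 against TM2 at each time point, and the change of the TM difference from T0 to T6. A second fit used the means of the 12 pools, 8 from the TMs and 4 from WT, with time point as a term. Exact permutation tests over the 84 arrangements of 6 TM and 3 WT libraries, clustering and correlations were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Random forests were fitted with scikit-learn 1.9.0, with 1000 trees for each target, and figures were drawn with matplotlib 3.10.9.

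The paper's T test rule was repeated from its R code: unequal variances on FPKM at each time point, an unadjusted p under 0.05 and a ratio of means over 2 or under its inverse in TM1 and in TM2 at the same time point. Lists of the paper were compared with random lists of the same size matched on mean expression, in 10000 draws. The fits, the rule and the random forest were tested on simulated data. The fit to libraries recovered 198 of 200 changed genes, the fit to pools 200, the rule 200 and the random forest the regulator of 40 of 40 targets, and none of the first 3 called an unchanged gene. The values simulated for the rule had the same small relative spread in every gene, so they do not measure its false calls in these libraries.

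Named genes were chosen by a rule set before the data were examined: every gene for which the paper makes an expression statement on this experiment, the genes targeted in the TMs, *NIT2* and *WRKY75*, and at each time point the 3 genes with the largest mean change in each direction among those past the threshold with the 3 libraries of each isolate beyond the 3 of WT. Main settings and alternatives were also chosen before the data were examined, apart from a fit with limma voom on the recovered reads, which was chosen after seeing the data. The alternatives were pseudocounts of 0.1 and 5, genes with a mean FPKM of at least 1, median ratio scaling, quantile normalization, each library letter left out, the letter as a replicate block, eBayes without a trend, only the libraries of 1 time point in the fit, unadjusted p-values, other fold change limits, and other distances, linkages and gene choices for clustering and principal components.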

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

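The splits of the libraries were chosen before the results were seen, and the other tests of this part (neighbouring genes, scaling, low values, exchanged isolates, ageing, single libraries and single pools) only after. A first test of neighbouring genes, chosen before, asked for changes of at least 2-fold, which a duplication would hardly reach, and is not used.

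TM1 and TM2 differed from each other in 212 genes at T4, of which 141 were higher in TM1, against 78 at T0, 54 at T2 and 106 at T6. The difference between the isolates was tested directly. The paper describes TM1 and TM2 as isolates of the same cross, while the deposited description of the experiment places them in different crosses, so they may differ at loci other than the 3 targeted genes. With median ratio scaling 203 genes differed at T4 and 51 at T2, and among genes with a mean FPKM of at least 1 the counts were 199 and 45, so neither scaling nor low values account for the excess over T2. An exchange of the isolates at T4 or T6 would reverse the signs and leave these counts as they are, so it does not bear on the excess. The labels themselves were checked with 7 genes that separated the isolates at T0 and T2. By these genes all 12 TM libraries of T4 and T6 lay on the side of their isolate. Leaves of TM1 or TM2 further along in ageing could make the difference run along the WT change from T0 to T6. Across genes the correlation was 0.0124 at T4, with -0.229 at T0, 0.0231 at T2 and -0.0549 at T6. On PC1, WT had made most of this change by T4, with mean scores of 66.2 at T0, -13.7 at T4 and -15.5 at T6. A value near 0 at T4 therefore cannot decide on ageing at that time point. Single pools stay open too. Of the 212 genes, 42 differed in the same direction at another time point, and since each isolate had 1 pool per time point, a difference between isolates and one between pools of leaves cannot be told apart for the others. In fits to the 6 TM libraries of a time point, 1 of the 10 splits of these libraries, the real one, gave as many genes at each of the 4 time points, but 10 splits are too few to exclude chance. Which description of the crosses holds, and whether a difference in background explains part of the 212 genes, was not tested.

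Beyond T4, 5 genes differed between TM1 and TM2 at all 4 time points, by the direct test of the difference. The mean log2 fold change of TM1 against TM2 was -4.09 for AT1G13350, -3.02 for AT2G01422, -5.20 for AT3G49560, 4.99 for AT5G24240 and 1.23 for *TCH4*. The largest adjusted p over the time points was 1.2e-20, 2.5e-05, 1.6e-12, 1.1e-20 and 0.0033. Where the lower group was near the floor these are fitted values and no bounds: AT5G24240 was at least 138-fold higher in TM1 than in WT at T0. In the first 4 genes 1 isolate stood apart from WT and from the other isolate. AT5G24240 had 33.2 FPKM in TM1 at T0, while WT and TM2 had 0.31 FPKM or less at every time point, and AT3G49560 had at most 1.55 FPKM in TM1. A stretch of several neighbouring genes lost or duplicated in one isolate would change the nearest listed neighbours. Of the first 4 genes, 14 neighbours had a median of at least 10 reads in WT, TM1 or TM2. One of them, *SOS3*, reached this in WT alone, with 8 reads in TM1 and 9.5 in TM2. Of the 14, 0 were changed at least 1.5-fold in the same direction at all 4 time points, which argues against such a stretch where it reaches these neighbours. For *TCH4* it stays open, because 1 neighbour alone had enough reads (0 of 1 changed). *LSU3* and *LSU1*, close to AT3G49560, differed at T4 alone, with log2 fold changes of 1.86 and 2.11. Differences between single pools are unlikely as the source, since 4 pools of each isolate gave the same direction. Isolates from different crosses would also differ in background. A change in a single gene that 1 isolate carries, such as a variant that alters where reads align or a change in expression, may explain them and was not tested.

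*NIT2* and *SAG13* were high in TM1 at T6 and low in TM2, with log2 fold changes of TM1 against TM2 of 4.09 (adjusted p = 1.7e-12) and 3.84 (adjusted p = 1.0e-16), by the direct test of the difference. *NIT2* had 191 to 311 reads per TM1 library and 2 to 6 per TM2 library. For *SAG13* the reads were 182 to 206 and 3 to 7. One library is not the source, because for each of the 2 genes all 3 TM1 libraries lay above every TM2 library. Of the earlier time points, 1 showed a difference, for *NIT2* at T2 with 1.29 (adjusted p = 0.0077), so an effect of the isolate and a difference between single pools of leaves at T6 cannot be told apart. *WRKY75*, which had 0 reads in WT at all time points, had 6 to 17 reads per TM1 library at T6 and 0 to 4 per TM2 library. By real-time qPCR on leaf 6 at a later age than T6, the paper reports *NIT2* and *WRKY75* as induced in the mutants. That was another method, age and set of plants, so it does not decide what kept TM2 low at T6.

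For 482 genes the difference between TMs and WT changed from T0 to T6, by a test of that change, with 219 rising and 263 falling, and 83 of them were BAGs. The median log2 fold change over all genes was 0.04 at T0 and 0.07 at T6, so a shift of all values does not account for them. Age, bolting and differences between single pools of leaves all differ between these time points and were not tested apart.

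*MRD1* (AT1G53480) and AT2G40960 stood apart from WT in both isolates at all 4 time points, and the paper's text does not discuss them by name. AT2G40960 is among its BAGs, which by its rule also changed in a WT time series. It is also among its potential regulators, listed as down at bolting and during DILS. *MRD1* is among its differentially expressed genes and is not a BAG. The mean fitted log2 fold changes of *MRD1* and AT2G40960 were 4.16 and -3.67. *MRD1* had 18.0 FPKM in TM1 and in TM2 at T0 and at most 0.496 in WT at any time point. AT2G40960 had 20.2 FPKM in WT at T0, 0.943 in TM1 and 0.254 in TM2. A stretch of several neighbouring genes lost or duplicated in the TMs is argued against for AT2G40960, since 0 of its 4 nearest listed neighbours were changed at least 1.5-fold in the same direction at all 4 time points. For *MRD1* it was 1 of 4, so a change that spans several genes stays open there. This neighbour was *HEI10*, with a median of 2.5 reads in WT, 17 in TM1 and 14 in TM2, and fitted log2 fold changes between 0.78 and 0.91. Single pools are an unlikely source, because 8 TM pools lay on the same side of 4 WT pools. A variant of the parents of the TMs at each gene may explain the pattern, as may an effect of the mutations, and neither was tested.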

How the results depend on the processing

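Named genes gave 1378 comparisons of a result with an alternative. The results compared were those past the threshold, and all time points of *ATX1*, *ATX3* and *ATX4*, which were not. Other results that were not past it were left out, so a gain could be seen for these 3 genes alone. In 1289 the direction and the side of the threshold were the same, 83 were no longer past the threshold, 3 came to pass it and 3 reversed. Of the 83, 46 came with a pseudocount of 5, 6 with quantile normalization, 5 with median ratio scaling, 5 with only the libraries of the time point in the fit, 1 with a pseudocount of 0.1, and 5, 7 and 8 without replicate A, B or C. Under eBayes without trend and with the replicate block all 115 results of named genes kept their side. With a mean FPKM of at least 1, 113 of them could be compared, and all kept it. The reversals were all of the result ATX1 at T0, whose log2 fold change of 0.02 became -0.028 with median ratio scaling, -0.00075 with quantile normalization and between -0.15 (without replicate C) and 0.19 (without replicate B) across the fits that each left out one replicate. *ATX4* at T0 came to pass the threshold with a pseudocount of 0.1 (-1.28), without replicate B (-1.09) and with limma voom on recovered reads (-1.33). Unless its construction is named, the cause was not tested for any of the changes in this part.

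The pseudocount moved most counts. A larger pseudocount shrinks the log2 fold changes of weakly expressed genes by construction. With a pseudocount of 5, the genes past the threshold fell from 270 to 53 at T0, from 425 to 136 at T2, from 298 to 86 at T4, from 197 to 62 at T6, from 897 to 260 at any and from 25 to 6 at all time points. The genes that differ between TM1 and TM2 fell from 78 to 11, from 54 to 19, from 212 to 78 and from 106 to 27. The BAGs fell from 73 to 17, from 119 to 47, from 109 to 39 and from 82 to 35, at any time point from 268 to 104, the potential regulators from 44 to 17 and the genes at pool level from 179 to 38. With a pseudocount of 0.1 there were 526 genes at T0, 685 at T2 and 1455 at any time point, 163 that differ between TM1 and TM2 at T0, 115 BAGs at T0 and 550 genes at pool level. The median absolute log2 fold change of the BAGs was 0.85, 1.02, 1.01 and 0.93 at T0, T2, T4 and T6 with a pseudocount of 0.1, and 0.37, 0.47, 0.45 and 0.42 with 5. The correlation of TM1 and TM2 across genes was 0.790 at T2, 0.667 at T4 and 0.664 at T6 with 0.1, and 0.877 at T2 and 0.744 at T6 with 5.

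The fold change limit sets the counts by construction. At 1.5-fold there were 1047, 1780, 924 and 585 genes, 3220 at any and 74 at all time points. With no fold change limit there were 1918, 3441, 1605 and 987, and 5559 and 171. Between TM1 and TM2 the counts were 316, 135, 710 and 250 at 1.5-fold and 639, 204, 1299 and 465 with no limit. For the BAGs they were 147, 207, 193 and 166, and 181, 239, 214 and 181. The potential regulators came to 67 with no limit. Unadjusted p-values gave 135 genes between TM1 and TM2 at T0. Using only the libraries of the time point in the fit, with fewer libraries to estimate the spread, gave 165 genes at T0 and 14 between TM1 and TM2 at T0. Limma voom on recovered reads, chosen after seeing the data, gave 417, 804, 450 and 357 genes and 1520 at any time point. With a mean FPKM of at least 1, which leaves fewer genes, 69 genes differed between TM1 and TM2 at T6.

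Directions depended on scaling. Of all genes past the threshold 79.5% were higher in the TMs at T2 and 41.1% at T6. With median ratio scaling the shares were 68.6% (256 higher, 117 lower) and 30.7% (63 and 142), and with quantile normalization 67.9% (252 and 119) and 32.5% (64 and 133). Of the genes past the threshold at T2, 343 of 425 remained so with median ratio scaling. Among the BAGs past the threshold the share that was higher was 63.0% at T0, 74.1% at T2 and 37.8% at T6 with median ratio scaling, against 72.6%, 82.4% and 45.1%. With quantile normalization it was 61.8%, 73.6%, 52.3% and 37.6% at T0, T2, T4 and T6, and with a pseudocount of 5 it was 64.7% at T0. A pseudocount of 0.1 gave 52.0% at T4. Limma voom gave 79.2% at T2 and 48.9% at T4. A limit of 1.5-fold gave 75.8% at T2, 48.7% at T4 and 50.0% at T6, and no limit 67.4%, 72.0%, 50.9% and 52.5%. At T4 and T6 the majority direction of the BAGs thus changed with the setting. The median absolute log2 fold change of the BAGs at T6 was 0.67 with median ratio scaling and 0.68 with quantile normalization. With a mean FPKM of at least 1 it was 0.63 at T0 and 0.80 at T4, the correlation of TM1 and TM2 at T6 was 0.731, and the network targets listed at T6 were higher in 30.8%. The BAGs whose WT change to T4 had the sign of the TM difference came to 71.9% with a pseudocount of 0.1 and 71.6% with median ratio scaling.

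Leaving out a replicate removes a library from each group. Across the 3 fits that each left out one replicate, the genes that differ between TM1 and TM2 ranged from 42 (without replicate B) to 73 at T0 and from 33 (without replicate A) to 38 at T2. The share of BAGs past the threshold higher in TM at T4, percent, ranged from 52.1 to 54.8. Their median absolute log2 fold change ranged from 0.59 to 0.65 at T0 and from 0.76 to 0.78 at T4. The correlation of TM1 and TM2 ranged from 0.813 to 0.820 at T2, from 0.663 to 0.672 at T4 and from 0.673 to 0.677 at T6. The share of BAGs whose WT change from T0 to T6 has the sign of the TM difference at T2, percent, ranged from 73.1 to 75.4, and that to T4 from 71.6 to 71.9. The median profile correlation ranged from 0.911 to 0.916, and network targets listed at T4 were higher in 51.3% to 53.8%. PC1 ranged from 32.9% to 33.8% of the variance, PC2 from 12.2% to 12.5% and PC3 from 8.72% to 8.88%. The paper's T test rule gave from 378 to 438 genes in place of 1199 when each group had 2 libraries. With Benjamini-Hochberg adjusted p it gave 17.

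The replicate block, in which library letter A, B or C is a term, gave 269, 425, 298 and 196 genes. Deviations of libraries with the same letter in different groups had a mean correlation of -4.5e-04 over 198 pairs, with a highest value of 0.0938, which gives no sign of the letters acting as batches.

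Principal components changed with the scale. PC1 held 24.3% with a pseudocount of 0.1, 38.7% with 5, 35.2% with a mean FPKM of at least 1, 31.6% with median ratio scaling, 31.1% with quantile normalization, 40.7% on FPKM without log, 24.7% with genes scaled to unit variance and 47.9% with the 500 genes of highest variance. PC2 held 8.62%, 14.0% (pseudocount 5), 12.5% (mean FPKM of at least 1), 34.5% (without log), 10.6% (unit variance) and 13.4% (500 genes). PC3 held 7.24%, 8.52%, 8.47%, 8.395% (median ratio), 8.45% (quantile), 7.70% (without log), 7.06% (unit variance) and 10.1% (500 genes). Of PC1, 75.8% lay between time points without log, 85.9% with unit variance and 93.9% with 500 genes. Of PC2 it was 89.8% with a pseudocount of 0.1, 27.5% without log, 89.1% with unit variance and 87.6% with 500 genes. Of PC3, 79.4%, 80.9%, 18.2% and 65.2% lay between WT and the TMs with a pseudocount of 0.1, of 5, without log and with unit variance.

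At pool level, leaving out the time term gave 60 genes in place of 179. The correlation of network edge weights with the paper's scores fell from 0.660 to 0.239 on log2(FPKM + 1) and to 0.435 on 12 group means, and the edges that were the strongest for their target fell from 142 to 113 and 73. Within 5 Mb of a targeted gene there were 6 of the 25 genes past the threshold at all time points, against 1 within 1 Mb. Random sets had a mean of 6.62 within 5 Mb (permutation p = 0.685), so neither window showed an excess. Of 28 other values without a test, 311 comparisons with an alternative were made, of which 85 moved by more than the spread between replicates and 226 did not.

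Depth limits the genes near the floor. A group with 3 reads or fewer per library gives only a lower bound of the observed fold change. This applies among others to *FT* and *MED18* at T0 in WT, and to *SAG13*, *ORE1* and *WRKY45* in WT at T2. In the TMs it applies to *MAF5*, to *MAF4* apart from TM1 at T0, and to *FLC* apart from TM2 at T4. WT was shallowest at T0, where the bounds are weakest.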

Differences from the paper's values

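The values of *PSK4* in Fig. 5 differ from the deposited values by more than 1.5-fold, and by more than the SD of the 3 libraries, in 4 of 12 groups. Smaller gaps in other groups are not listed here. The paper shows about 84 FPKM for WT at T0 in Fig. 5, read by eye, against 20.4 in the deposited values, about 100 for WT at T2 against 18.9, about 74 for TM1 at T0 against 44.2, and about 140 for TM1 at T2 against 83.9. None of the alternatives set before the data were examined (median ratio scaling, quantile normalization, and leaving out replicate A, B or C) closed any of the 4 gaps.

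The paper states that *DTX50* returned to its basal level. In the deposited values it was back at its T0 level at T6 in WT, with a log2 change of 0.01, and stayed above it in TM1 (1.26) and TM2 (2.34). The paper states that *WRKY45* was induced at T0 in the TMs and, at one place, that WT did not rise over time, while at another it notes a rise in WT at T6. *WRKY45* had log2 fold changes at T0 of 0.57 in TM1 and 0.41 in TM2, not past the threshold, and WT rose by 1.00 from T0 to T6. The paper places the most dramatic BAG differences between T0 and T2. The median absolute log2 fold change of all BAGs was lowest at T0, at 0.59, and nearly as high at T4 (0.78) as at T2 (0.81).

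The paper's lists of differentially expressed genes hold several named genes that were not past the threshold here. *CIB5*, *ANT*, *BHLH112*, *NLP3*, *ANAC055*, *WRKY57*, *SEN1* and *MED18* had an adjusted p under 0.05 in both isolates in the same direction, and a change of at least 1.5-fold, at 1 or more time points, so that the alternative of at least 1.5-fold, set before the data were examined, calls them. *FPA*, *SUS3* and *UMAMIT28* were called under neither that limit nor with no fold change limit. *FPA* had log2 fold changes at T0 of 0.32 in TM1 and 0.21 in TM2. The paper names *BOI* and *SUS3* among the BAGs, and its BAG list does not hold their identifiers. *SUS3* reached 0.55 in TM1 at T2 and *UMAMIT28* 0.77 in TM2 at T2.

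The direction of bolting that the paper lists for 91 potential regulators was not found for 3 of them when T4 and T6 were averaged, among them AT1G13930 with -0.07. All 3 were past the threshold in the listed direction earlier, AT1G13930 and *AAE17* at T2 and *FMO GS-OX4* at T0. Of the genes listed as down, AT4G30650 at T2 and *CAD9* at T0 were past the threshold in the opposite direction and at no other time point. In the paper's network table the sign of the DILS value is opposite to the direction word in its gene list for all 38 genes that are in both, 30 of them down and 8 up, and the direction words were used here for the 91 genes. For the 15 TFs with a DILS value, 4 of which have a direction word, the sign of the table was reversed. With the reversed sign 14 of 15 had the DILS direction, and with the sign as printed 1.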

Other observations

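The splits of the libraries, the tests of a single WT library, the test of scaling on the ageing relation and the clock genes were chosen before the results were seen. The tests of scaling on the direction at T2, of the region around the targeted genes and of the Fig. 5 panel were chosen only after.

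In fits to 6 libraries at a time, TM1 had 116, 752, 416 and 301 genes past the threshold against WT at T0, T2, T4 and T6, and TM2 had 426, 552, 676 and 389. For each of these 8 comparisons 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the other splits gave at most 1 gene. With 10 splits this says little, and since each group was 1 pool, a difference between genotypes cannot be told apart from one between pools in a single comparison. Over the 12 pools, 1 of the 81 splits that take 1 pool per time point as WT gave as many genes as the real one (179), and the next gave 4.

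At T2, 79.5% of the genes past the threshold were higher in the TMs. With median ratio scaling the share was 68.6%, so scaling accounts for part of the excess and not for all of it. An odd WT library at T2 is argued against, because the share of 2-fold changed genes that were higher was at least 74.3% against each WT library alone.

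A hypothesis was that at T2 the TMs were further along a change that WT makes with age. Across genes, the TM difference at T2 had a correlation of 0.422 with the WT change from T0 to T6, which shares no library with it. At T4 and T6 the correlation was 0.023 and 0.003, but at T6 both measures use WT T6. At T0, where both use WT T0, it was 0.447. With median ratio scaling the value at T2 was 0.422. A shift of nearly all genes alike hardly moves a correlation across genes, so this value cannot decide on scaling. With single WT T2 libraries it was at least 0.359, so an odd WT library does not explain it. The pattern is consistent with an earlier start of the ageing change in the TMs, which may follow from bolting or from the mutations, and pools of leaves picked at another stage stay open as well.

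The T2 libraries of all 3 genotypes stood apart on PC2. A harvest at another clock time on that day was tested by whether a set of dawn clock genes and a set of later clock genes moved in opposite directions. This happened in 0 of 3 genotypes: relative to the other time points the dawn set changed by -0.65 in TM1, -0.68 in TM2 and -0.69 in WT, and the later set by -0.95, -0.55 and -0.81. The set means hide genes that moved differently. *PRR9*, *PRR7*, *PRR5* and *GI* were lowest at T2 in all 3 genotypes, in WT by -1.68, -1.62, -1.43 and -1.33 relative to the other time points, while *TOC1* and *ELF4* were lowest at T0. Another clock time at T2 therefore stays open, and since all T2 libraries share the day, it cannot be told apart from other effects of that day.

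Of the 25 genes past the threshold at all 4 time points, 12 were higher and 13 lower in the TMs, and 23 are in the paper's list of genes found by at least 2 methods. The other 2, AT5G35935 and AT3G21030, were singled out after their values were seen. A region carried along with a T-DNA allele would place such genes near the targeted genes. Within 1 Mb of them lay 1 gene, *ERF054*, against a mean of 1.46 in random sets (permutation p = 0.774), which argues against this for the set as a whole. For *ERF054* itself, 73.9 kb from *ATX4*, an effect of the linked allele stays possible and was not tested. A further 12 genes were past the threshold in opposite directions at different time points.

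A hypothesis for the *PSK4* difference was that the panel in Fig. 5 shows another gene. Of all genes in the table, 1 had all 12 group means within 10% of the panel. This was *HB34* (AT3G28920), with a largest difference of 2.95%, while *PSK4* itself had 2 of 12 means within that range. A candidate explanation is therefore that the panel shows *HB34*, although the panel was read by eye and the test was chosen after the difference was seen.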
